# Characterization of increased mucus production of HT29-MTX-E12 cells grown under Semi-Wet interface with Mechanical Stimulation

**DOI:** 10.1371/journal.pone.0261191

**Published:** 2021-12-20

**Authors:** Janneke Elzinga, Benthe van der Lugt, Clara Belzer, Wilma T. Steegenga

## Abstract

The intestinal mucus layer plays a crucial role in human health. To study intestinal mucus function and structure *in vitro*, the mucus-producing intestinal cell line HT29-MTX-E12 has been commonly used. However, this cell line produces only low amounts of the intestine-specific MUC2. It has been shown previously that HT29-MTX-E12 cells cultured under Semi-Wet interface with Mechanical Stimulation (SWMS) produced higher amounts of MUC2, concomitant with a thicker mucus layer, compared to cells cultured conventionally. However, it remains unknown which underlying pathways are involved. Therefore, we aimed to further explore the cellular processes underlying the increased MUC2 production by HT29-MTX-E12 cells grown under SWMS conditions. Cells grown on Transwell membranes for 14 days under static and SWMS conditions (after cell seeding and attachment) were subjected to transcriptome analysis to investigate underlying molecular pathways at gene expression level. Caco-2 and LS174T cell lines were included as references. We characterized how SWMS conditions affected HT29-MTX-E12 cells in terms of epithelial barrier integrity, by measuring transepithelial electrical resistance, and cell metabolism, by monitoring pH and lactate production per molecule glucose of the conditioned medium. We confirmed higher MUC2 production under SWMS conditions at gene and protein level and demonstrated that this culturing method primarily stimulated cell growth. In addition, we also found evidence for a more aerobic cell metabolism under SWMS, as shown previously for similar models. In summary, we suggest different mechanisms by which MUC2 production is enhanced under SWMS and propose potential applications of this model in future studies.

## Introduction

The surface of the human gastro-intestinal (GI) tract is covered by a layer of mucus, protecting the host from pathogens, harmful chemical or biological substances and physical damage [1–4]. Defects in this mucus layer have been implicated in several intestinal pathologies. For instance, *Muc2* knock-out mice were shown to develop spontaneous colitis [5] and colorectal cancer [6], emphasizing the important protective role of mucus. Along the GI tract, the mucus layer is thickest in the colon [7], where the number of intestinal bacteria is also highest [8]. Interestingly, the mucus layer does not only protect the underlying epithelium from these high bacterial numbers, but also provides a binding site and nutrition-rich niche for residing intestinal bacteria, such as mucin-degrading bacterial species which liberate short-chain fatty acids for cross-feeding bacteria and the host [9–11]. As a nutrient source, mucin has been shown to be a major driver of intestinal microbiota composition *in vitro* [12].

The dual role of colonic mucus can be explained by the existence of two layers: The inner layer is densely packed, firmly attached to the intestinal epithelium and devoid of bacteria, whereas the outer layer is loose, constantly removed and colonized by bacteria [7, 13]. Colonic mucus is mainly composed of the gel-forming mucin type 2 (MUC2) [14, 15], a heavily O-glycosylated protein secreted by intestinal goblet cells [16–18]. Additionally, mucus contains salts, lipids [19] and defense-related proteins, such as antimicrobial peptides, growth factors, trefoil factors, immunoglobulins and other proteins [13].

Our understanding of colonic mucus structure, function and composition has been largely dependent on *in vivo* models, such as rodents and pigs (reviewed in Etienne-Mesmin *et al*. [20]) or *ex vivo* techniques using human mucosal biopsies (first established by Browning *et al*. [21]) and murine intestinal explants [22, 23]. These models, however, show large heterogeneity between and within subjects or, in the case of animal models, have a poor translational value. Additionally, these models are often expensive, require specialized experience and pose ethical concerns. Attempts have been made to recapitulate the intestinal mucosal layer–including host cells–*in vitro*, varying from simple to more advanced systems. Relatively simple cell models include the use of mucus-excreting colonic cancer cell lines, such as HT29-MTX and LS174T cells [24, 25], but both examples have limitations. HT29-MTX cells have successfully been grown in confluent monolayers [26], but this cell type predominantly secretes MUC5AC, a mucin that is present in the stomach and airways, while producing only a limited amount of colon-specific MUC2 [24]. On the other hand, LS174T cells do produce MUC2 [25], but are not capable of growing in an organized and adherent cell layer [27]. More advanced models include culturing cell lines in innovative models, such as gut-on-chips [28, 29] or 3D scaffolds [30–32]; or the use of human colonoids [33, 34] and human intestinal organoids [35]; or a combination [36], which all demonstrated increased MUC2 production *in vitro* compared to conventional cell culture. Although these models resemble the *in vivo* colonic mucosal layer more closely in terms of mucus composition, they are highly expensive and require specialized expertise [20].

To obtain a more physiologically relevant mucus barrier, simpler yet effective alternative strategies have been shown to further increase mucus production and/or secretion in intestinal cancer cell lines, using biochemical compounds, such as prostaglandin E2 [37] and Notch γ-secretase inhibitors [38], or bacteria-derived compounds (e.g. sodium butyrate [39] and LPS [40]). Physical strategies have also been applied, e.g. growing intestinal porcine epithelial cells at an air-liquid interface (ALI) [41, 42], stimulating cells mechanically, or a combination of both. For instance, Navabi and colleagues managed to create polarized, functional, crypt-forming intestinal cell layers with an adherent mucus layer, when growing HT29-MTX-E12 and other intestinal cell lines on Transwell membranes in semi-wet interfaces with mechanical stimulation (SWMS). SWMS conditions include decreased apical and basolateral medium volumes and continuous shaking on a rocking platform. Importantly, these cells demonstrated increased expression of MUC2, both absolute and relative to MUC5AC [27]. HT29-MTX-E12 cells grown under these conditions produced a thicker layer compared to static conditions. The positive effect of mechanical stimulation was also shown in more recent *in vitro* models, showing a positive effect on MUC2 production [28]. However, it remains unexplored what molecular mechanisms are involved.

In our study, we aimed to further explore the cellular processes underlying the increased production of MUC2 by HT29-MTX-E12 cells grown under SWMS conditions. To this end, cells were subjected to transcriptome analysis after 15 days of culture to investigate underlying molecular pathways involved. As control cell lines for the transcriptomic analysis, we included Caco-2 and LS174T cells, a non-mucus producing and MUC2-producing cell line, respectively. Next, we further characterized the HT29-MTX-E12 monolayer, by measuring transepithelial electrical resistance and quantifying cell density. Additionally, as similar (semi-wet only) models have shown a more aerobic cell metabolism [43–46], we quantified pH and lactate production per molecule glucose of the conditioned medium.

In brief, our study confirms the upregulation of MUC2 in HT29-MTX-E12 cells cultured under SWMS. Additionally, our study demonstrates upregulation of cell cycle processes, downregulation of KLF4, differential regulation of ion transporters and increased aerobic metabolism of cells cultured under SWMS versus static conditions. In overall, we attempted to gain more insight into the potential mechanisms underlying increased MUC2 production in HT29-MTX-E12 cells grown under SWMS conditions.

## Materials and methods

### Cell culture

HT29-MTX-E12 cells (ECACC) were obtained from Sigma-Aldrich (Darmstadt, Germany). Caco-2 (ATCC HTB-37) and LS174T (ATCC CL-188) cells were purchased at LGC Standards (Wesel, Germany). All cell types were cultured in Dulbecco’s Modified Eagle Medium with 4.5g/L glucose, 110 mg/L sodium pyruvate and 584 mg/L L-glutamine (Corning, NY, USA) supplemented with 10% Fetal Bovine Serum and 1% penicillin/streptomycin. When cells reached 80–90% confluency, they were counted and seeded. Passage numbers between 15 and 27 were used for Caco-2 cells and between 3 and 21 for HT29-MTX-E12 cells. LS174T cells were used between passage 17 and 19. Caco-2 and HT29MTX-E21 cells were seeded (day 0) at a density of 273,000 cells/mL in 275 μL per well on 12 mm 0.4 μm-pore polyester Transwell membranes (Corning 3460). A volume of 1 mL medium was added to the basolateral compartment. One day after seeding (day 1), media of all Transwells was refreshed and Semi-Wet conditions with Mechanical Stimulation (SWMS) were applied [27, 32]. To these Transwells, 75 μL and 850 μL of medium was added to the apical and basolateral compartments, respectively, and plates were put on a CO_2_-resistant shaker (Thermo Fisher Scientific, Breda, The Netherlands) at 65 rpm. Media volumes of Transwells grown under static conditions were unchanged. LS174T cells were seeded at similar seeding density on regular 12-well cell culture plates. This cell line was cultured under static conditions in a regular wells plate only, since these cells do not form a continuous monolayer of cells, but grow in a rather irregular manner [27]. Medium was refreshed every Monday, Wednesday and Friday and cells were harvested 15 days after seeding (t = 15 days). Pictures of the cells on Transwell membranes were taken with a Leica DFC450C microscope camera using Leica Application Suite X software. A 20x magnification was used.

### RNA isolation

Cells were washed with ice-cold PBS twice, trypsinized and RNA was isolated using the Maxwell® 16 LEV simplyRNA Cells Kit (Promega, cat. no. AS1270) and the Maxwell® 16 MDx Instrument (Promega), following the manufacturer’s instructions.

### Microarray

RNA isolate from three independent biological replicate experiments was used for microarray analysis. Total RNA yield was measured using photometry (DeNovix, USA). RNA quality was determined on an Agilent 2100 Bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands). RNA was only used when the RNA integrity number (RIN) exceeded 8.0. One hundred nanogram of RNA was converted to cDNA and labelled (Ambion WT expression kit, Life Technologies, Bleiswijk, The Netherlands). Samples were hybridized to an Affymetrix Human Gene 1.1 ST array plate according to the standard Affymetrix instructions (Affymetrix, Santa Clara, CA, USA). The robust multi-array average (RMA) pre-processing algorithm in the Bioconductor library AffyPLM was used to obtain normalized expression estimates [47]. Probe sets were defined and assigned as described by Dai *et al*. [48]. Differences in gene expression between static and SWMS conditions per cell type were analyzed using the Intensity Based Moderated T statistics (IBMT) [49], using *p* values <0.05 as threshold. The Venn diagram was created using Venny 2.1 [50]. Microarray data has been submitted to the Gene Expression Omnibus (GEO) at the NCBI (GSE173729).

### TEER measurements

The transepithelial electrical resistance (TEER) was measured with an EVOM2 Volt/Ohm meter using STX2 electrodes (World Precision Instruments) at day 4, 7, 9, 11 and 14. For each biological replicate (= independent experiment, *n =* 3), two technical replicates (= wells) were measured. One hour prior to measuring, medium of the Transwells was refreshed and equal medium volumes were applied in all wells (275 μL apical and 1 mL basolateral). Before TEER measurements were performed, Transwells were put at room temperature for 5 minutes to allow temperature equilibration. After TEER measurements, the medium volumes in the wells were adapted again to volumes of the respective conditions. The background value (i.e. TEER value of an empty Transwell) was subtracted from the total TEER values.

### FITC-dextran assays

The passage of Fluorescein isothiocyanate–dextran with an average molecular weight of both 4 kDa (FITC-D4) and 40 kDa (FITC-D40) (Sigma-Aldrich, FD4 and FD40) from the apical to the basolateral compartment was measured. FITC-D40 was dissolved in DMEM without phenol red (Gibco, 21063029) at a concentration of 1 mg/mL. A control was added with cells from which the mucus layer was removed. To this end, cells on Transwells were treated for 1 hour with 60 mM N-Acetyl-L-cysteine (Sigma, A9165). After washing with PBS, 275 μL FITC-D40 was added to the apical membrane and 1000 μL DMEM without phenol red to the basolateral membrane. After 3 hours incubation at 37°C/5% CO_2_, 100 μL of medium was taken from the basolateral compartment and measured on a Spectramax M2 fluorescence plate reader at 490/520 nm (excitation/emission). An empty Transwell served as a control for complete permeability. For each biological replicate (= independent experiment, *n =* 3), two technical replicates (= wells) were measured.

### Protein isolation

Cells were washed twice with PBS and lysed in RIPA Lysis and Extraction Buffer (ThermoFisher Scientific), supplemented with the protease and phosphatase inhibitors PhosSTOP and cOmplete (Roche Diagnostics, Almere, The Netherlands). Lysates were incubated on ice for 20 minutes following centrifugation for 10 minutes at 13,000 *x g*. Supernatant was collected and protein concentrations were measured using a bicinchoninic acid assay (Thermo Fisher Scientific).

### Western blot

Protein lysates (20 μg of protein/lane) were loaded onto 4–15% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad, Veenendaal, The Netherlands). Next, proteins were transferred onto a polyvinylidene difluoride membrane (Trans-Blot Turbo Midi 0.2 μm PVDF Transfer Packs, Bio-Rad) using the Transblot Turbo System (Bio-Rad). Membranes were blocked for 1 hour and incubated overnight at 4°C with rabbit anti-KLF4 (Sigma-Aldrich, catalogue no. SAB1300678) and rabbit anti-HSP90 (Cell Signaling Technology, cat. no. 4874). Antibodies were used in 1:500 and 1:5000 dilutions for KLF4 and HSP90, respectively. Membranes were incubated for 1 hour with goat anti-rabbit (GenScript, cat. no. A00098) diluted 1:5000. Blocking and incubation of primary and secondary antibodies were done in TBS with 0.1% Tween 20 (TBS-T) and 5% (w/v) skimmed milk. In between, membranes were washed in TBS-T. Signals were quantified using the ChemiDoc MP system (Bio-Rad) and Clarity ECL substrate (Bio-Rad).

### Dot blot

Proteins were diluted to 68.2 μg/mL and 6x serially diluted 1:2 in PBS. In total 7 dilutions and one PBS-control were blotted per condition. Of each dilution, 50 μL of sample was blotted on a Pierce 0.2 μm nitrocellulose membrane (Thermo Scientific) in a Dot Blot device (The Convertible, cat. series 1055. Gibco BRL) connected to a vacuum-pump. Next, membranes were blocked, incubated and imaged as described for Western Blot. Primary antibodies were diluted 1:2000 and 1:1000 for mouse anti-MUC2 (Abcam, cat. no. ab11197) and-MUC5AC (Sigma-Aldrich, cat. no. WH0004586M7) respectively. Secondary goat anti-mouse antibody (Genscript, cat. no. A00160) was diluted at 1:2500. To check protein quantity on the membranes, a separate, identical membrane was blotted and incubated for 10 minutes in Ponceau Red (Honeywell Fluka). Next, the blot was washed in demi-water and signals were quantified using the ChemiDoc MP system. Dot Blots with anti-MUC2 and–MUC5AC were quantified by measuring the density of the first six dots (rows) using ImageJ software. A density-based linear trendline was calculated from the second to the sixth dot. The coefficients (per μg/mL) were corrected for Ponceau Red density. Ponceau Red signals were quantified by measuring density of the first dot (first row) only. Biological replicates per condition were *n* = 3.

### pH, lactate and glucose measurements

Every time medium of Transwells was refreshed, conditioned medium was collected from HT29-MTX-E12 cells and stored at -20°C until further processing. Medium of apical and basolateral compartments were collected separately, but compartments were pooled per time point and condition. Samples were spun down and 200 μL of supernatant was transferred to a 96-wells plate. After stabilization, absorbance was measured at 415 and 560 nm at 5% CO_2_ in a Synergy Neo2 Hybrid Multi-Mode Reader with a CO_2_ and O_2_ gas controller (1210013) (BioTek Instruments). Aliquots of growth medium (ca. 5 mL) were used for preparation of a standard curve with pH values ranging from 2.6 to 9.9. Lactate and glucose were quantified with a Shimadzu LC2030C-Plus high-performance liquid chromatography (HPLC) system equipped with a Shodex SH1821 column kept at 45°C and running 0.01 N sulfuric acid as eluent (1 mL/min). Compounds were detected by determining the refractive index and identified using pure lactate and glucose as external standards and crotonate as an internal standard.

### Statistical analysis

Statistical analysis of microarray data is described above. Data distribution for other (continuous) outcomes was tested with the D’Agostino-Pearson omnibus normality test using GraphPad Prism (San Diego, CA, USA). Significance of differences between two conditions was analysed using a two-tailed, unpaired Student’s t-test. For non-normally distributed data, a Mann-Whitney U test was used. The data are presented as mean ± standard deviation. A *p*-value of ≤ 0.05 was considered significant. All experiments were performed in three biological replicates.

## Results

### Gene expression changes in HT29-MTX-E12, Caco-2 and LS174T cells

To investigate SWMS-specific effects leading to higher mucus production of the SWMS culturing method, HT29-MTX-E12 cells were grown for 14 days under static and SWMS conditions (after cell seeding and attachment), and microarray analysis was performed on mRNA of the cells. 

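The array data cover 15 arrays in 5 groups: HT29-MTX-E12 and Caco-2 cells under static and SWMS conditions and LS174T cells under static conditions, with 3 biological replicates per group. HT29-MTX-E12 is a mucus-secreting line derived from HT29 colon carcinoma cells, Caco-2 is a colon carcinoma line that takes on enterocyte traits after confluence, and LS174T is a mucin-producing colon carcinoma line. Wells under SWMS held 75 μL of apical and 850 μL of basolateral medium on a shaker at 65 rpm, and static wells held 275 μL and 1000 μL without shaking. RNA was taken on day 15. LS174T cells grew on plates and not on Transwells, so that cell line and growth surface cannot be told apart in a comparison with them. The authors processed the arrays by robust multi-array average (RMA), with background correction, quantile normalization and a summary per probe set, and the deposited values are log2 intensities of 53617 probe sets. Median log2 values per array lay between 3.72 and 3.85, with a highest value of 13.62, and the number of arrays limits the precision. The annotation gives 23862 probe sets to 1 gene each, and the probe set with the highest mean stood for a gene with several, which left 22389 genes. A linear model in limma with 5 group means was fitted to all arrays, with the variance moderated along intensity, and SWMS was compared with static conditions within each cell line. A gene counts as changed at an adjusted p under 0.05 over all probe sets, and unadjusted p-values, the threshold of the methods, are given where they matter. Replicates with the same number come from the same experiment batch, so differences per batch are given beside the means. Gene lists were tested with camera, which asks whether the genes of a list rank above or below all other genes. The 26 lists of pathways and cell types were written before the deposited values were examined. They stand in for the pathway sets of the paper, whose findings from these same arrays may have guided their themes. On themes the paper reports, the lists may thus not be independent evidence. The 7 panels of S1 File were compiled by the study, which names literature as the source of the barrier, KLF4 and goblet cell panels. It does not say whether these data guided any choice, so that counts within the panels may not be independent evidence.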

We included Caco-2 cells, a non-mucus producing cell line, grown on Transwell membranes under static and SWMS conditions for 14 days as a reference control. The LS174T cell line was used as a control for a mucus-producing cell line. Multilevel principal component analysis performed on the 500 most variable genes showed a strong clustering of the biological replicates per cell type with a clear separation of the three cell lines (Fig 1A). 

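The arrays fell into 3 separate groups, one for each cell line. The first component held 77.5% of the variance and set Caco-2 cells, with scores from -24.2 to -22.1, apart from HT29-MTX-E12 cells (16.3 to 16.9) and LS174T cells (13 to 13.2). Along the second component, with 19.2% of the variance, LS174T cells had scores from -17.8 to -17.7, Caco-2 cells from 0.637 to 0.965 and HT29-MTX-E12 cells from 7.88 to 8.3. Static and SWMS arrays of a cell line lay within these narrow ranges. The third component held 1.93% and set the culture conditions apart. Its scores in Caco-2 cells were 4.33 to 4.83 under static conditions and -5.04 to -4.5 under SWMS. In HT29-MTX-E12 cells they were 0.484 to 0.681 and -0.537 to -0.217. The 500 probe sets with the highest variance were scaled to unit variance after the mean of each experiment batch had been removed as the multilevel step, since the paper's text does not name the level.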

A number of 6,732 and 7,013 genes were differentially regulated between SWMS and static conditions in HT29-MTX-E12 and Caco-2 cells, respectively (*p* < 0.05) (Fig 1B and S1A and S1B Fig).

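In HT29-MTX-E12 cells 820 genes were higher and 418 lower under SWMS, and in Caco-2 cells 675 were higher and 1504 lower, out of 22389 genes (adjusted p < 0.05, limma). *SUCNR1*, the succinate receptor, rose by 3.31 on the log2 scale in HT29-MTX-E12 cells, where *SCGB2A1*, a secretoglobin, fell by 3.20. Static levels of *SUCNR1* (3.25 to 3.69) and SWMS levels of *SCGB2A1* (3.19 to 3.31) were near the lower end of the signal, so that the sizes of these changes are uncertain. In Caco-2 cells the lipid carriers of enterocytes *APOA4* and *FABP2* fell by 4.88 and 4.03. *ITIH2*, *A2M* and *ALB*, which encode plasma proteins, rose in the same cells by 3.79, 3.45 and 2.89. The response to SWMS differed between the cell lines in 1005 genes, with a more positive change in HT29-MTX-E12 cells for 801 of them. At an unadjusted p < 0.05 the counts were 2141 higher and 1803 lower in HT29-MTX-E12 cells and 1928 higher and 3190 lower in Caco-2 cells. SWMS replicate 1 of Caco-2 cells stood apart, with a correlation of 0.969 with its group against at least 0.976 for every other array, and without it 908 genes were higher and 1082 lower in these cells. Fitted on its own 6 arrays, Caco-2 had 259 genes higher and 719 lower. Leaving out 1 array at a time gave between 212 and 287 lower genes in HT29-MTX-E12 cells and between 387 and 908 higher genes in Caco-2 cells.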

**Fig 1:**
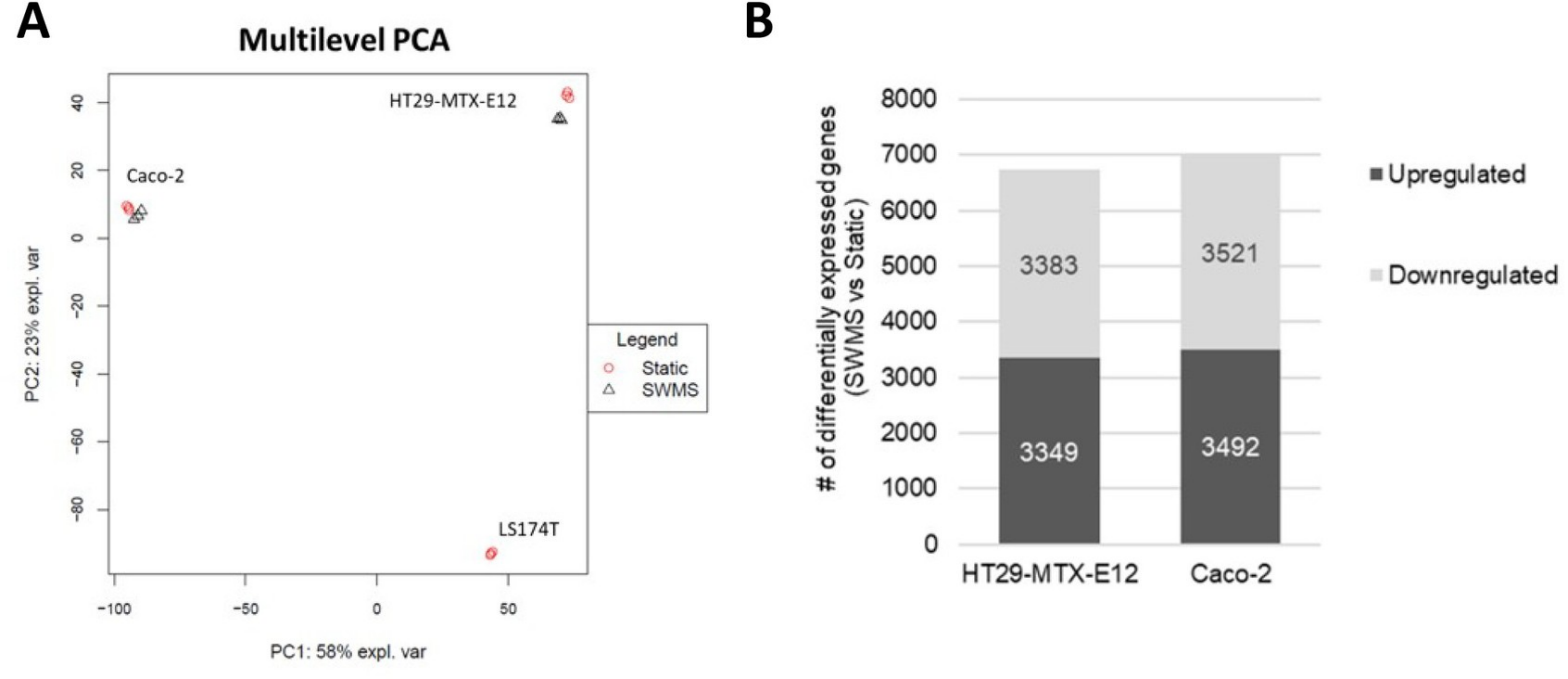
Overview microarray results in HT29-MTX-E12, Caco-2 and LS174T cells grown under static and/or SWMS conditions. **A)** Multilevel principal component analysis (PCA) of the 500 most variable genes. **B)** Number of differentially expressed genes between SWMS and static conditions in HT29-MTX-E12 and Caco-2 cells (IBMT *p* < 0.05). Microarray results are based on *n* = 3 biological replicates per condition.

### Increased MUC2/MUC5AC ratio in SWMS-cultured HT29-MTX-E12 cells

We investigated the expression of genes encoding for mucins in HT29-MTX-E12 cells, since we know from previous studies that culturing this cell type under SWMS conditions led to increased MUC2 production [27]. Indeed, in our study, SWMS conditions resulted in a significant 1.42-fold upregulation of *MUC2* (*p* < 0.05) (Fig 2A). 

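*MUC2* encodes the main gel-forming mucin of the colon and lies on chromosome 11 (probe set 16720507). Its mean log2 level in HT29-MTX-E12 cells was 8.15 ± 0.22 (SD, 3 arrays) under SWMS and 7.64 ± 0.48 under static conditions. The log2 difference was 0.51 with a standard error of 0.24, a ratio of 1.42. It was above 0 in each experiment batch, at 0.27, 0.45 and 0.79. Over all probe sets the difference did not pass (adjusted p = 0.38, limma), and the unadjusted p was 0.052. The unadjusted p was 0.048 with array weights, 0.012 without static replicate 1 and 0.036 without SWMS replicate 3. Without static replicate 3 the difference was 0.24 (adjusted p = 0.79), and over all omissions of 1 array the adjusted p was 0.2 to 0.79. In LS174T cells *MUC2* had a mean level of 7.28 ± 0.21, a difference of -0.36 from static HT29-MTX-E12 cells (adjusted p = 0.35).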

Expression of gel-forming mucins *MUC5AC* and *MUC5B* was decreased in response to SWMS (FC = -1.56 and -1.84, respectively, *p <* 1 • 10^−4^) (Fig 2A, S1 File). 

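*MUC5B* fell under SWMS in HT29-MTX-E12 cells, while the lower values of *MUC5AC* did not pass over all probe sets. *MUC5AC*, a gel-forming mucin of stomach and airways (chromosome 11, probe set 16720560), had mean log2 levels of 11.77 ± 0.06 under static conditions and 11.22 ± 0.02 under SWMS. Its difference of -0.55 (standard error 0.19) was nearly the same in the 3 batches, at -0.60, -0.53 and -0.53. The unadjusted p from limma was 0.013 and the adjusted p 0.18, and the adjusted p was 0.00084 in a fit on the 6 arrays of this cell line alone, where the spread is not shared with the other lines. *MUC5B*, which is secreted in airways and salivary glands, went from 7.65 ± 0.11 to 6.88 ± 0.18. It fell by 0.77 on the log2 scale (standard error 0.18, adjusted p = 0.03), with batch differences of -1.05, -0.51 and -0.76. With the batch as a block its adjusted p was 0.053, and without any 1 of 5 of the 6 arrays it was up to 0.13. *MUC5AC* was far lower in LS174T cells than in static HT29-MTX-E12 cells, at 7.21 ± 0.12, and *MUC5B* was higher there, at 8.59 ± 0.34 (adjusted p = 0.0013).

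**Figure D1:**
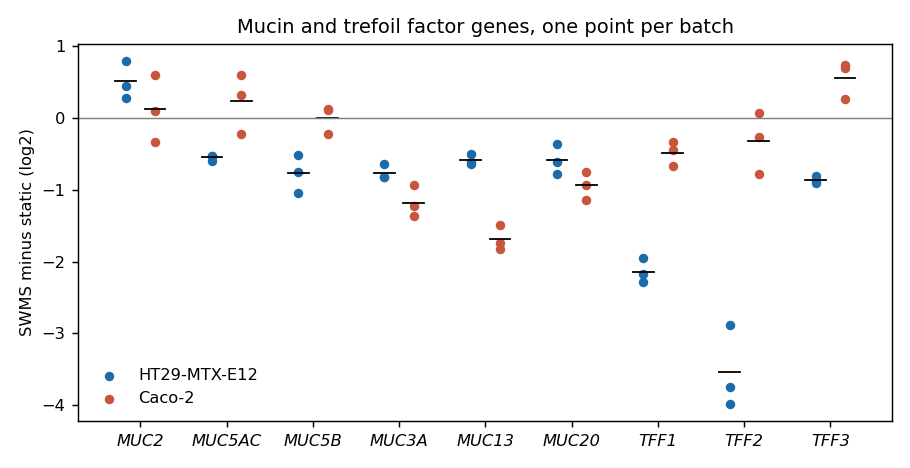
SWMS minus static difference (log2, vertical axis) of 6 mucins and the 3 trefoil factors, with one point per experiment batch (blue, HT29-MTX-E12; red, Caco-2) and black bars for the mean. The HT29-MTX-E12 points of *MUC2* lie above 0 and those of *MUC5AC* and *MUC5B* below it.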

Transmembrane mucins were also significantly lower expressed after SWMS conditions (Fig 2A). 

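*MUC3A*, *MUC13*, *MUC20* and *MUC21* fell under SWMS in HT29-MTX-E12 cells. These mucins are anchored in the apical cell membrane, where they form the glycocalyx. *MUC21* fell by 0.91 on the log2 scale (standard error 0.16, adjusted p = 0.0051, limma), from a low level of 4.64 ± 0.19 to 3.73 ± 0.10 (SD, 3 arrays). *MUC3A* fell by 0.77 (standard error 0.14, adjusted p = 0.0056), from 9.15 ± 0.12 to 8.39 ± 0.01. *MUC13* fell by 0.58 (standard error 0.10, adjusted p = 0.0046), from 11.06 ± 0.14 to 10.47 ± 0.21. *MUC20* fell by 0.59 (standard error 0.13, adjusted p = 0.024), and its adjusted p was up to 0.12 without any 1 of 4 of the 6 arrays. *MUC17* had a difference of -0.77 (standard error 0.22) at levels of 6.67 and 5.90, with an unadjusted p of 0.0032 and an adjusted p of 0.077. Its adjusted p was 0.026 with batch block and array weights and 0.042 with array weights alone.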

*MUC3A*, *13*, *17*, *20* and *21* showed FC values between -1.52 and -2.32 (S1 File). Eight out of 19 mucins (*MUC4*, *6*, *7*, *12*, *15*, *16*, *19* and *22*) displayed very low expression levels under both static and SWMS conditions (RMA < 4) and were not significantly differentially expressed (S1 File). 

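Of the 19 mucin genes of the panel, 8 had mean log2 levels under 4 in both conditions in HT29-MTX-E12 cells, namely *MUC4*, *MUC6*, *MUC7*, *MUC15*, *MUC16*, *MUC19*, *MUC22* and *MUCL1*. No change was called in any of them by limma, at an adjusted or an unadjusted p under 0.05. *MUC6*, a gel-forming mucin of gastric glands, had means of 3.87 and 3.96 here and of 10.02 ± 0.15 (SD) in LS174T cells, a log2 difference of 6.15 from static HT29-MTX-E12 cells (adjusted p = 1.1e-12). The mean of *MUC12*, a transmembrane mucin of the colon, was 4.03 ± 0.38 under static conditions and 4.38 ± 0.14 under SWMS, a difference of 0.35 (adjusted p = 0.6).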

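Across the 19 mucin genes of the panel, 5 were lower under SWMS in HT29-MTX-E12 cells and 14 did not pass (limma, adjusted p < 0.05), with 8 lower when adjusted over the list alone. The lower genes were *MUC3A*, *MUC5B*, *MUC13*, *MUC20* and *MUC21*. The paper does not say how this panel was chosen, so that the counts may not be independent evidence. The median log2 difference of the panel was -0.13 and its camera test had an adjusted p of 0.0012, with adjusted p = 0.079 with an estimated correlation. Among 35 genes of mucin O-glycosylation, whose enzymes build the sugar chains of mucins, 1 was higher and 4 were lower (2 and 9 when adjusted over the list alone). The sialyltransferases *ST3GAL4* and *ST6GALNAC1* fell by 1.21 and 1.01 and *B3GNT3*, which extends the chains, by 0.89. The call of *ST3GAL4* was lost without any 1 of 4 of the 6 arrays (adjusted p up to 0.1). The median of this list was -0.13 as well (camera, adjusted p = 0.033, and adjusted p = 0.31 with an estimated correlation).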

Taken together, these data indicate that SWMS conditions resulted in a change in expression of mucin encoding genes with an increased expression of *MUC2*, while other gel-forming as well as transmembrane mucins were significantly lower or not differentially expressed.

**Fig 2:**
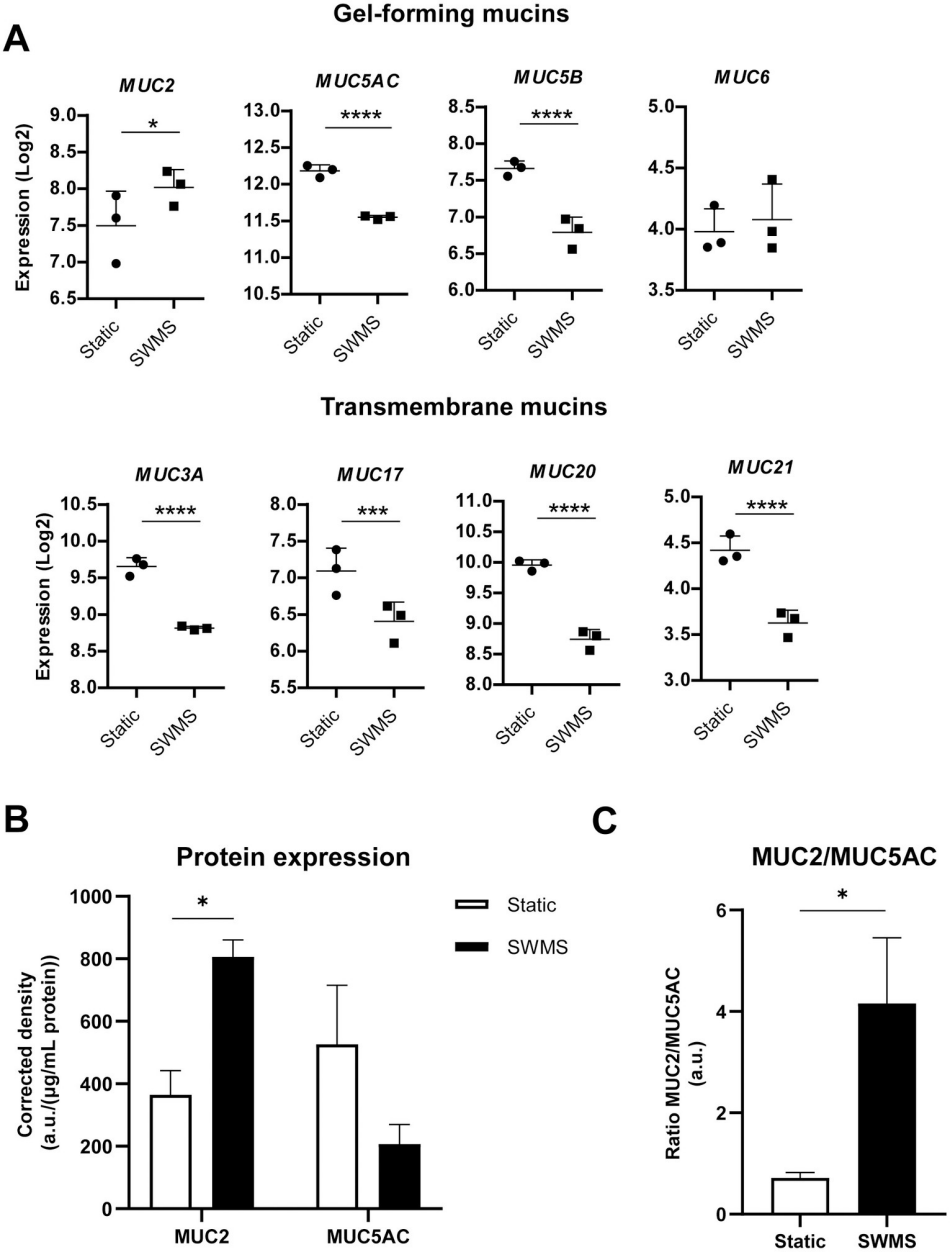
Mucin gene and protein expression in HT29-MTX-E12 cells grown under static and SWMS conditions. **A)** Microarray gene expression values (Log2) of a panel of secretory and transmembrane mucins **B)** Protein expression of MUC2 and MUC5AC, expressed as density (a.u.) per μg/mL protein blotted, after correction of Ponceau Red density. Blot data in S2 Fig) **C)** Ratio of MUC2 and MUC5AC protein expression. * *p* < 0.05; *** *p* < 0.001; **** *p* < 0.0001; *n =* 3 biological replicates.

Dot Blot data supported microarray data for MUC2, as protein levels also showed a significant upregulation (*p* < 0.05) under SWMS versus static conditions (Fig 2B, S2A and S2C Fig). Less MUC5AC was detected under SWMS conditions, however, variation between replicates was rather high and differences were not significant (*p* = 0.20) (Fig 2B and S2B and S2C Fig). Overall, HT29-MTX-E12 cells grown under SWMS conditions showed a significantly increased MUC2/MUC5AC-ratio (Fig 2C, *p* < 0.05), confirming previous findings [27]. For LS174T, which we included as a control cell line reported to produce predominantly MUC2, a relatively high MUC2/MUC5AC ratio was calculated (S2D and S2E Fig).

In contrast, Caco-2 cells, which are not reported to produce mucus, showed low RMA values (< 5) for *MUC2* and *MUC5AC* and protein expression of these mucins was below detection level in both conditions (S2F and S2G Fig). Furthermore, similar to HT29-MTX-E12 cells, SWMS conditions resulted in significant downregulation of *MUC20*, *MUC3A* and *MUC13* in this cell line (S1 File).

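Neither gel-forming mucin differed measurably between conditions in Caco-2 cells, and both were near the lower end of the signal. *MUC2* had mean log2 levels of 4.09 ± 0.41 (SD, 3 arrays) under static conditions and 4.22 ± 0.13 under SWMS, a difference of 0.12 (standard error 0.24, adjusted p = 0.87, limma). For *MUC5AC* the means were 4.50 ± 0.47 and 4.73 ± 0.33, a difference of 0.23 (adjusted p = 0.63). *MUC5B* was at 3.59 in both conditions. The responses of the 2 cell lines did not differ measurably for *MUC2* (adjusted p = 0.71) or *MUC5AC* (adjusted p = 0.18).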

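In Caco-2 cells *MUC13* fell by 1.69 on the log2 scale (standard error 0.10, adjusted p = 2.9e-07, limma), from 10.16 ± 0.05 to 8.47 ± 0.15 (SD, 3 arrays). *MUC3A* fell by 1.18 (adjusted p = 0.00011), from 8.61 ± 0.19 to 7.43 ± 0.11, and *MUC20* by 0.94 (adjusted p = 0.00051), from 6.39 to 5.45. All 3 genes were lower in every experiment batch. The decrease of *MUC13* was stronger than in HT29-MTX-E12 cells (adjusted p = 0.00073 for the difference between the lines). *MUC17* had a difference of -0.75 (adjusted p = 0.055, and 0.049 with the batch as a block). Over the panel of mucins 3 genes were lower (5 when adjusted over the list alone), with a median of -0.18 (camera, adjusted p = 0.0086, and adjusted p = 0.19 with an estimated correlation).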

### Upregulation of genes and pathways related to cell cycle, cell growth and cell proliferation in cells cultured under SWMS conditions

As both HT29-MTX-E12 and Caco-2 cell lines were subjected to SWMS conditions and grown under static conditions, we compared the genes up- or downregulated in both cell lines. Of the 2,844 significantly differentially expressed genes in both cell lines, 353 genes (12.4% of shared total significantly regulated genes) were upregulated by 1.5-fold or higher in both cell types due to the SWMS conditions. 

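At an unadjusted p < 0.05 from limma in each cell line, 1663 genes differed in both lines, and 181 of them were higher in both with a fold change of at least 1.5. If the responses of the lines were independent, 32.1 genes would be shared. With adjusted p-values and no fold change minimum, 177 genes were higher in both lines, against 24.7. Among them were the histone gene *H1-5*, which rose by 2.59 on the log2 scale in HT29-MTX-E12 cells and by 1.16 in Caco-2 cells, and *CDCA7*, a target of the cell cycle factor MYC, which rose by 1.36 and 1.26. The log2 changes of the lines had a correlation of 0.22 across genes, which are not independent replicates. The count of 177 was 291 with array weights and 75 with each line fitted alone, and leaving out 1 array gave between 96 and 269.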

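Lower in both lines at an unadjusted p < 0.05 and a fold change of at least 1.5 were 147 genes (limma), where 32.1 would be shared if the responses were independent. Opposite changes were seen in 67 genes, against 76.5 for independent responses, and 50 of these were higher in HT29-MTX-E12 cells and lower in Caco-2 cells. At adjusted p-values 179 genes were lower in both lines and 47 changed in opposite directions. Of the shared lower genes 7 are targets of hypoxia signalling, such as *PLOD2*, a collagen-modifying enzyme that fell by 0.69 on the log2 scale in HT29-MTX-E12 cells and by 1.26 in Caco-2 cells. *GPA33*, a cell surface antigen of intestinal epithelium, fell by 1.72 and 2.76. The glucose transporter gene *SLC2A2* changed in opposite directions, with a rise of 1.80 in HT29-MTX-E12 cells and a fall of 1.82 in Caco-2 cells. The 179 genes were 117 without the intensity trend and between 95 and 189 without 1 array, and the 47 genes were 30 without the trend, 79 with low probe sets left out and 27 to 54 without 1 array.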

A total of 180 genes (6.3%) were significantly downregulated by 1.5-fold or higher in both cell lines and a total of 98 genes showed opposite effects when comparing the two cell lines (S3 Fig). 

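Genes that rose in both HT29-MTX-E12 and Caco-2 cells (limma, adjusted p < 0.05) include 19 of the 52 genes of the mitosis list, 12 of the 48 genes of DNA replication, 5 of DNA repair and 3 histone genes. *TPX2*, which assembles the mitotic spindle, rose by 2.07 on the log2 scale in HT29-MTX-E12 cells and by 0.78 in Caco-2 cells. The mitotic kinase gene *PLK1* rose by 1.74 and 0.59. *GINS1*, a part of the replicative helicase, rose by 1.50 and 0.89.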

Interestingly, among the shared upregulated genes, a number of cell cycle related genes was included. Moreover, the top 10 most upregulated genes of HT29-MTX-E12 cells under SWMS versus static conditions was dominated by genes related to cell growth, cell motility and cell proliferation, i.e. *KIF14*, *KIF20A*, *DEPDC1*, *DLGAP5* and *SPC25* (Table 1).

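The kinesin genes *KIF14* and *KIF20A*, *DEPDC1*, the spindle gene *DLGAP5* and the kinetochore gene *SPC25* all rose in HT29-MTX-E12 cells under SWMS. *KIF14* rose by 2.98 on the log2 scale (standard error 0.24, adjusted p = 5.2e-06, limma), *DLGAP5* by 2.89 (standard error 0.21), *KIF20A* by 2.73 (standard error 0.25), *DEPDC1* by 2.58 (standard error 0.25) and *SPC25* by 2.37 (standard error 0.19). Others among the largest increases were the small RNA pseudogene *RNY4P23* (3.80), the alarmin *IL33* (2.92) and the hyaluronan receptor *HMMR* (2.84). In Caco-2 cells *DLGAP5* rose by 0.89 (adjusted p = 0.02, and up to 0.095 without any 1 of 3 of the 6 arrays) and *SPC25* by 0.88 (adjusted p = 0.0097), while *KIF14* (0.27), *DEPDC1* (0.22) and *KIF20A* (0.74) did not pass. The response of each of the 5 genes was stronger in HT29-MTX-E12 cells than in Caco-2 cells.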

**Table 1:** Top 10 strongest up- and downregulated genes in HT29-MTX-E12 cells grown under SWMS versus static conditions.

**UPREGULATED**			
**Gene**	**Fold Change**	**p-value**	**Gene name**
*RNY4P23*	10.80	5.40E-06	RNY4 pseudogene 23
*SUCNR1*	8.78	2.55E-11	succinate receptor 1
*KIF14*	8.00	2.45E-12	kinesin family member 14
*KIF20A*	7.99	1.65E-08	kinesin family member 20A
*DEPDC1*	7.93	6.11E-11	DEP domain containing 1
*DLGAP5*	7.91	5.15E-12	DLG associated protein 5
*HMMR*	7.82	1.03E-15	hyaluronan mediated motility receptor
*H4C1*	7.56	7.27E-07	H4 clustered histone 1
*IL33*	7.44	2.98E-13	interleukin 33
*SPC25*	7.41	4.47E-13	SPC25 component of NDC80 kinetochore complex
**DOWNREGULATED**			
**Gene**	**Fold Change**	**p-value**	**Gene name**
*TFF2*	-15.75	2.62E-13	trefoil factor 2
*SCGB2A1*	-8.91	1.33E-10	secretoglobin family 2A member 1
*ST8SIA6*	-4.56	1.06E-08	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6
*DUOX2*	-4.53	4.52E-09	dual oxidase 2
*TFF1*	-4.44	1.37E-16	trefoil factor 1
*APOL1*	-4.41	1.29E-06	apolipoprotein L1
*ADGRF1*	-3.96	7.06E-08	adhesion G protein-coupled receptor F1
*DUOXA2*	-3.88	1.67E-09	dual oxidase maturation factor 2
*UPK3B*	-3.80	4.29E-09	uroplakin 3B
*SPRR1B*	-3.63	2.31E-07	small proline rich protein 1B

Gene Set Enrichment Analysis (GSEA) also revealed that most significantly enriched upregulated pathways were dominated by cell cycle and DNA replication related pathways (Table 2 and S2 File). Furthermore, marker of proliferation Ki-67 (*MKI67*) was 5.03-fold upregulated by SWMS culturing conditions (*p* < 1 • 10^−10^) in HT29-MTX-E12 and 2.33-fold in Caco-2 cells (*p* < 1 • 10^−5^) (S4A Fig). Additionally, we found higher cell counts at day 15 under SWMS compared to static conditions in both cell lines (S4B Fig), confirming that SWMS conditions lead to an increase in cell proliferation. 

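All 52 genes of the mitosis list were higher under SWMS in HT29-MTX-E12 cells (limma, adjusted p < 0.05), with a median log2 change of 2.14. The list passed camera (adjusted p = 3e-113, and adjusted p = 0.014 with an estimated correlation), and *PRR11* (2.55) and *NUSAP1* (2.48) are among its members. Of 48 genes of DNA replication 41 were higher (46 when adjusted over the list alone), with a median of 0.98 and adjusted p = 0.066 with an estimated correlation. The nucleotide synthesis genes *TK1* and *TYMS* rose by 1.72 and 1.49. DNA repair had 15 of 31 genes higher (23 when adjusted over the list alone), such as *FANCI* by 1.91 and *BRIP1* by 1.59, with a median of 0.57 and adjusted p = 0.066 with an estimated correlation. Histone genes had 7 of 16 higher (8 when adjusted over the list alone), with a median of 0.71 and the same adjusted p with an estimated correlation. The medians were smaller in Caco-2 cells, and the difference between the lines had an adjusted p with an estimated correlation of 0.038 for mitosis, 0.36 for DNA replication, 0.3 for DNA repair and 0.75 for histone genes. There 19 mitosis genes were higher (41 when adjusted over the list alone), with a median of 0.57 and adjusted p = 0.19 with an estimated correlation, against adjusted p = 2.9e-21 from camera with its preset correlation. DNA replication had 12 higher (26 when adjusted over the list alone), with a median of 0.44 and adjusted p = 0.21 with an estimated correlation. DNA repair had a median of 0.29 (adjusted p = 0.29 with an estimated correlation) and histone genes one of 0.53 (adjusted p = 0.099 with an estimated correlation).

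**Figure D2:**
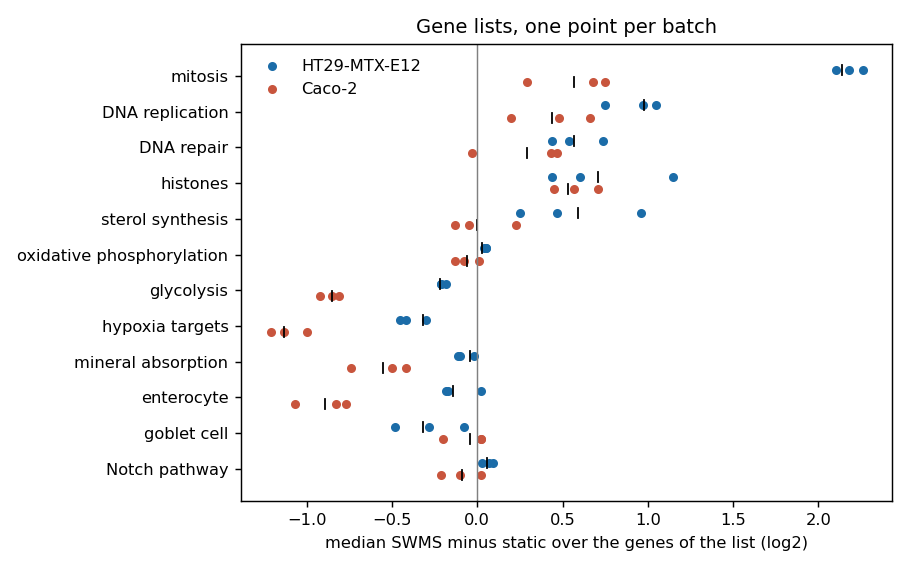
Median SWMS minus static difference (log2, horizontal axis) over the genes of each list, with one point per experiment batch (blue, HT29-MTX-E12; red, Caco-2) and black bars for the median of the pooled change. Mitosis lies farthest to the right in HT29-MTX-E12 cells, and hypoxia targets lie farthest to the left in Caco-2 cells.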

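*MKI67*, which is transcribed in cycling cells, rose in both cell lines. In HT29-MTX-E12 cells its mean log2 level went from 7.84 ± 0.46 (SD, 3 arrays) to 10.17 ± 0.20, a rise of 2.33 (standard error 0.19, adjusted p = 5.5e-06, limma) or 5.03-fold. The batch differences were 2.08, 2.32 and 2.59. In Caco-2 cells it went from 7.82 ± 0.15 to 8.86 ± 0.15, a rise of 1.04 (adjusted p = 0.0038) or 2.05-fold, and the rise was smaller than in HT29-MTX-E12 cells (adjusted p = 0.018). *TOP2A*, another marker of dividing cells, had a difference of 0.69 in Caco-2 cells (adjusted p = 0.053, and 0.049 with the batch as a block). LS174T cells had a mean *MKI67* level of 8.33 ± 0.23.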

Closely related to cell cycle genes are cytoskeleton-related genes, some of which also showed differential regulation under SWMS (S1 File). 

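The cytoskeleton panel holds genes that changed in either direction in both cell lines. In HT29-MTX-E12 cells 46 of its 338 measured genes were higher and 13 lower (limma, adjusted p < 0.05; 54 and 27 when adjusted over the list alone). *KIF11*, a motor of the mitotic spindle, rose by 2.42 on the log2 scale, *ANLN*, a scaffold of cell division, by 2.05 and *LMNB1* of the nuclear lamina by 1.85. In Caco-2 cells 18 were higher and 30 lower (33 and 49 when adjusted over the list alone). The actin-severing gelsolin gene *GSN* fell by 1.79 there, the myosin light chain gene *MYL9* by 1.68 and *KRT19* by 0.79, while the tubulin gene *TUBB* rose by 0.42. The median over the panel in HT29-MTX-E12 cells was -0.02, its mean 0.15 and its camera direction upward (adjusted p = 0.051). In Caco-2 cells the median was -0.06 (adjusted p = 0.69). The paper does not say how this panel was chosen, so that the counts may not be independent evidence.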

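Mitosis genes rose more in HT29-MTX-E12 cells than in Caco-2 cells: for 49 of the 52 genes the response differed between the lines (limma, adjusted p < 0.05). The median difference between the responses was 1.63 on the log2 scale, and it passed camera with an adjusted p of 0.038 with an estimated correlation. Static HT29-MTX-E12 cells had the lower starting level, with a median log2 level of the mitosis genes of 5.49 against 6.58 in static Caco-2 cells. Under SWMS the medians were 7.63 and 7.09, and LS174T cells had 7.2. *CENPF*, a kinetochore gene, rose by 2.75 in HT29-MTX-E12 cells and by 0.73 in Caco-2 cells (adjusted p = 0.031, and up to 0.14 without any 1 of 4 of the 6 arrays).

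**Figure D3:**
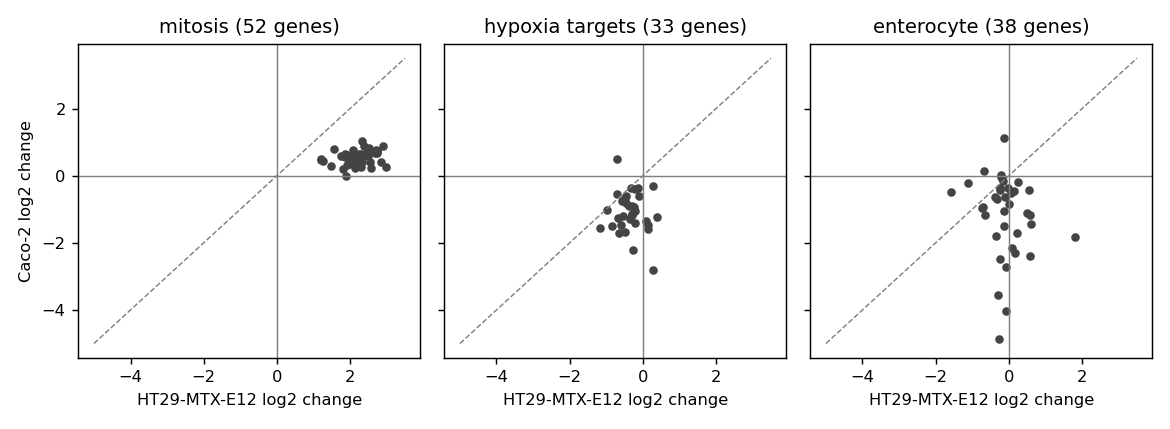
Log2 change under SWMS in HT29-MTX-E12 cells (horizontal axis) and in Caco-2 cells (vertical axis), with one point per gene in panels for mitosis, hypoxia targets and enterocyte genes; the dashed line marks equal change. Most mitosis genes lie to the right of and below the line, and most enterocyte genes lie below 0 on the vertical axis.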

Altogether, these data indicate that SWMS conditions result in the activation of cell proliferation pathways compared to static conditions, independent of cell type.

**Table 2:** Top 10 most significantly enriched upregulated pathways in HT29-MTX-E12 cells induced by SWMS conditions.

Pathway entry	Enriched upregulated pathways	NES*	FDR q-value
HSA04110	Cell Cycle	2.856	0.000
HSA03460	Fanconi Anemia Pathway	2.637	0.000
HSA03030	DNA Replication	2.596	0.000
HSA05322	Systemic Lupus Erythematosus	2.539	0.000
HSA03440	Homologous Recombination	2.506	0.000
HSA04114	Oocyte Meiosis	2.329	0.000
HSA03420	Nucleotide Excision Repair	2.315	0.000
HSA03430	Mismatch Repair	2.312	0.000
HSA00100	Steroid Biosynthesis	2.306	0.000
HSA04914	Progesterone Mediated Oocyte Maturation	2.268	0.000

*NES: Normalised enrichment score.

### Expression of target genes involved in Notch- and Atoh-key pathways did not point towards a favoured cell differentiation state by SWMS conditions

Next to the marked effects of SWMS conditions on cell proliferation in both HT29-MTX-E12 and Caco-2 cells, we took a closer look at the effects on intestinal cell differentiation. Key regulators in this process belong to the Notch/Atoh signalling pathway [51, 52]. When it comes to cell differentiation, Notch and Atoh have opposing roles: Notch activation promotes absorptive cell differentiation, while Atoh activation favours differentiation into secretory cell types [51–53]. Interestingly, in our transcriptomic dataset, both *NOTCH1* and *ATOH1* were significantly upregulated by SWMS conditions in HT29-MTX-E12 cells (FC = 1.61, *p* < 0.001 and FC = 1.64, *p* < 0.01, respectively) and the latter also in Caco-2 cells (FC = 2.09, *p* < 0.001). 

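*NOTCH1* and *ATOH1* had higher mean levels under SWMS in HT29-MTX-E12 cells, and neither passed over all probe sets. The receptor gene *NOTCH1* had log2 levels of 6.39 ± 0.09 (SD, 3 arrays) and 7.03 ± 0.22, a difference of 0.64 (standard error 0.20) with an unadjusted p of 0.0055 from limma and an adjusted p of 0.11. It passed with array weights (adjusted p = 0.027) and in a fit on the arrays of this line alone (adjusted p = 0.044). *ATOH1*, a transcription factor of secretory cells, had levels of 7.78 ± 0.47 and 8.56 ± 0.23, a difference of 0.78 (standard error 0.30) with an unadjusted p of 0.019 and an adjusted p of 0.23. In Caco-2 cells *ATOH1* was at 4.71 and 5.43, a difference of 0.72 (unadjusted p = 0.029, adjusted p = 0.21), and *NOTCH1* had a difference of -0.05.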

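*LGR5*, a receptor on intestinal stem cells, rose in HT29-MTX-E12 cells from a mean log2 level of 4.28 ± 0.35 (SD, 3 arrays) to 5.75 ± 0.34. This is a rise of 1.47 (standard error 0.18, adjusted p = 2e-04, limma), with batch differences of 1.12, 2.19 and 1.09. Of 19 stem cell genes 4 were higher and 1 was lower (6 and 1 when adjusted over the list alone). The adhesion receptor gene *CD44* rose by 1.23 and the progenitor factor *MYB* by 0.99, and *PROM1* fell by 0.71. The median of the list was 0.08 (camera, adjusted p = 0.013, and adjusted p = 0.32 with an estimated correlation). *ASCL2*, which drives stem cell fate, had a difference of 0.31 (adjusted p = 0.66).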

The stem cell marker *LGR5*, which is known to be part of a positive feedback loop regulated by Notch [54], was significantly upregulated by SWMS conditions in HT29-MTX-E12 cells (FC = 2.33, *p* < 1 • 10^−5^), although RMA values were below 5. 

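Caco-2 cells had a mean *LGR5* level of 6.16 ± 0.11 (SD, 3 arrays) under static conditions and of 8.28 ± 0.08 under SWMS, a rise of 2.13 on the log2 scale (standard error 0.18, adjusted p = 5.5e-06, limma). The rises in the 2 lines did not differ measurably (adjusted p = 0.25), and LS174T cells had a level of 9.52 ± 0.08. *SMOC2*, another gene of intestinal stem cells, rose by 1.52 in Caco-2 cells. Of the stem cell genes 3 were higher (4 when adjusted over the list alone), with a median of 0.07 (camera, adjusted p = 0.0026, and adjusted p = 0.21 with an estimated correlation).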

In Caco-2 cells, *LGR5* had higher RMA values and was even stronger upregulated (FC = 4.37, *p* < 1 • 10^−7^). Further downstream the Notch pathway, the target genes Hairy and enhancer of split (HES) family members *HES1* and *HES6* were both significantly upregulated by SWMS conditions in HT29-MTX-E12 cells (FC = 1.24, *p* < 0.05 and FC = 2.08, *p* < 1 • 10^−5^, respectively). 

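*HES6* rose in HT29-MTX-E12 cells, and *HES1* did not pass. *HES6*, a relative of *HES1* that counteracts its repression, went from a mean log2 level of 4.57 ± 0.02 (SD, 3 arrays) to 5.37 ± 0.41, a rise of 0.80 (standard error 0.18, adjusted p = 0.025, limma). Its batch differences were 1.22, 0.82 and 0.36, and its adjusted p was above 0.05 without any 1 of 5 of the 6 arrays and 0.1 in a fit on this line alone. *HES1*, the classical repressor downstream of Notch receptors, was at 8.08 and 8.53, a difference of 0.45 (standard error 0.21) with an unadjusted p of 0.046 and an adjusted p of 0.36. Its batch differences were 1.00, 0.47 and -0.11, and without SWMS replicate 3 the adjusted p was 0.029.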

Apart from Cyclin D1 (*CCND1*) (FC = -1.51, *p* < 1 • 10^−6^) no other Notch-target genes were significantly differentially expressed. 

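*CCND1*, which encodes the G1 cyclin D1, fell in HT29-MTX-E12 cells by 0.57 on the log2 scale (standard error 0.10, adjusted p = 0.0031, limma), from 7.37 to 6.79. Of 24 measured genes of the Notch pathway 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone). *JAG1*, a ligand of Notch receptors, fell by 0.89 (adjusted p = 0.00071). With a median of 0.06, the list had an adjusted p of 0.53 from camera.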

Regarding the Atoh pathway, the downstream target gene Neurogenin 3 (*NEUROG3*) was 2.07-fold and 2.41-fold higher expressed (*p* < 0.001) in HT29-MTX-E12 and Caco-2 cells, respectively. 

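*NEUROG3*, which commits cells to the enteroendocrine lineage, rose in both lines from levels near the lower end of the signal. Its mean log2 level went from 3.28 to 4.34 in HT29-MTX-E12 cells, a rise of 1.05 (standard error 0.25, adjusted p = 0.032, limma) with batch differences of 0.58, 1.04 and 1.54. With the batch as a block the adjusted p was 0.058, in a fit on this line alone 0.068, and without any 1 of 5 of the 6 arrays above 0.05. In Caco-2 cells it went from 3.31 to 4.42, a rise of 1.11 (adjusted p = 0.015). This call was lost without any 1 of 2 of the 6 arrays (adjusted p up to 0.077) and in 1 other alternative (0.087). Of 24 enteroendocrine genes 2 were higher in HT29-MTX-E12 cells, among them *ISL1* by 0.95, and the median of the list was -0.09 with a mean of 0.08 and an upward camera direction (adjusted p = 0.59). In Caco-2 cells 5 were higher and 1 was lower, with *RFX6* up by 1.46, *SCG5* up by 1.08 and *CPE* down by 1.13, and the median was 0.11 (camera, adjusted p = 0.022, and adjusted p = 0.11 with an estimated correlation).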

Other Atoh target genes, such as *SPDEF* and *GFI1* were not differentially expressed between SWMS and static conditions in both cell types. 

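*SPDEF*, a factor of goblet cell maturation, had mean log2 levels of 9.02 and 8.96 in HT29-MTX-E12 cells under static and SWMS conditions, a difference of -0.06 (adjusted p = 0.95, limma). *GFI1*, which acts in secretory progenitors, had a difference of 0.23 (adjusted p = 0.82) in these cells. In Caco-2 cells the differences were -0.10 for *SPDEF* (adjusted p = 0.85) and -0.04 for *GFI1* (adjusted p = 0.97).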

Altogether, these transcriptomic data show that some target genes of both the Notch and Atoh pathway were differentially expressed in HT29-MTX-E12 and Caco-2 cells. However, these data do not point towards a favoured differentiation state (absorptive versus secretory cell fate).

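In Caco-2 cells 1 of the 24 genes of the Notch pathway was lower (limma, adjusted p < 0.05; 4 when adjusted over the list alone). It was *JAG1*, which fell by 0.80 on the log2 scale (adjusted p = 0.0012). With a median of -0.09 in these cells, the list had an adjusted p of 0.45 from camera.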

### Downregulation of KLF4 at both gene and protein level under SWMS conditions in HT29-MTX-E12 and Caco-2 cells

Another Notch-target involved in differentiation of progenitor cells into goblet cells is KLF4 [55]. Given the secretory, goblet cell-like phenotype of HT29-MTX-E12 cells grown under SWMS conditions, the significant downregulation of *KLF4* (FC = -1.86, *p* < 0.0001) is interesting. 

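*KLF4* encodes a zinc-finger factor on chromosome 9 (probe set 17096827), and it fell in HT29-MTX-E12 cells by 0.82 on the log2 scale (standard error 0.16, adjusted p = 0.0073, limma). Its mean level went from 7.44 ± 0.24 (SD, 3 arrays) to 6.61 ± 0.09, with batch differences of -0.54, -1.18 and -0.75. LS174T cells had a level of 6.90 ± 0.27, lower by 0.54 than static HT29-MTX-E12 cells (adjusted p = 0.021). In Caco-2 cells *KLF4* went from 6.05 ± 0.11 to 4.98 ± 0.15, a fall of 1.08 (adjusted p = 0.00058) that did not differ measurably from that in HT29-MTX-E12 cells (adjusted p = 0.71).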

Acting as both a transcriptional repressor and activator in the gastrointestinal epithelium, this zinc-finger transcription factor plays a critical role in the decision between proliferation and cell cycle arrest/differentiation [56]. We validated the downregulation of KLF4 under SWMS conditions at protein level using Western Immunoblotting. Indeed, when cultured under SWMS conditions, the expression of KLF4 protein was lower compared to the static conditions in both cell lines (Fig 3A and 3B and S5 Fig). We next investigated whether this downregulation of KLF4 resulted in differential expression of target genes of KLF4, as identified in literature [57]. 

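Of the 81 measured genes of the KLF4 panel 6 were higher and 8 lower in HT29-MTX-E12 cells (limma, adjusted p < 0.05; 8 and 8 when adjusted over the list alone). The paper names literature as the source of this panel, and does not say whether these data guided the choice. The mitotic cyclin gene *CCNB1* rose by 2.71 on the log2 scale (standard error 0.16, adjusted p = 7.1e-07), from 4.82 to 7.54. *CCNE2*, a cyclin of the entry into S phase, rose by 1.09 (standard error 0.23, adjusted p = 0.016), and its adjusted p was above 0.05 without any 1 of 3 of the 6 arrays. Its paralog *CCNE1* rose by 0.77 (standard error 0.17, adjusted p = 0.023), and its adjusted p was above 0.05, and up to 0.11, without any 1 of the 6 arrays. *ODC1*, the first enzyme of polyamine synthesis, rose by 0.77 (standard error 0.10, adjusted p = 0.00032), from 9.59 to 10.36, and the kinase gene *CDK2* rose by 0.83. *CCND2* had mean log2 levels under 4 in both conditions and a difference of -0.57 (standard error 0.24, unadjusted p = 0.03, adjusted p = 0.29). With a median of -0.08, the panel had an adjusted p of 0.3 from camera.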

Among the most strongly regulated are genes related to cell-cycle control or essential for cell proliferation and differentiation, including cyclin B1 (FC = 6.59, *p* < 1 • 10^−13^) [58], cyclin E2 (FC = 2.03, *p* < 0.001) [59, 60], ornithine decarboxylase (FC = 1.80, *p* < 1 • 10^−7^) [61], cyclin E1 (FC = 1.62, *p* < 1 • 10^−4^) [59, 60], cyclin D1 (FC = -1.51, *p* < 1 • 10^−6^) [62, 63] and cyclin D2 (FC = 1.85, *p <* 0.001) [64]. A non-exhaustive list of genes (in)directly related to KLF4 is provided in S1 File. In contrast to *KLF4*, other reported goblet-cell markers such as *AGR*, *CDX2*, *MEP1β* and *FCGBP*, amongst others, were not significantly regulated in HT29-MTX-E12 cells grown under SWMS. 

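*AGR2*, which folds mucins in the endoplasmic reticulum, had a log2 difference of -0.19 in HT29-MTX-E12 cells (adjusted p = 0.64, limma). The intestinal factor *CDX2* had a difference of 0.11 (adjusted p = 0.9), the meprin gene *MEP1B* one of -0.24 (adjusted p = 0.68) and *FCGBP*, a mucus-bound protein, one of 0.08 (adjusted p = 0.95). Of the 35 genes of the goblet cell panel 5 were lower (9 when adjusted over the list alone), with *PHGR1* down by 1.22 and a median of -0.13. Camera gave this panel, for which the paper cites literature, an adjusted p of 0.0053 and adjusted p = 0.32 with an estimated correlation. On a separate list of 24 goblet cell genes 8 were lower, with a median of -0.32 (2 higher and 9 lower when adjusted over the list alone). The trypsin inhibitor gene *SPINK1* fell by 0.97, the secretory granule gene *SYTL2* by 0.83 and the lectin gene *REG4* by 0.49, a call that was lost without any 1 of the 6 arrays (adjusted p = 0.051 to 0.13). This list passed camera (adjusted p = 6.3e-06, and adjusted p = 0.079 with an estimated correlation).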

A non-exhaustive list of “Goblet cell markers” [65] is given in S1 File.

**Fig 3:**
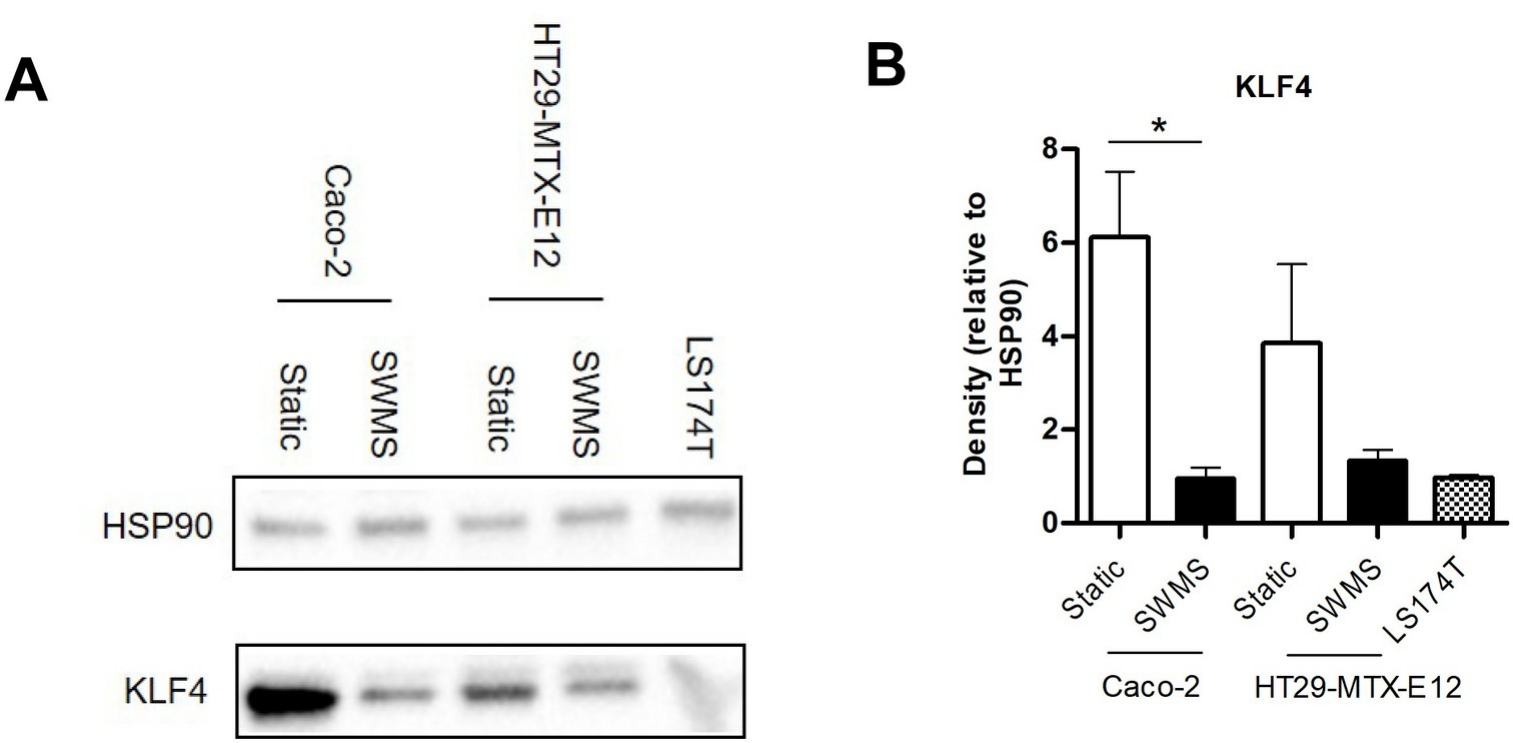
Protein expression of KLF4 in HT29-MTX-E12, Caco-2 and LS174T cells grown under static and/or SWMS conditions. **A)** Western Blot results of KLF4 and HSP90 (house-keeping protein) in Caco-2, HT29-MTX-E12 and LS174T-cells grown under static and SWMS conditions or static only (LS174T). Of each condition, one representative biological replicate is shown. See S5 Fig for all replicates. **B)** KLF4 protein quantity expressed as the protein band density relative to HSP90. * *p* < 0.05, *n* = 3 biological replicates.

### Minor effect on transepithelial electrical resistance, but increased paracellular permeability of HT29-MTX-E12 cells grown under SWMS conditions

To investigate the effects of SWMS conditions on intestinal epithelial barrier integrity, transepithelial electrical resistance (TEER) was measured at multiple time points during culturing. TEER values of HT29-MTX-E12 cells increased steadily over time and no clear effects were observed between static and SWMS conditions (Fig 4A). For Caco-2 cells, the TEER of the cells grown on SWMS conditions increased steeply during the first seven days of culturing and decreased gradually afterwards, while the TEER of cells grown on static conditions was relatively stable (Fig 4B). For HT29-MTX-E12, we complemented TEER data with assays using fluorescent probes (FITC-dextran of 4 and 40 kDa) to quantify paracellular permeability. Interestingly, at t = 14 days, HT29-MTX-E12 cells grown under SWMS showed higher permeability than static conditions for both probe sizes (Fig 4C and 4D). After washing off the mucus with a mucolytic reagent (N-Acetyl-L-cysteine (NAc)), however, no differences in paracellular permeability could be observed. Based on available literature, we compiled a panel of genes responsible for epithelial barrier integrity (S1 File). Except for a 3.33-fold increase in expression of Catenin alpha like 1 (*CTNNAL1*) in HT29-MTX-E12 cells under SWMS conditions (*p* < 1 • 10^−9^), only a low number of significantly differentially expressed genes was found for both HT29-MTX-E12 and Caco-2 cells (S1 File). Together, these results indicate that SWMS conditions had negligible effects on TEER in HT29-MTX-E12 cells, which was reflected by the relatively low number of significantly differentially expressed genes related to cell integrity, but increased paracellular permeability. 

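Of 131 measured genes of the barrier panel, 4 were higher and 8 lower in HT29-MTX-E12 cells and 4 were higher and 21 lower in Caco-2 cells (limma, adjusted p < 0.05). Adjusted over the list alone the counts were 6 and 10, and 5 and 26. The paper names literature as the source of this panel, and does not say whether these data guided the choice. *CTNNAL1*, a relative of the junction protein alpha-catenin, rose in HT29-MTX-E12 cells by 1.48 on the log2 scale (standard error 0.17, adjusted p = 9.4e-05), from 4.65 ± 0.22 (SD, 3 arrays) to 6.13 ± 0.08. In Caco-2 cells it had a difference of 0.24 (adjusted p = 0.53). *ECT2*, which drives cytokinesis and binds junction proteins, rose by 1.20 in HT29-MTX-E12 cells, *HEG1* by 1.06, and the growth factor gene *TGFB2* fell by 1.80. In Caco-2 cells *WNT11* fell by 1.50, *TGFB1* by 1.18, the plakin gene *DST* by 0.73 and the polarity gene *PALS1* by 0.71. The median of the panel was -0.05 in HT29-MTX-E12 cells (camera, adjusted p = 0.074, and 0.039 with low probe sets left out) and -0.10 in Caco-2 cells (camera, adjusted p = 0.021, and adjusted p = 0.4 with an estimated correlation). Without SWMS replicate 1 of Caco-2 cells, the panel's adjusted p in that line was 0.072.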

Interestingly, a clear difference in cell appearance on the Transwell membranes was observed for both cell types at the time cells were harvested, as cells grown under SWMS conditions seemed to concentrate in the center of the membrane (S6A and S6B Fig).

**Fig 4:**
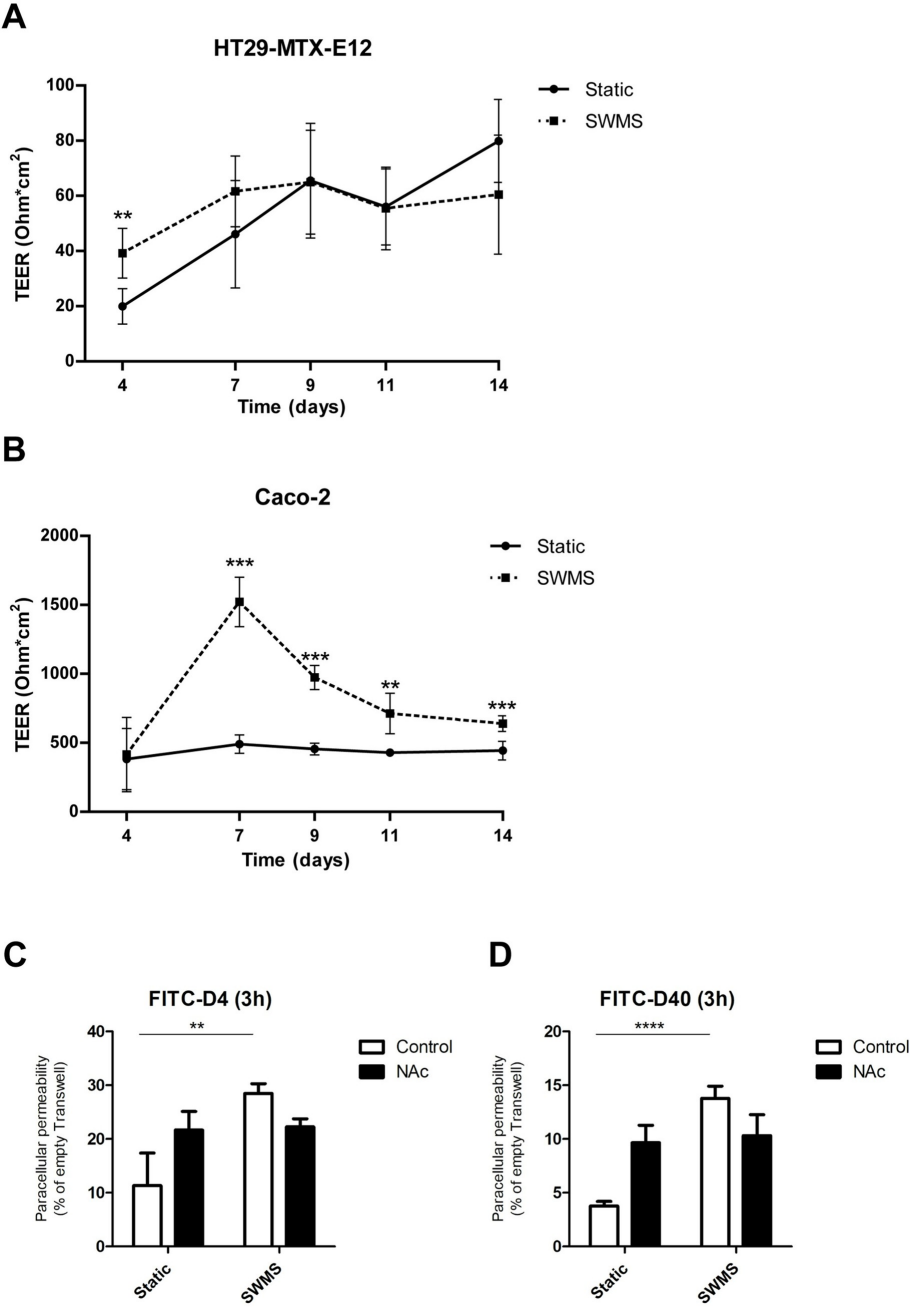
Transepithelial electrical resistance (TEER) and paracellular permeability of HT29-MTX-E12 and/or Caco-2 cells grown under static and SWMS conditions up to 14 days. TEER was measured at t = 4, 7, 9, 11 and 14 days and expressed in Ohm/cm^2^ in **A)** HT29-MTX-E12 and **B)** Caco-2 cells, *n* = 3 biological replicates. Paracellular permeability was quantified by incubating for 3 hours with FITC-dextran of size **C)** 4 kDA and **D**) 40 kDa. Values were normalized to an empty Transwell, *n = 3* biological replicates. Control = with mucus, NAc = treated with N-acetyl-L-cysteine to remove mucus; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

### Downregulation of trefoil factor genes in HT29-MTX-E12 cells grown under SWMS conditions

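*TFF2*, a trefoil peptide of gastric mucous neck cells on chromosome 21, fell by 3.54 on the log2 scale in HT29-MTX-E12 cells (standard error 0.29, adjusted p = 5.4e-06, limma), which is 11.6-fold. Its mean level went from 9.00 ± 0.21 (SD, 3 arrays) to 5.46 ± 0.68, with batch differences of -3.74, -2.89 and -3.98. In Caco-2 cells the difference was -0.32 (adjusted p = 0.66), and LS174T cells had a level of 8.13 ± 0.33. Other strong decreases in HT29-MTX-E12 cells were those of *DUOX2* (-2.08), an oxidase that makes hydrogen peroxide, its partner *DUOXA2* (-1.46), the sialyltransferase gene *ST8SIA6* (-2.04) and *UPK3B* (-1.87), a membrane protein gene of urothelium. *APOL1* had a difference of -1.08 (unadjusted p = 0.023, adjusted p = 0.25).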

When focusing on the most significantly downregulated genes in HT29-MTX-E12 grown under SWMS compared to static conditions, Trefoil Factor 2 (*TFF2*) was most strongly downregulated (FC = -15.75, *p* < 1 • 10^−12^) (Table 1). Although to a lesser extent, *TFF1* and *TFF3* were also significantly downregulated (Fig 5). 

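*TFF1*, the trefoil factor of gastric surface cells, fell in HT29-MTX-E12 cells by 2.14 on the log2 scale (standard error 0.11, adjusted p = 3.9e-07, limma), from 11.48 ± 0.09 (SD, 3 arrays) to 9.34 ± 0.15. *TFF3*, the trefoil factor of intestinal goblet cells, fell by 0.87 (standard error 0.14, adjusted p = 0.0027), from 6.56 ± 0.04 to 5.69 ± 0.03. LS174T cells had levels of 11.47 for *TFF1* and 6.68 for *TFF3*, which did not differ measurably from static HT29-MTX-E12 cells. In Caco-2 cells *TFF1* fell by 0.49 (adjusted p = 0.016) and *TFF3* rose by 0.56 (adjusted p = 0.03), from 4.85 to 5.41. Both calls in Caco-2 cells were lost in a fit on that line alone, and without any 1 of 3 (*TFF1*, adjusted p up to 0.061) or 4 (*TFF3*, up to 0.11) of the 6 arrays.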

Trefoil factors are small cysteine rich peptides and form a family of mucin-associated secretory molecules involved in many physiological processes to maintain and restore gastrointestinal mucosal homeostasis (Reviewed in Aihara *et al*. [66]). TFF peptides are known to auto- and cross-regulate their expression via the epidermal growth factor receptor *in vitro* [66, 67]. However, *EGF1* was not significantly differentially expressed between culture conditions in HT29-MTX-E12 cells in our dataset. 

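*EGF* had a log2 difference of 0.13 under SWMS in HT29-MTX-E12 cells (standard error 0.20), with an unadjusted p of 0.52 and an adjusted p of 0.87 from limma.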

On the contrary, the gene encoding Epidermal growth factor receptor (*EGFR*) was significantly downregulated by 1.42-fold (*p* < 0.0001).

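*EGFR* had mean log2 levels of 8.14 ± 0.06 (SD, 3 arrays) under static conditions and 7.68 ± 0.12 under SWMS in HT29-MTX-E12 cells. The difference was -0.47 (standard error 0.14), with an unadjusted p of 0.0039 from limma and an adjusted p of 0.088. With array weights the adjusted p was 0.023, and in a fit on the arrays of this line alone it was 0.033. In Caco-2 cells *EGFR* fell by 0.57 (adjusted p = 0.021). This call was lost without any 1 of 2 of the 6 arrays (adjusted p up to 0.077) and in 2 other alternatives (up to 0.16).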

**Fig 5:**
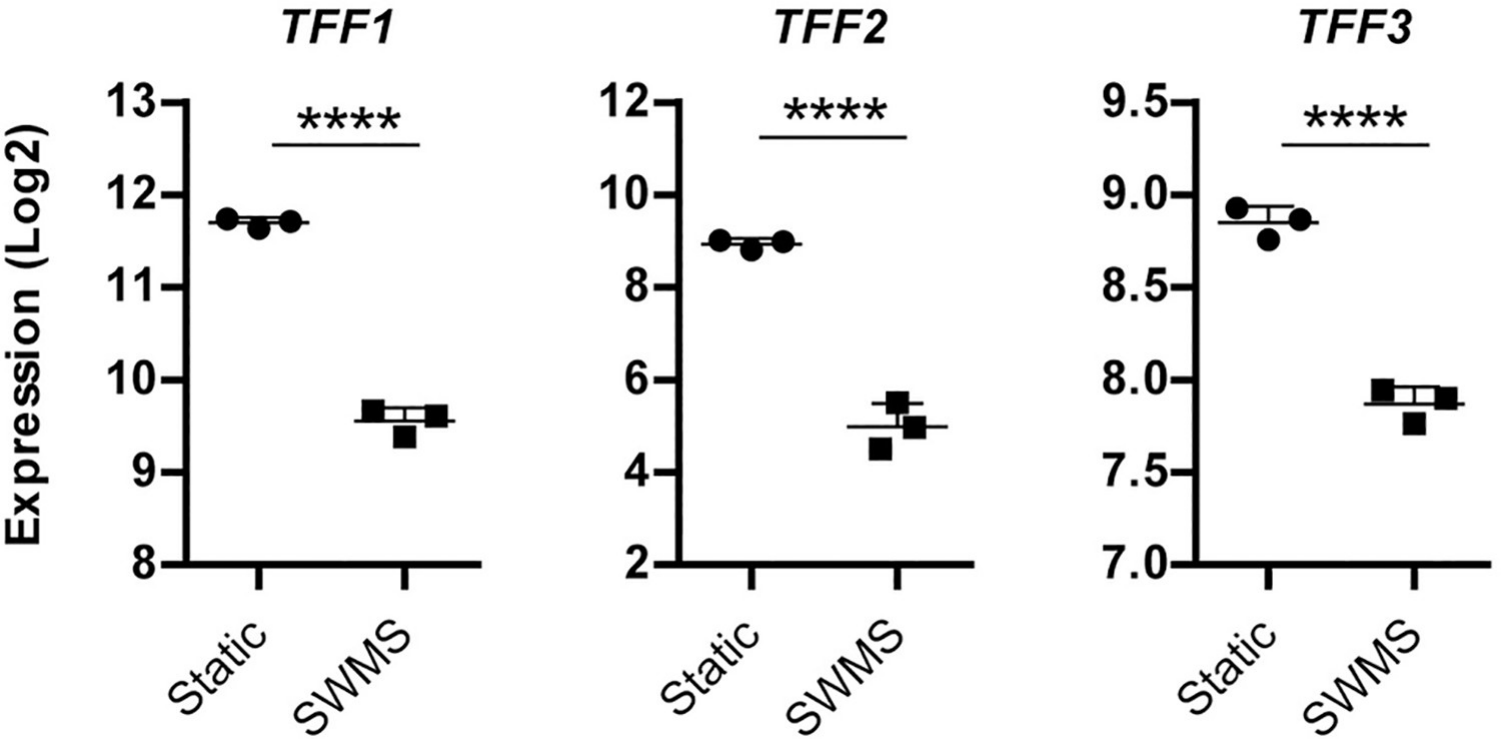
TFF gene expression in HT29-MTX-E12 cells grown under static and SWMS conditions. Microarray expression values (Log2) of *TFF1*, *2* and *3* and the corresponding fold change (FC). **** *p* < 0.0001; *n* = 3 biological replicates.

### Different regulation of ion transporters under SWMS conditions in both HT29-MTX-E12 and Caco-2 cells

Since ion transport has proven crucial in (intestinal) mucus production [68], we explored the effect of SWMS conditions on the expression of ion transporters and exchangers. 

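*CFTR*, the chloride and bicarbonate channel of the apical membrane, rose in HT29-MTX-E12 cells by 0.76 on the log2 scale (standard error 0.10, adjusted p = 0.00041, limma). Its mean level went from 8.25 ± 0.17 (SD, 3 arrays) to 9.00 ± 0.12.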

The gene encoding Cystic Fibrosis transmembrane regulator (CFTR), a chloride and bicarbonate transporter expressed on the apical side of (intestinal) epithelial cells and demonstrated to be indispensable for normal mucus production [69], was significantly upregulated in HT29-MTX-E12 cells grown under SWMS conditions (FC = 1.68, *p* = < 0.00001). Other ion transporters that were significantly regulated under SWMS conditions in HT29-MTX-E12 and Caco-2 cells include *NBCe1*/*SLC4A4*, encoding a basolateral Na^+^/HCO3^-^ importer (FC = -1.95, *p* < 0.01 in HT29-MTX-E12) and *NHE1/SLC9A1*, encoding a basolateral Na^+^/H^+^ exchanger (FC = -1.59, *p* < 1 • 10^−5^). Additionally, the significant downregulation of *DRA/SLC26A3*, encoding an apical Cl^-^/HCO_3_^-^ exchanger (FC = -1.25, *p* < 0.05) under SWMS conditions is interesting, given its importance in intestinal salt and fluid absorption [70]. This gene was, however, not highly expressed in HT29-MTX-E12 cells (RMA < 3). Additionally, the major regulator of intestinal pH, NHE3 (SLC9A3) [71–73], was however, relatively low expressed in static HT29-MTX-E12 cells (RMA < 6) and only slightly altered under SWMS conditions. 

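*SLC4A4*, the sodium bicarbonate cotransporter gene, fell in HT29-MTX-E12 cells by 0.93 on the log2 scale (standard error 0.13, adjusted p = 0.00083, limma), from 9.12 ± 0.13 (SD, 3 arrays) to 8.19 ± 0.04. *SLC12A2*, which loads chloride into secreting cells from the basolateral side, rose by 0.38 (adjusted p = 0.047).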

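*SLC26A3* had mean log2 levels of 2.96 under static conditions and 2.61 under SWMS in HT29-MTX-E12 cells, near the lower end of the signal. The difference was -0.35 (standard error 0.17), with an unadjusted p of 0.059 from limma and an adjusted p of 0.4. The unadjusted p was 0.039 with the batch as a block and 0.048 with array weights.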

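*SLC9A3* had mean log2 levels of 4.39 ± 0.65 (SD, 3 arrays) under static conditions and 3.97 ± 0.30 under SWMS in HT29-MTX-E12 cells. The difference of -0.42 (standard error 0.26) was within the spread between replicates (adjusted p = 0.55, limma), and in Caco-2 cells it was -0.24.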

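Of 40 measured genes of mineral absorption 19 were lower and 1 was higher under SWMS in Caco-2 cells (limma, adjusted p < 0.05; 19 and 1 when adjusted over the list alone). The calcium carrier *S100G* fell by 3.63 on the log2 scale, the metallothionein gene *MT1X* by 3.17, *SLC5A1*, the sodium glucose cotransporter, by 2.39 and the sodium pump subunit *ATP1B1* by 1.46. The median was -0.55, and the list passed camera (adjusted p = 1.3e-14, and adjusted p = 0.0047 with an estimated correlation). In HT29-MTX-E12 cells 3 genes were higher and 5 lower (7 and 9 when adjusted over the list alone), with a median of -0.04 and an adjusted p of 0.32 from camera. There the iron oxidase gene *HEPH* fell by 1.22, the zinc exporter *SLC30A1* by 0.49 and the iron exporter *SLC40A1* by 0.47, whose adjusted p was up to 0.055 without any 1 of 3 of the 6 arrays. The responses of the lines differed for the list, with a median difference of 0.50 (camera, adjusted p = 0.025 with an estimated correlation). *S100G* lay at 2.02 to 2.31 in HT29-MTX-E12 cells, too low for a fall to show.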

Whereas GSEA revealed that the pathway “Mineral absorption” was not significantly regulated in HT29-MTX-E12, interestingly, this pathway was the most enriched among all downregulated pathways in Caco-2 cells (NES = -2.58, FDR q-value = 0.00, S2 File). These cells also showed relatively strong and significant regulation of aforementioned ion transporters (FC = 1.78, *p* < 1 • 10^−8^ for *CFTR*, FC = -2.03, *p* < 1 • 10^−6^ for *NBCe1*, FC = -1.33, *p* < 0.01 for *NHE1* and FC = -3.18, *p* < 1 • 10^−8^ for *DRA*). 

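In Caco-2 cells *CFTR* rose by 0.79 on the log2 scale (adjusted p = 0.00018, limma), from 9.23 to 10.02, and the rise did not differ measurably from that in HT29-MTX-E12 cells (adjusted p = 0.95). *SLC26A3*, one of the stronger transcripts of these cells, fell by 1.80 (adjusted p = 1.5e-05), from 11.13 ± 0.05 (SD, 3 arrays) to 9.34 ± 0.05. Its response differed from that in HT29-MTX-E12 cells (adjusted p = 0.0039), where the gene was near the lower end of the signal. *SLC4A4* fell by 1.13 (adjusted p = 1e-04), from 5.21 to 4.07.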

All in all, culturing under SWMS resulted in significant regulation of several key ion transporters in both HT29-MTX-E12 and Caco-2 cells.

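Over the 47 measured genes of the ion transport panel, 5 were higher and 6 lower in HT29-MTX-E12 cells and 7 were higher and 14 lower in Caco-2 cells (limma, adjusted p < 0.05). Adjusted over the list alone the counts were 9 and 10, and 8 and 15. The paper does not say how this panel was chosen, so that the counts may not be independent evidence. The pump subunit *ATP1B3* rose by 0.51 on the log2 scale in HT29-MTX-E12 cells and fell by 1.04 in Caco-2 cells. In Caco-2 cells the magnesium channel gene *TRPM6* fell by 1.68, the iron transporter *SLC11A2* by 1.59 and the zinc transporter *SLC39A4* by 1.25, while carbonic anhydrase *CA2* rose by 1.13. The median of the panel was -0.16 in HT29-MTX-E12 cells (camera, adjusted p = 0.14) and -0.18 in Caco-2 cells (camera, adjusted p = 0.0093, and adjusted p = 0.19 with an estimated correlation).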

### Lower glucose consumption and lactate production per cell in HT29-MTX-E12 cells grown under SWMS conditions

The observed visible colour difference of cell medium in HT29-MTX-E12 cells, accompanied by significant regulation of H^+^ and HCO^-^ transporters, could indicate a difference in cell medium pH between growth conditions. The pH of the medium samples collected during every refreshment remained similar between the apical and basolateral compartment in both conditions. During the first 13 days, pH decreased to a similar extent in both conditions. Under SWMS conditions, the pH remained relatively stable over time after one week, whereas static conditions showed a decreased pH at t = 14 days in the apical compartment (difference of 0.2) (S7A and S7B Fig). At t = 15 days, one day after the last medium refreshment, trends reversed and medium of static conditions showed a significantly higher pH compared to SWMS conditions in both compartments (difference of 0.2) (Fig 6A and 6B and S7A, S7C and S7D Fig). A decrease in pH could be explained by increased lactate production and subsequent acidification of the medium. Indeed, pH of cell medium showed opposite trends to the amount of lactate measured in the medium, i.e. lactate concentrations increased with decreasing pH values and remained stable for SWMS conditions (S8A Fig). As medium volumes were, however, different between static and SWMS conditions, we calculated total lactate production and glucose consumption per well. Cell medium collected from cells grown under static conditions showed significantly higher lactate production at t = 7–14 days (S8B Fig), accompanied with no difference in total glucose consumption per well (S8C Fig), indicating a lower amount of lactate produced per mole glucose under SWMS conditions. At t = 15 days, one day after the last medium change (at which not all glucose had been consumed yet), lactate production was similar between conditions (Fig 7A). On the contrary, cells grown under SWMS conditions had consumed significantly more glucose (Fig 7B), again resulting in a lower lactate-per-glucose ratio under SWMS conditions. After correction for cell count at t = 15 days, glucose consumption and lactate production per cell were still significantly lower under SWMS conditions (Fig 7C and 7D, *p* < 0.001), resulting in a significantly lower lactate-per-glucose ratio (Fig 7E). Lower glucose consumption under SWMS conditions coincided with a significantly lower expression of *GLUT1/SLC2A1*, encoding a transmembrane glucose transporter (FC = -1.46, *p* < 1 • 10^−7^) and *HK2*, encoding the glycolytic enzyme hexokinase 2 (FC = -2.18, *p* = *p* < 1 • 10^−8^). 

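Both *SLC2A1* and *HK2* fell in HT29-MTX-E12 cells under SWMS. *SLC2A1* fell by 0.55 on the log2 scale (standard error 0.07, adjusted p = 0.00049, limma), from 11.51 ± 0.06 (SD, 3 arrays) to 10.97 ± 0.04. *HK2*, whose enzyme traps glucose in the cell by phosphorylation, fell by 1.17 (standard error 0.16, adjusted p = 0.00057), from 8.36 ± 0.15 to 7.19 ± 0.16.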

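Of 22 glycolysis genes 2 were higher and 3 lower in HT29-MTX-E12 cells (limma, adjusted p < 0.05; 2 and 3 when adjusted over the list alone). The lactate dehydrogenase gene *LDHB* rose by 0.62 on the log2 scale and the phosphofructokinase gene *PFKM* by 0.52. *PDK1*, which holds pyruvate back from the mitochondria, fell by 0.60 (adjusted p = 0.022), and *LDHA* had a difference of -0.22. The calls of *PFKM* and *PDK1* were each lost without any 1 of 4 of the 6 arrays, with adjusted p up to 0.066 and 0.12. The median of the list was -0.22 as well, with an adjusted p of 0.025 from camera and adjusted p = 0.5 with an estimated correlation. Its adjusted p was 0.055 without the intensity trend, 0.082 without SWMS replicate 1 and 0.08 without static replicate 2.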

GSEA revealed, however, no significant enrichment of the “Carbohydrate absorption pathway” or “Glycolysis pathway” in HT29-MTX-E12 cells cultured under SWMS conditions. 

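In Caco-2 cells 14 of 22 glycolysis genes were lower and 1 was higher (limma, adjusted p < 0.05; 15 and 2 when adjusted over the list alone), with a median log2 change of -0.85. The list passed camera (adjusted p = 4.4e-14), with adjusted p = 0.099 with an estimated correlation. The glucose transporter *SLC2A3* fell by 2.21, the phosphofructokinase gene *PFKP* by 1.88, *HK2* by 1.56 and *ALDOC* by 1.48. Among genes of sugar uptake and digestion, the fructose transporter *SLC2A5* fell by 3.55 and lactase, *LCT*, by 2.31, while sucrase-isomaltase, *SI*, had a difference of -0.43 that did not pass.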

Interestingly, however, both pathways were among the top-10 enriched downregulated in Caco-2 cells (NES “Carbohydrate absorption” = -2.35, *p* = 0.00 and NES “Glycolysis pathway” = -2.12, *p* < 1 • 10^−3^, respectively). As shown previously for similar models, these data could point towards a more aerobic cell metabolism under SWMS conditions [42–46]. This is further supported by a significant downregulation of the “HIF1-signalling pathway” in both HT29-MTX-E12 and Caco-2 cells, as revealed by GSEA (NES = -1.79, FDR q-value = < 0.05 and NES = -2.30, FDR q-value = 0.01, respectively).

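Of 33 targets of hypoxia signalling 8 were lower under SWMS in HT29-MTX-E12 cells (limma, adjusted p < 0.05; 14 when adjusted over the list alone), with a median log2 change of -0.32. Camera gave this list an adjusted p of 2.7e-09 and adjusted p = 0.31 with an estimated correlation. *P4HA1*, a collagen prolyl hydroxylase, fell by 0.97 there and *VEGFA* had a difference of -0.45 (adjusted p = 0.058). In Caco-2 cells 24 were lower (1 higher and 29 lower when adjusted over the list alone), with a median of -1.13, an adjusted p of 7.9e-28 and adjusted p = 0.09 with an estimated correlation. The collagen crosslinking enzyme *LOX* fell by 2.81 there, the peptide hormone gene *ADM* by 1.71, the oxygen sensor *EGLN1* by 1.28 and *VEGFA* by 0.60. The difference between the lines did not pass with an estimated correlation (adjusted p = 0.26). Genes of oxidative phosphorylation moved little, with a median of 0.03 over 45 genes in HT29-MTX-E12 cells (camera, adjusted p = 0.21) and -0.06 in Caco-2 cells (adjusted p = 0.35). The paper proposes a more aerobic metabolism under SWMS, and its closing summary lists this among its results. Its evidence includes less lactate formed per glucose, less glucose used per cell and lower expression of *SLC2A1*, *HK2* and the HIF-1 pathway.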

**Fig 6:**
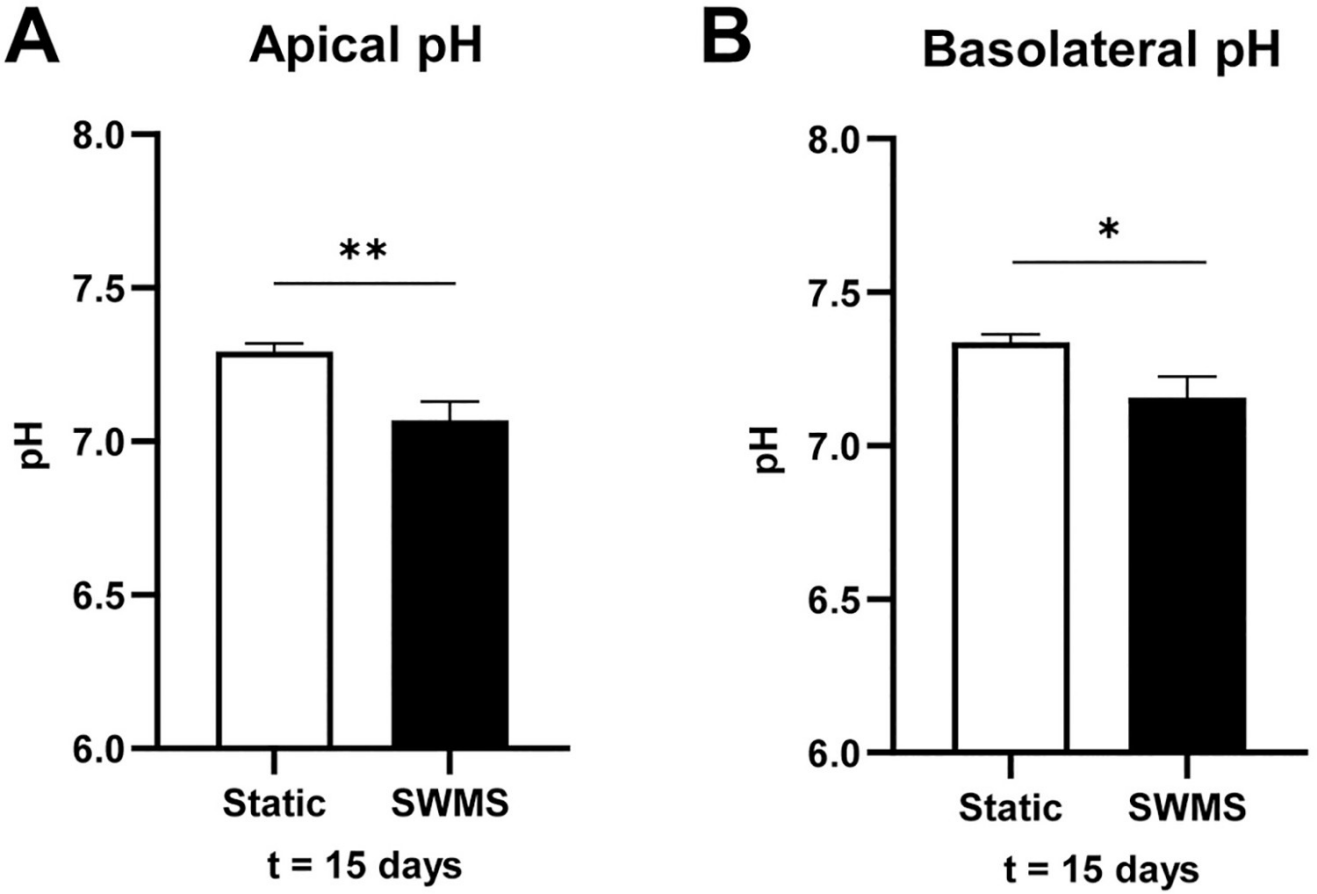
pH values of medium collected at t = 15 days from HT29-MTX-E12 cells grown under static and SWMS conditions. Medium pH of **A)** apical and **B)** basolateral compartments of HT29-MTX-E12 cells grown under static and SWMS conditions at t = 15 days. * *p* < 0.05; ** *p <* 0.01, *n* = 3 biological replicates.

**Fig 7:**
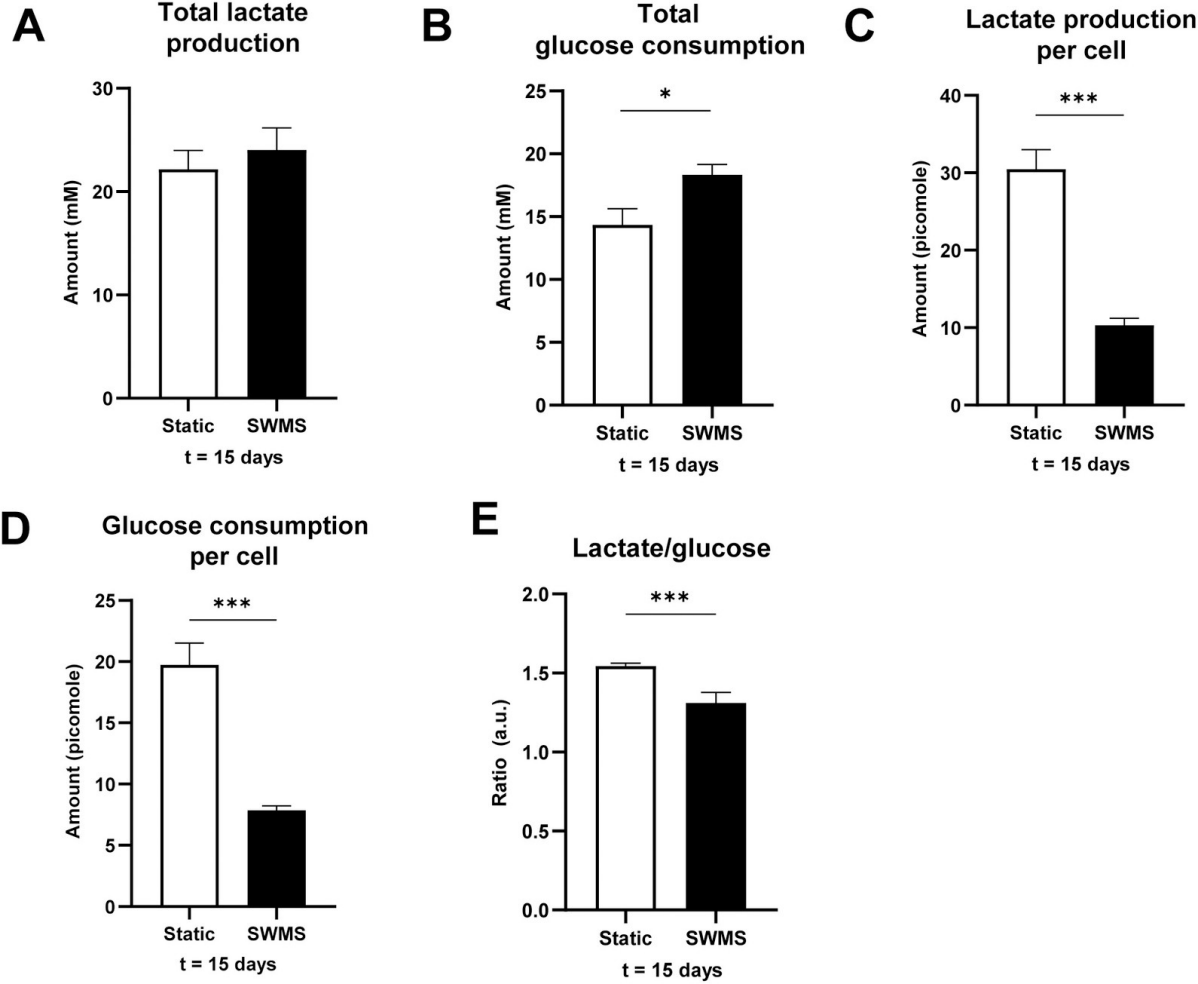
Lactate production and glucose consumption by HT29-MTX-E12 grown under static and SWMS conditions. **A)** Total lactate (micromole) produced per well in medium collected from apical and basolateral compartments of HT29-MTX-E12 cells grown under static or SWMS conditions, at t = 15 days. **B)** Total glucose (micromole) consumed per well from medium collected from apical and basolateral compartments of HT29-MTX-E12 grown under static and SWMS conditions, at t = 15 days. **C)** Glucose consumption (picomole) per cell by HT29-MTX-E12 grown under static and SWMS conditions at t = 15 days. **D)** Lactate production (picomole) per cell by HT29-MTX-E12 grown under static and SWMS conditions at t = 15 days. **E)** Ratio of lactate produced glucose consumed per cell in HT29-MTX-E12 grown under static and SWMS conditions at t = 15 days. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001, n = 3 biological replicates.

## Discussion

In the present study, we aimed to further characterize the potential mechanisms underlying the increased MUC2 production by the SWMS culture method as described by Navabi *et al*. [27]. To this end, we cultured HT29-MTX-E12 cells under both static and SWMS conditions and performed microarray analysis to investigate changes in gene expression by taking both a targeted and untargeted approach. First, we aimed to validate the increased MUC2 production under SWMS conditions. Indeed, SWMS conditions induced higher *MUC2* expression in HT29-MTX-E12 cells, which was also reflected at the protein level. It seemed that the increase in MUC2 occurred at the expense of MUC5AC, since both gene and protein expression of this mucin was decreased. This resulted in a significantly increased MUC2/MUC5AC ratio, confirming previous findings [27]. 

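The log2 level of *MUC2* minus that of *MUC5AC* was higher under SWMS in HT29-MTX-E12 cells by 1.06, which is a 2.08-fold change of the transcript ratio. Its standard deviation over 3 arrays was 0.22 under SWMS and 0.46 under static conditions, and the batches gave 0.87, 0.98 and 1.33. Every SWMS array had a higher ratio than every static array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). From the lower gene and protein expression of MUC5AC, the paper proposes that the increase in MUC2 came at the cost of this mucin. The paper also reports that the protein difference of MUC5AC was not significant and varied between replicates. Here the lower *MUC5AC* transcript did not pass over all probe sets (limma, adjusted p = 0.18).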

An overview of the most prominent changes observed at t = 15 days is graphically summarized (Fig 8).

**Fig 8:**
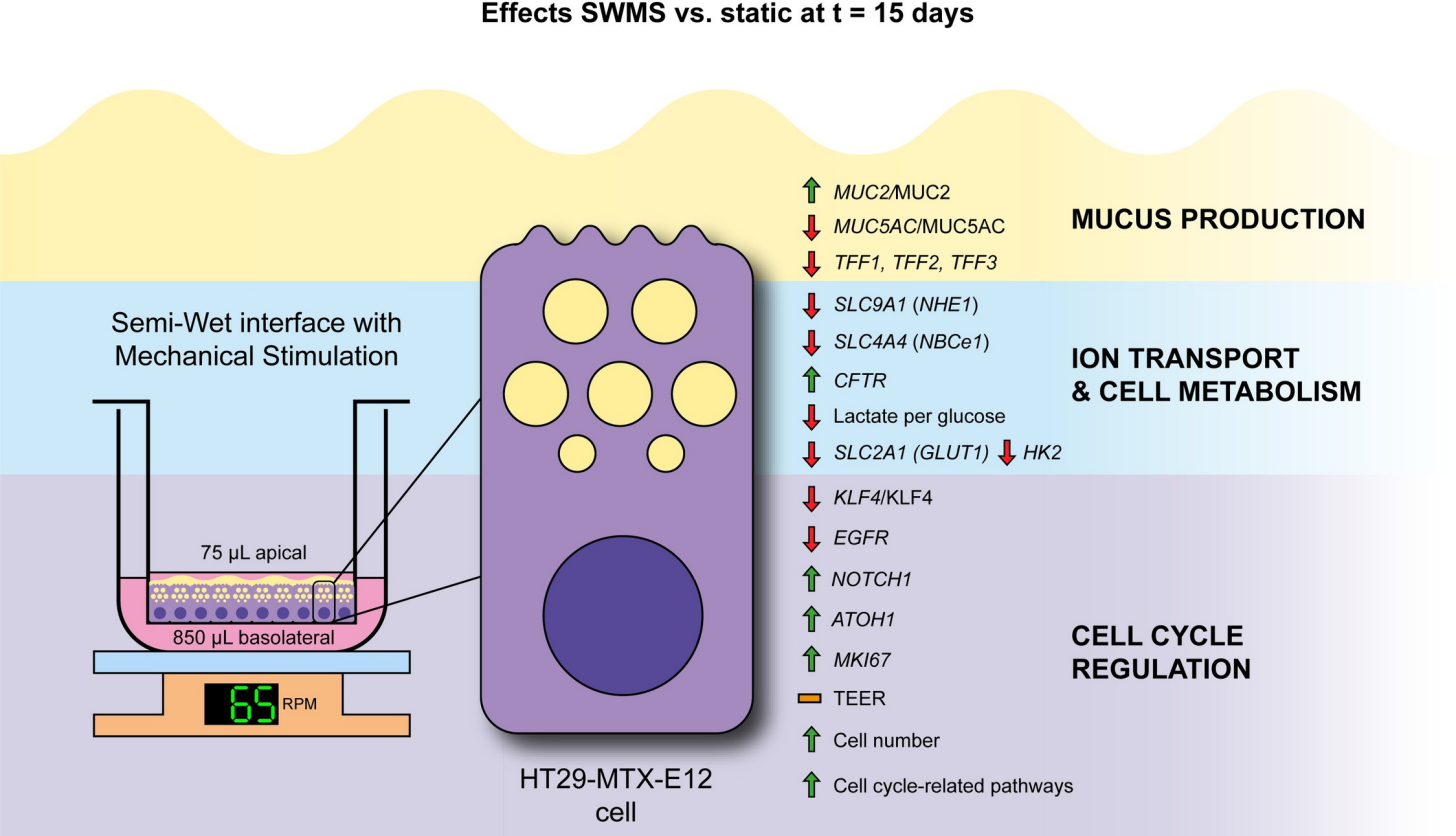
Graphical summary of effects observed in HT29-MTX-E12 cells grown under SWMS compared to static conditions at t = 15 days. HT29-MTX-E12 cells were grown on Transwell under static and SWMS conditions. The most important changes between static and SWMS at t = 15 days are depicted. *MUC2/*MUC2 *=* mucin 2; *MUC5AC/*MUC5AC = mucin 5; *TFF1/2/3* **=** trefoil factor 1/2/3; *SLC9A1* (*NHE1*) = Na^+^/H^+^ Exchanger 1; *SLC4A4* (*NBCe1*) = Na^+^/HCO3^-^ cotransporter 1; *CFTR* = Cystic Fibrosis transmembrane conductance regulator; lactate:glucose = amount of lactate (mole) produced per mole of glucose consumed in conditioned medium; *SLC2A1* (*GLUT1*) = Glucose Transporter Type 1; *HK2* = Hexokinase 2; *KLF4*/KLF4 = Kruppel like factor 4; *EGFR* = epidermal growth factor receptor; *NOTCH1* = Notch receptor 1; *ATOH1 =* atonal BHLH transcription factor *1*; *MKI67* = marker of proliferation Ki-67; TEER = transepithelial electrical resistance.

The transcriptomic analysis of HT29-MTX-E12 cells revealed that SWMS conditions resulted in a strong upregulation of genes and pathways related to cell cycle regulation. In line with this finding, we found higher cell numbers after SWMS culturing. Although the effect size was lower, similar results were found in Caco-2 cells. Similar to our results, a previous study using ALI–which is similar to the semi-wet interface part of SWMS conditions–also showed an increase in cell number and cell layer thickness in intestinal porcine epithelial cells [41], and increased cell proliferation in intestinal organoids [74]. Our experiments can, however, not answer whether the higher cell count is due to an increased height and/or a columnar shape of cells grown under SWMS, as seen in both ALI and SWMS cultures [27, 41] or due to stacking of the cells, although the concentration of cells in the centre of the well point to the latter. In any case, the shared upregulation of cell cycle-related pathways between colon carcinoma cell lines that are so different at the transcriptomic level [75], emphasizes the SWMS-specific effect on cell growth, independent of the cell type. As cell culturing conditions may also strongly influence cell morphology and tight junction formation [76], we explored if the SWMS method resulted in an increased resistance over the epithelial membrane by performing TEER measurements. TEER values of HT29-MTX-E12 cells were comparable to results from earlier studies [26, 77]. No differences were found between SWMS and static conditions for HT29-MTX-E12 cells during the culturing period, which was supported by the low number of differentially regulated genes related to intestinal barrier integrity. These findings are opposing the results from Navabi *et al*., as they found a slight, but significant, increase in TEER values of HT29-MTX-E12 cells cultured under SWMS conditions. However, apart from the fact that measurements were performed at 21 days, Navabi *et al*. also used a different device (Ussing chamber) for TEER measurements. Furthermore, the higher concentration of cells in the centre of the Transwell as a result of SWMS conditions may have resulted in an underestimation of TEER values, as the chopstick electrodes do not measure the resistance over the whole membrane. In addition to TEER measurements, we also carried out FITC-dextran assays with two probe sizes. The significantly increased paracellular permeability of cells grown under SWMS compared to static conditions is remarkable. Since we do not know whether the mucus layer can interfere with FITC-dextran, we decided to also wash of the mucus layer with the mucolytic agent NAc. This pre-treatment resulted in an unchanged paracellular permeability between both conditions. Nevertheless, the seemingly increased mucus permeability under SWMS, as quantified using FITC-dextran probes, is interesting, but require further investigation with more robust probes to study mucus penetrability, e.g. fluorescent beads [78] that do not chemically interact with mucus.

In parallel to cell proliferation, we also investigated the potential change in cell differentiation pathways as a result of the SWMS method. We focussed on the Notch/Atoh1 pathways, since these are key pathways in the decision between epithelial cell development into either absorptive or secretory cell types [53]. Given the MUC2-promoting effects of SWMS conditions in HT29-MTX-E12 cells, we hypothesized that SWMS conditions inhibited Notch and promoted Atoh1, thereby favouring the differentiation of secretory goblet cells. The interplay between Notch and Atoh in the context of goblet cell differentiation was underscored by the effect of the γ-secretase inhibitor DAPT, which further enhanced mucus production in HT29-MTX-E12 cells by indirectly inhibiting Notch, and thus promoting goblet cell differentiation [27]. Although we found a number of significantly differentially expressed target genes of both Notch and Atoh1, the results did not point towards one particular overrepresented pathway. Based on these results, we suppose that the increased MUC2 production in HT29-MTX-E12 cells was not the result of a change towards a favoured secretory cell fate. This was further supported by a significant downregulation of the goblet cell marker KLF4 at both protein and gene level. The downregulation of *KLF4*/KLF4, identified as a cell cycle checkpoint protein and negative regulator of cell growth [79, 80], matches with the observed increased cell cycle regulation under SWMS conditions. However, based on our results, we cannot identify cause-effect relations and point at the exact trigger that led to decreased *KLF4*/KLF4 expression.

Proper mucus production depends on the activity of ion transport [68] and ALI-models with other cell types have shown changes in ion transport [44, 81–83]. Therefore, the significant regulation of several key ion transporters in both HT29-MTX-E12 and Caco-2 cells in our microarray analysis, is interesting. It should be considered, however, that the microarray results are limited to one time point; in this case at which a lower pH is measured under SWMS versus static conditions. Therefore, we cannot conclude whether the change in mucus phenotype can be (partially) explained by differential regulation of ion transporters, or that this regulation is a consequence of the microclimate at the timepoint of analysis. Moreover, our method to measure pH did not allow us to measure potential local pH differences, as seen *in vivo* [84], which could further clarify the observed changes

It has been demonstrated previously that both the semi-wet conditions/ALI and the mechanical stimulation part of SWMS separately, support a more aerobic cell culture environment in non-intestinal cell lines [43–46]. More recent studies confirmed increased oxygen supply and oxidative phosphorylation, concomitant with suppressed glycolysis in intestinal epithelial cells from porcine origin [41, 42]. Similar to the study by Klasvogt *et al*. [42], we measured significantly lower lactate levels and decreased glucose consumption in HT29-MTX-E12 cells grown under SWMS conditions. 

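*HIF1A*, which encodes the oxygen-regulated subunit of the HIF-1 factor, had mean log2 levels of 8.89 under static conditions and 8.98 under SWMS in HT29-MTX-E12 cells. The difference was 0.09 (standard error 0.07, adjusted p = 0.67, limma), and in Caco-2 cells it was 0.02 (adjusted p = 0.93). Some genes it activates were lower, such as *SLC2A1*, which fell by 1.20 in Caco-2 cells, and *PDK1*, which fell by 1.46 there.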

Interestingly, as opposed to Klasvogt *et al*., we did not find a downregulation of the HIF-1α gene, but GSEA revealed significant enrichment of the HIF-1 signalling pathway among the downregulated pathways in both HT29-MTX-E12 and Caco-2 cells. This, together with the significantly decreased lactate-per glucose ratio, suggests that under SWMS conditions, cells switch to a more aerobic cell metabolism. Increased mucus production has been observed in other ALI-models (without mechanical stimulation), such as murine gastric surface mucous cells [46] and airway cells from different origins [85].

Mechanical stimulation as part of the SWMS conditions, induced by continuous shaking at 65 rpm, led to a continuous exposure to shear stress. In a model highly similar to SWMS, the shear stress value was calculated to be 1.6 × 10^−2^ ± 4.7 × 10^−3^ dyne/cm^2^ [86]. In other *in vitro* and *ex vivo* models, shear stress values between 1.3 and 2.0 × 10^−2^ dyne/cm^2^ were sufficient to increase MUC2 protein or gene expression in Caco-2 cells, colon organoids or enteroids compared to static conditions [28, 87]. Additionally, a recent study demonstrated increased mucus thickness of HT29-MTX cells cultured under physiologically relevant shear stress (0.009 dyne/cm^2^ [28]), with changes in relative *MUC2* and *MUC5AC* expression compared to static conditions over time [88]. Although we were not able to replicate MUC2-inducing effects in Caco-2 and our model cannot be directly compared to aforementioned models in terms of mechanical stimulation and culture time, we cannot exclude the possibility that shear stress played a role in the observed increase in mucus production under SWMS. Interestingly, next to its role in cell differentiation and cell cycle arrest [89], KLF4 is also known as a mechanosensitive transcription factor in vascular endothelial cells [90], osteoblasts [91] and a dermal cell line [92], in a context-dependent manner. To the best of our knowledge, there is no literature available providing evidence for a link between shear stress and KLF4 in intestinal tissues or models. Moreover, the relation between KLF4 and significantly regulated cytoskeleton-related and mechanosensitive genes (panels listed in S1 File) remains to be further investigated.

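Of 180 measured genes of the mechanosensitive panel, 4 were higher and 12 lower in HT29-MTX-E12 cells and 11 were higher and 30 lower in Caco-2 cells (limma, adjusted p < 0.05). Adjusted over the list alone the counts were 4 and 13, and 16 and 38. The paper does not say how this panel was chosen, so that the counts may not be independent evidence. The checkpoint kinase gene *CHEK1* rose by 1.23 on the log2 scale in HT29-MTX-E12 cells and *SLITRK6* fell by 0.98. In Caco-2 cells *ADGRV1*, an adhesion receptor, rose by 1.42 and *IGFBP2* fell by 1.44. The median of the panel was -0.04 in HT29-MTX-E12 cells (camera, adjusted p = 0.12) and -0.10 in Caco-2 cells (camera, adjusted p = 0.049, and adjusted p = 0.29 with an estimated correlation). On a list of 25 targets of YAP, a transcriptional coactivator that responds to mechanical load, 1 gene was higher and 3 were lower in HT29-MTX-E12 cells (2 and 6 when adjusted over the list alone). *NUAK2* rose by 1.16, *MYOF* fell by 1.02 and *AJUBA* by 0.67, and the median was -0.25 (camera, adjusted p = 0.014, and adjusted p = 0.42 with an estimated correlation). In Caco-2 cells 2 were higher and 8 lower (2 and 9 when adjusted over the list alone), with *AMOTL2* down by 1.10 and *NT5E* up by 1.03, and the median was -0.29 (camera, adjusted p = 0.0029, and adjusted p = 0.29 with an estimated correlation).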

[92, 93] An important limitation of our study is that our microarray was restricted to a single time point, whereas our study aimed to capture an overview of the cellular processes affected by the SWMS culture method. To increase insight in gene expression over time (e.g. with regard to cell proliferation or mucus production), future studies should include multiple time points. Another limitation is that gene expression does not always match with protein expression or activity, though protein levels of MUC2, MUC5AC and KLF4 supported the changes observed at gene levels in both HT29-MTX-E12 and Caco-2 cells. Apart from technical limitations of our study, we demonstrate that HT29-MTX-E12 cells grown under SWMS conditions, as a model developed to better represent the *in vivo* intestine in terms of MUC2 and cell morphology [27] still has its limitations. For instance, the downregulation of genes encoding other mucus-associated proteins, such as TFF3, suggest a less representative mucus layer in terms of whole mucus composition. Additionally, although we focussed primarily on secreted mucins, transmembrane mucins also contribute to a healthy mucosal barrier and prevent the invasion of pathogens [94], amongst a myriad of other functions (reviewed in a.o. [95]. 

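*MUC1*, a transmembrane mucin of most epithelia, had mean log2 levels of 7.45 under static conditions and 7.32 under SWMS in HT29-MTX-E12 cells, a difference of -0.13 (standard error 0.20, adjusted p = 0.86, limma). *MUC4*, another transmembrane mucin, was at 3.09 and 2.92, a difference of -0.17 (adjusted p = 0.83).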

In our transcriptomic analysis, however, *MUC1* was not significantly regulated under SWMS conditions and *MUC4* was only expressed at low levels in HT29-MTX-E12 cells. Though, protein expression of these mucins, as well as their contribution to the model, would be worthwhile studying in future experiments. Still, the function of the SWMS-produced mucus layer as a physical barrier was demonstrated by its interference with the genotoxic activity of colibactin, a toxin produced by certain *Escherichia coli* strains [32]. In a similar fashion, the model could be applied to evaluate the diffusion of drugs and other particles [96]. Furthermore, the model could be useful to study interactions with both pathogenic and commensal bacteria, but would further require quantification of the mucin glycans present, as these have demonstrated to play a crucial role in mucin-microbe interactions [97].

Altogether, we confirm the usefulness of SWMS cell culture conditions to improve the *in vivo* representation of the mucus layer *in vitro*, with regard to the increase in intestinal mucin MUC2. Our study provides insight in potential underlying processes, which might ultimately lead to a step-by-step improvement of the representativeness of the *in vitro* mucus layer. For instance, our study demonstrates upregulation of cell cycle regulation, downregulation of KLF4, differential regulation of ion transporters and increased aerobic metabolism of cells cultured under SWMS versus static conditions. Further research should also focus on the qualitative aspects of the *in vitro* mucus layer, for example with regard to mucin glycosylation, disulphide bonds that assure firmness of the mucus, and the contribution of other proteins present in the mucus layer, such as TFFs, as observed *in vivo*.

## Supporting information

S1 Fig Overview microarray results in HT29-MTX-E12, Caco-2 and LS174T cells grown under static and/or SWMS conditions. **A)** Volcano plot highlighting the Log Fold Change (logFC) on the x-axis and the corresponding *p*-values (-log(10)) on the y-axis for the comparison SWMS versus static conditions in HT29-MTX-E12 cells and **B)** Caco-2 cells. *n* = 3.
(PDF)

S2 Fig Overview of Dot Blot results for A) MUC2 and B) MUC5AC in HT29-MTX-E12 cells cultured under static and SWMS conditions and LS174T cells. A concentration of 68.2 μg/mL was blotted and seven times serially diluted 1:2. In column 4, 8 and 12, PBS was used as a negative control. C) Images of Ponceau Red staining (colorimetric and photographic) that were used as reference for total protein content. Protein density was based on the colorimetric image. D) Protein expression of MUC2 and MUC5AC in LS174T cells, expressed as density (a.u.) per ug/mL protein blotted, after correction of Ponceau Red density (*n* = 3) E) Ratio of MUC2 and MUC5AC protein expression in LS174T cells (*n* = 3). Original Dot Blots for Caco-2 are displayed in F) for MUC2 and G) for MUC5AC. Caco-2 data are indicated with a blue box. HT29-MTX-E12 and LS174T samples have been repeated including additional replicates for figure A and B.
(PDF)

S3 Fig Venn diagram showing the number of shared and unique differentially expressed up- and downregulated genes (-1.5 ≥ Fold change ≥ 1.5) between HT29-MTX-E12 and Caco-2 cells cultured under static and SWMS conditions. The top 20 up- and downregulated genes shared between HT29-MTX-E12 and Caco-2 cells is given in the tables.
(PDF)

S4 Fig Overview of cell-cycle regulation parameters in HT29-MTX-E12 and Caco-2 cells under static and SWMS conditions. **A)** Microarray gene expression values (Log2) of *MKI67* in HT29-MTX-E12 and Caco-2 cells cultured under static and SWMS conditions. **B)** Cell count after t = 15 days, expressed as cells per cm^2^, of HT29-MTX-E12 and Caco-2 cells cultured under static and SWMS conditions. **** *p* < 0.0001.
(PDF)

S5 Fig Western immunoblotting results of KLF4, including all three biological replicates (batch 1, 2 and 3) in Caco-2, HT29-MTX-E12 and LS174T-cells grown under static and SWMS conditions or static only (LS174T). HSP90 was used as house-keeping protein.
(PDF)

S6 Fig Images of HT29-MTX-E12 and Caco-2 cells grown under static and SWMS conditions. A) Pictures of HT29-MTX-E12 and Caco-2 cells grown under static and SWMS conditions at t = 15 days. B) Bright-field microscopy pictures (20x) of HT29-MTX-E12 and Caco-2 cells grown under static and SWMS condition, focussed on the centre of the Transwell membranes.
(PDF)

S7 Fig pH data and calibration of HT29-MTX-E12 and Caco-2 cells under static and SWMS conditions. **A)** Ratio of Absorbance of cell culture medium (415 and 560 nm) of HT29-MTX-E12 and Caco-2 cells under static and SWMS conditions measured at 5% CO_2_. **B)** Medium pH of apical and basolateral compartments of HT29-MTX-E12 cells grown under static and SWMS conditions at t = 1–14 days. * *p* < 0.05; ** *p <* 0.01, *n* = 3 **C)** Standard curve of pH values and absorbance values of cell culture medium measured at 415/560 nm at 5% CO_2_. **D)** The linear part the standard curve, including trendline.
(PDF)

S8 Fig Lactate and glucose concentrations of HT29-MTX-E12 cells grown under static and SWMS conditions. **A)** Lactate concentration (mM) in cell culture medium of HT29-MTX-E12 cells collected during every medium refreshing moment. **B)** Total lactate (micromole) produced per well in medium collected from apical and basolateral compartments of HT29-MTX-E12 grown under static or SWMS conditions, at t = 1–14 days. **C)** Total glucose (micromole) consumed per well from medium collected from apical and basolateral compartments of HT29-MTX-E12 grown under static and SWMS conditions, at t = 1–14 days.
(PDF)

S1 File Panels of genes, including mucins, goblet cell markers, epithelial barrier-related genes, KLF4-target genes, ion transporters, cytoskeleton and mechanosensitive genes in HT29-MTX-E21 cells. The RMA values of the three independent biological replicates are given, together with the corresponding fold changes and p-values between SWMS and static conditions.
(XLSX)

S2 File Up- and downregulated pathways between SWMS and static conditions in HT29-MTX-E12 and Caco-2 cells, obtained by Gene Set Enrichment Analysis (GSEA). NES = Normalized Enrichment Score; FDR = False Discovery Rate.
(XLSX)

S1 Raw images

# Supplementary material for: Characterization of increased mucus production of HT29-MTX-E12 cells grown under Semi-Wet interface with Mechanical Stimulation
**Source:** PLoS One. 2021 Dec 20;16(12):e0261191. doi: 10.1371/journal.pone.0261191

Supporting Figure 2

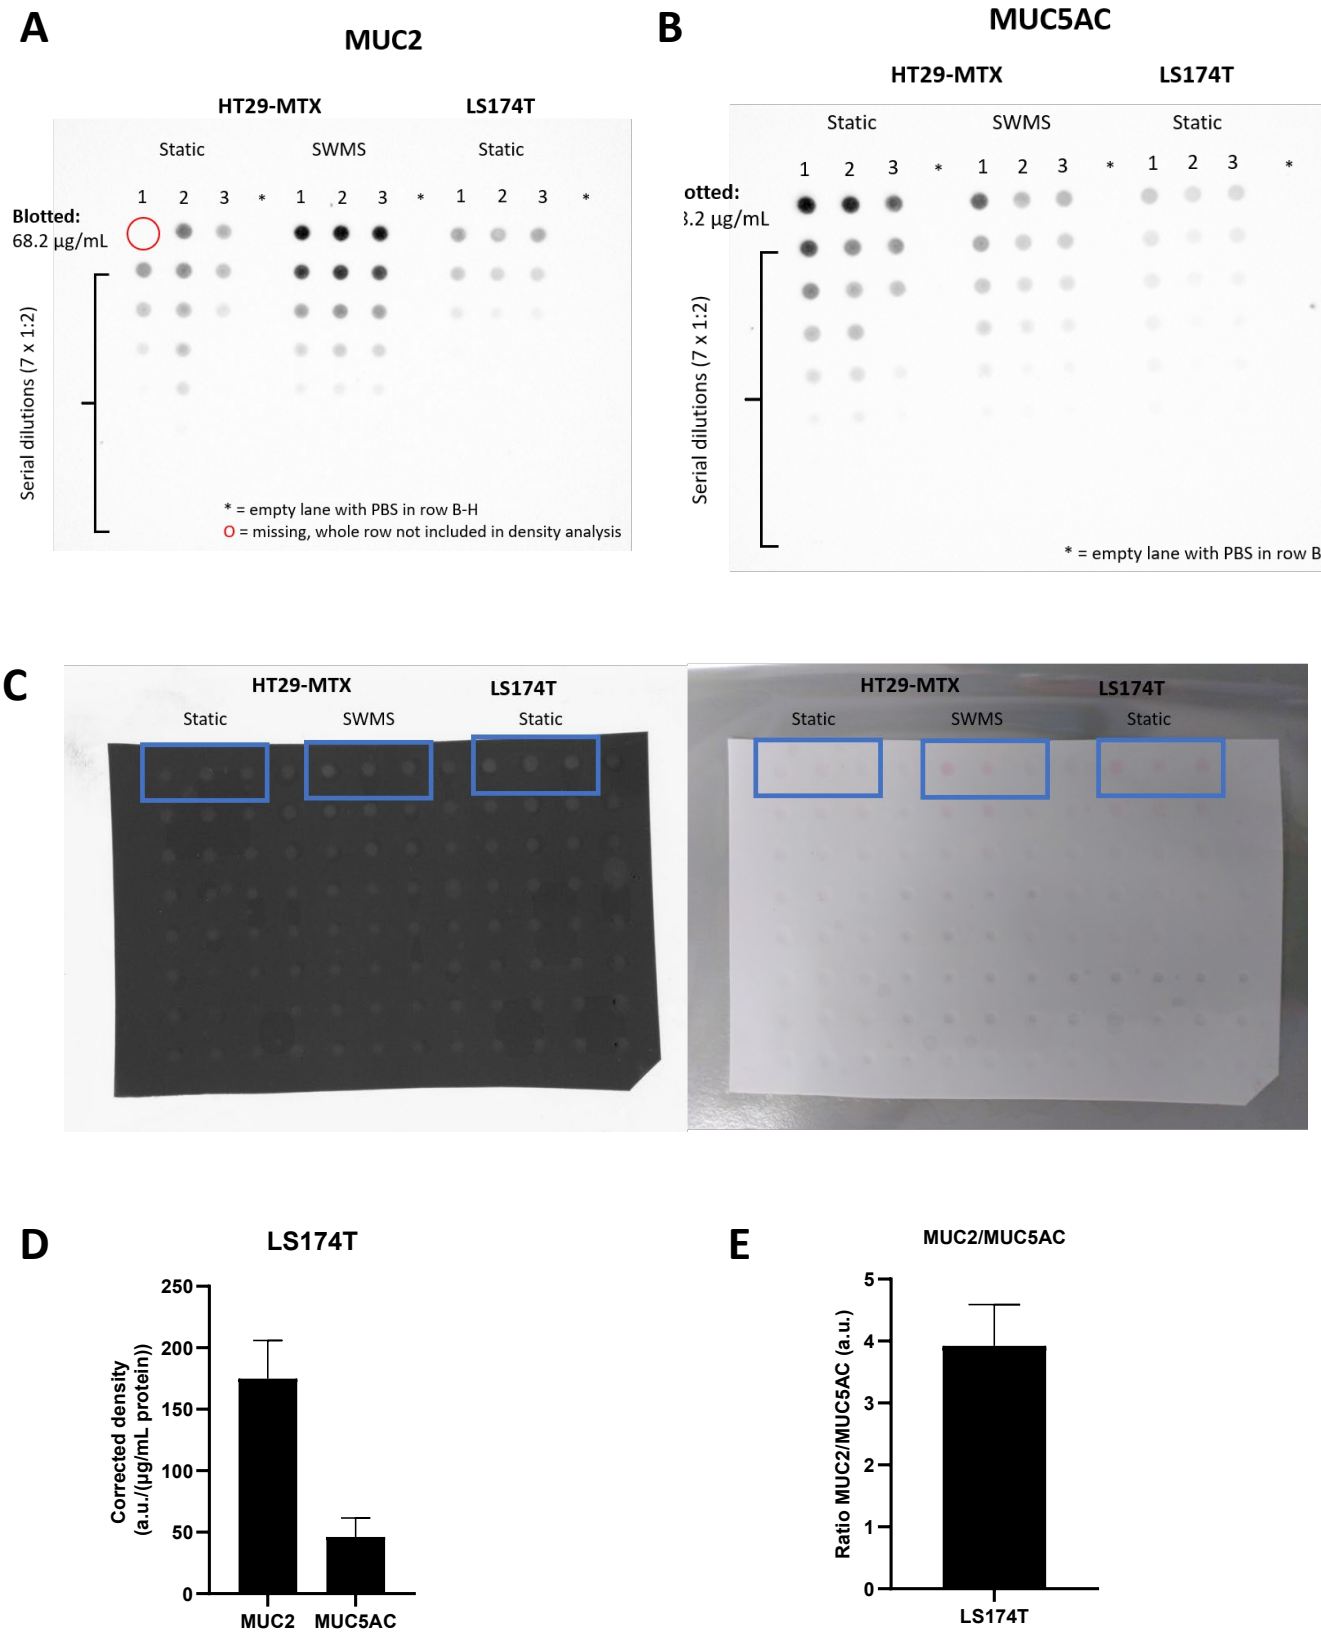

B

MUC5AC

HT29-MTX

LS174T

Static

SWMS

Static

1

2

3

*

1

2

3

*

1

2

3

*

Blotted:

3.2 $\mu\text{g/mL}$

Serial dilutions (7 x 1:2)

* = empty lane with PBS in row B

C

HT29-MTX

LS174T

Static

SWMS

Static

HT29-MTX

LS174T

Static

SWMS

Static

D

LS174T

Corrected density
(a.u./($\mu\text{g/mL}$ protein))

250

200

150

100

50

0

MUC2

MUC5AC

E

MUC2/MUC5AC

Ratio MUC2/MUC5AC (a.u.)

5

4

3

2

1

0

LS174T

Supporting Figure 2

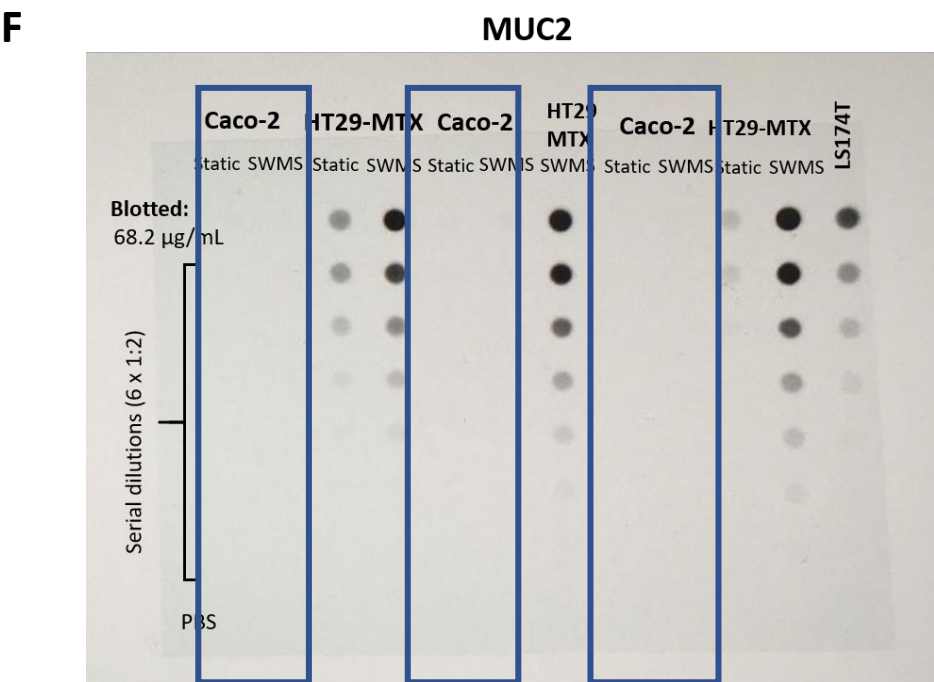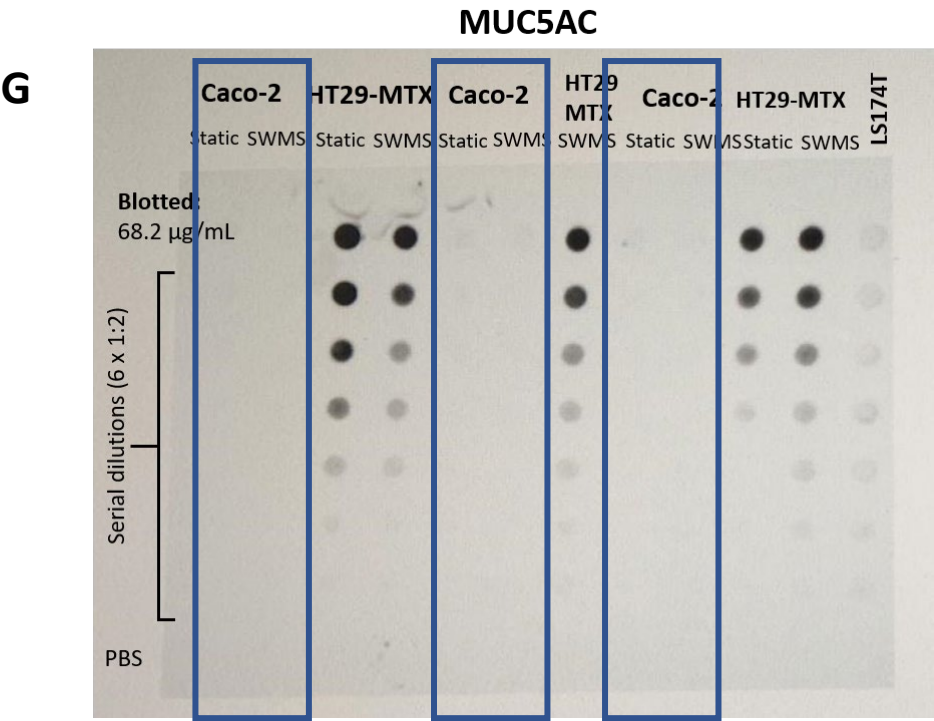

**Supplement:** S2 Fig — Overview of Dot Blot results for A) MUC2 and B) MUC5AC in HT29-MTX-E12 cells cultured under static and SWMS conditions and LS174T cells. A concentration of 68.2 μg/mL was blotted and seven times serially diluted 1:2. In column 4, 8 and 12, PBS was used as a negative control. C) Images of Ponceau Red staining (colorimetric and photographic) that were used as reference for total protein content. Protein density was based on the colorimetric image. D) Protein expression of MUC2 and MUC5AC in LS174T cells, expressed as density (a.u.) per ug/mL protein blotted, after correction of Ponceau Red density (n = 3) E) Ratio of MUC2 and MUC5AC protein expression in LS174T cells (n = 3). Original Dot Blots for Caco-2 are displayed in F) for MUC2 and G) for MUC5AC. Caco-2 data are indicated with a blue box. HT29-MTX-E12 and LS174T samples have been repeated including additional replicates for figure A and B.

# Supplementary material for: Characterization of increased mucus production of HT29-MTX-E12 cells grown under Semi-Wet interface with Mechanical Stimulation
**Source:** PLoS One. 2021 Dec 20;16(12):e0261191. doi: 10.1371/journal.pone.0261191
**Supplement:** S3 Fig — The top 20 up- and downregulated genes shared between HT29-MTX-E12 and Caco-2 cells is given in the tables.

Supporting Figure 3

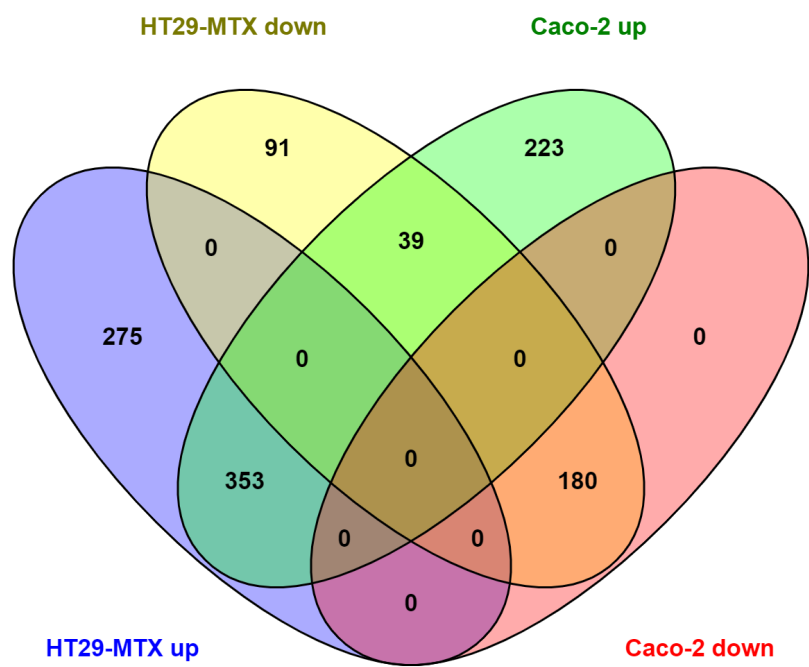

Up = FC ≥ 1.5
Down = FC ≤ -1.5

Top 20 upregulated genes shared between HT29-MTX and Caco-2

Gene name	FC in HT29-MTX	p-value	FC in Caco-2	p-value	Gene function
<i>RNY4P23</i>	10.80	0.00	2.12	0.05	RNY4 pseudogene 23
<i>KIF14</i>	8.00	0.00	1.52	0.01	kinesin family member 14
<i>KIF20A</i>	7.99	0.00	1.76	0.01	kinesin family member 20A
<i>DLGAP5</i>	7.91	0.00	2.04	0.00	DLG associated protein 5
<i>HMMR</i>	7.82	0.00	1.52	0.00	hyaluronan mediated motility receptor
<i>H4C1</i>	7.56	0.00	2.86	0.00	H4 clustered histone 1
<i>SPC25</i>	7.41	0.00	2.06	0.00	SPC25 component of NDC80 kinetochore complex
<i>H3C8</i>	7.20	0.00	2.17	0.00	H3 clustered histone 8
<i>TOP2A</i>	6.89	0.00	1.79	0.00	DNA topoisomerase II alpha
<i>CCNB1</i>	6.59	0.00	1.75	0.00	cyclin B1
<i>CENPF</i>	6.57	0.00	1.82	0.00	centromere protein F
<i>NDC80</i>	6.42	0.00	1.90	0.00	NDC80 kinetochore complex component
<i>H1-5</i>	6.04	0.00	2.57	0.00	H1.5 linker histone, cluster member
<i>ASPM</i>	6.02	0.00	2.02	0.00	abnormal spindle microtubule assembly
<i>PRR11</i>	5.97	0.00	1.52	0.00	proline rich 11
<i>CENPE</i>	5.95	0.00	1.88	0.00	centromere protein E
<i>NUSAP1</i>	5.82	0.00	1.72	0.00	nucleolar and spindle associated protein 1
<i>FOXM1</i>	5.72	0.00	1.81	0.00	forkhead box M1

Supporting Figure 3 (cont.)

Top 20 downregulated genes shared between HT29-MTX and Caco-2

Gene name	FC in HT29-MTX	p-value	FC in Caco-2	p-value	Gene function
<i>SLC6A10P</i>	-1.51	0.01	-2.29	0.00	solute carrier family 6 member 10, pseudogene
<i>CD55</i>	-1.51	0.00	-2.11	0.00	CD55 molecule (Cromer blood group)
<i>HLA-C</i>	-1.51	0.00	-2.07	0.00	major histocompatibility complex, class I, C
<i>SLC46A3</i>	-1.51	0.00	-1.97	0.00	solute carrier family 46 member 3
<i>NRAD1</i>	-1.51	0.00	-1.64	0.00	non-coding RNA in the aldehyde dehydrogenase 1A pathway
<i>BCAT1</i>	-1.52	0.00	-2.60	0.00	branched chain amino acid transaminase 1
<i>ELF3-AS1</i>	-1.52	0.00	-1.58	0.00	ELF3 antisense RNA 1
<i>ARL14</i>	-1.52	0.01	-2.08	0.00	ADP ribosylation factor like GTPase 14
<i>MIR4268</i>	-1.52	0.01	-1.50	0.03	microRNA 4268
<i>MUC13</i>	-1.52	0.00	-3.20	0.00	mucin 13, cell surface associated
<i>ZNF625</i>	-1.52	0.04	-1.66	0.03	zinc finger protein 625
<i>VSIR</i>	-1.53	0.00	-1.71	0.00	V-set immunoregulatory receptor
<i>UACA</i>	-1.53	0.00	-1.53	0.00	uveal autoantigen with coiled-coil domains and ankyrin repeats
<i>TSPAN18</i>	-1.53	0.00	-3.25	0.00	tetraspanin 18
<i>EGFL7</i>	-1.53	0.00	-1.57	0.00	EGF like domain multiple 7
<i>PHKA2-AS1</i>	-1.53	0.01	-2.82	0.00	PHKA2 antisense RNA 1
<i>EPB41L1</i>	-1.54	0.00	-1.89	0.00	erythrocyte membrane protein band 4.1 like 1
<i>PTPRH</i>	-1.54	0.00	-1.60	0.00	protein tyrosine phosphatase receptor type H
<i>PDK1</i>	-1.55	0.00	-2.79	0.00	pyruvate dehydrogenase kinase 1
<i>LRP1</i>	-1.55	0.00	-1.66	0.00	LDL receptor related protein 1

# Supplementary material for: Characterization of increased mucus production of HT29-MTX-E12 cells grown under Semi-Wet interface with Mechanical Stimulation
**Source:** PLoS One. 2021 Dec 20;16(12):e0261191. doi: 10.1371/journal.pone.0261191

Supporting Figure 4

A

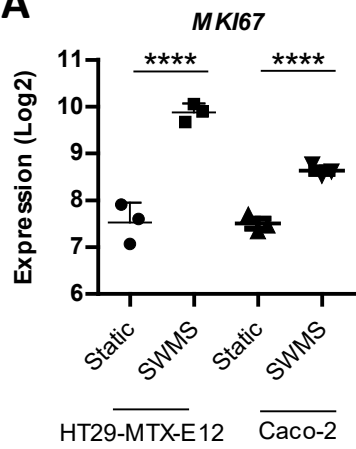

B

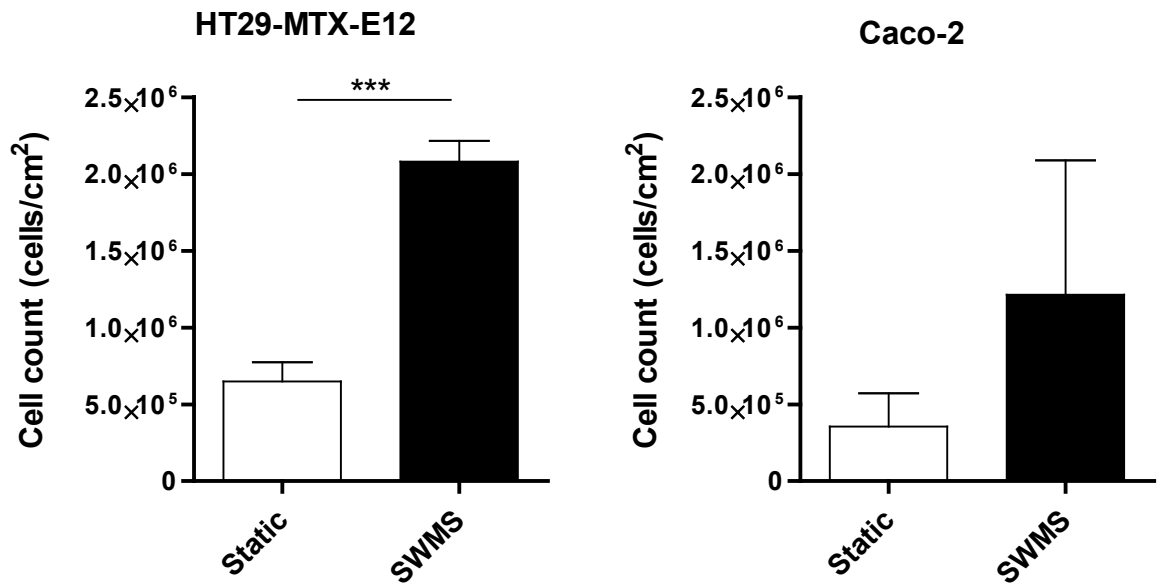

Supporting Figure 3 (cont.)

Top 20 downregulated genes shared between HT29-MTX and Caco-2

Gene name	FC in HT29-MTX	p-value	FC in Caco-2	p-value	Gene function
<i>SLC6A10P</i>	-1.51	0.01	-2.29	0.00	solute carrier family 6 member 10, pseudogene
<i>CD55</i>	-1.51	0.00	-2.11	0.00	CD55 molecule (Cromer blood group)
<i>HLA-C</i>	-1.51	0.00	-2.07	0.00	major histocompatibility complex, class I, C
<i>SLC46A3</i>	-1.51	0.00	-1.97	0.00	solute carrier family 46 member 3
<i>NRAD1</i>	-1.51	0.00	-1.64	0.00	non-coding RNA in the aldehyde dehydrogenase 1A pathway
<i>BCAT1</i>	-1.52	0.00	-2.60	0.00	branched chain amino acid transaminase 1
<i>ELF3-AS1</i>	-1.52	0.00	-1.58	0.00	ELF3 antisense RNA 1
<i>ARL14</i>	-1.52	0.01	-2.08	0.00	ADP ribosylation factor like GTPase 14
<i>MIR4268</i>	-1.52	0.01	-1.50	0.03	microRNA 4268
<i>MUC13</i>	-1.52	0.00	-3.20	0.00	mucin 13, cell surface associated
<i>ZNF625</i>	-1.52	0.04	-1.66	0.03	zinc finger protein 625
<i>VSIR</i>	-1.53	0.00	-1.71	0.00	V-set immunoregulatory receptor
<i>UACA</i>	-1.53	0.00	-1.53	0.00	uveal autoantigen with coiled-coil domains and ankyrin repeats
<i>TSPAN18</i>	-1.53	0.00	-3.25	0.00	tetraspanin 18
<i>EGFL7</i>	-1.53	0.00	-1.57	0.00	EGF like domain multiple 7
<i>PHKA2-AS1</i>	-1.53	0.01	-2.82	0.00	PHKA2 antisense RNA 1
<i>EPB41L1</i>	-1.54	0.00	-1.89	0.00	erythrocyte membrane protein band 4.1 like 1
<i>PTPRH</i>	-1.54	0.00	-1.60	0.00	protein tyrosine phosphatase receptor type H
<i>PDK1</i>	-1.55	0.00	-2.79	0.00	pyruvate dehydrogenase kinase 1
<i>LRP1</i>	-1.55	0.00	-1.66	0.00	LDL receptor related protein 1

Supporting Figure 3

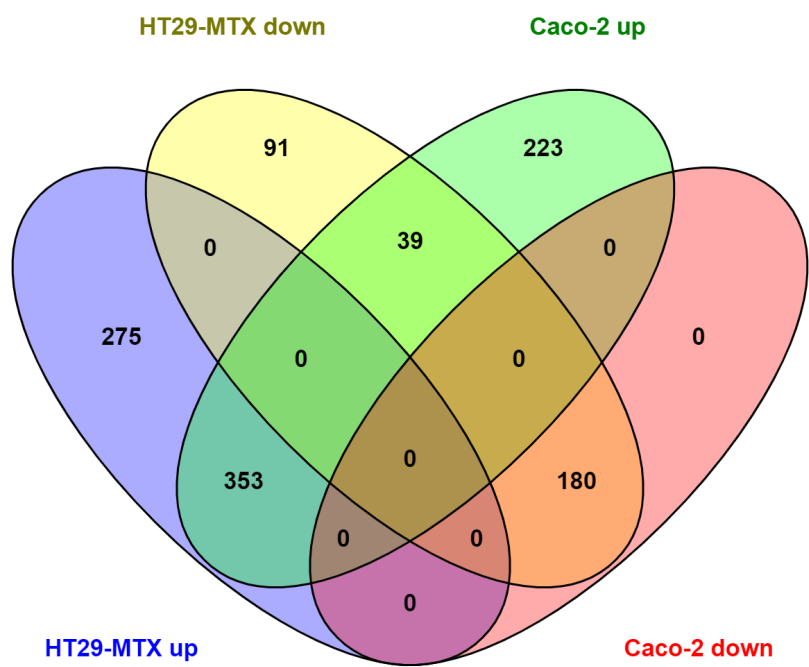

Up = FC ≥ 1.5
Down = FC ≤ -1.5

Top 20 upregulated genes shared between HT29-MTX and Caco-2

Gene name	FC in HT29-MTX	p-value	FC in Caco-2	p-value	Gene function
<i>RNY4P23</i>	10.80	0.00	2.12	0.05	RNY4 pseudogene 23
<i>KIF14</i>	8.00	0.00	1.52	0.01	kinesin family member 14
<i>KIF20A</i>	7.99	0.00	1.76	0.01	kinesin family member 20A
<i>DLGAP5</i>	7.91	0.00	2.04	0.00	DLG associated protein 5
<i>HMMR</i>	7.82	0.00	1.52	0.00	hyaluronan mediated motility receptor
<i>H4C1</i>	7.56	0.00	2.86	0.00	H4 clustered histone 1
<i>SPC25</i>	7.41	0.00	2.06	0.00	SPC25 component of NDC80 kinetochore complex
<i>H3C8</i>	7.20	0.00	2.17	0.00	H3 clustered histone 8
<i>TOP2A</i>	6.89	0.00	1.79	0.00	DNA topoisomerase II alpha
<i>CCNB1</i>	6.59	0.00	1.75	0.00	cyclin B1
<i>CENPF</i>	6.57	0.00	1.82	0.00	centromere protein F
<i>NDC80</i>	6.42	0.00	1.90	0.00	NDC80 kinetochore complex component
<i>H1-5</i>	6.04	0.00	2.57	0.00	H1.5 linker histone, cluster member
<i>ASPM</i>	6.02	0.00	2.02	0.00	abnormal spindle microtubule assembly
<i>PRR11</i>	5.97	0.00	1.52	0.00	proline rich 11
<i>CENPE</i>	5.95	0.00	1.88	0.00	centromere protein E
<i>NUSAP1</i>	5.82	0.00	1.72	0.00	nucleolar and spindle associated protein 1
<i>FOXM1</i>	5.72	0.00	1.81	0.00	forkhead box M1

Supporting Figure 2

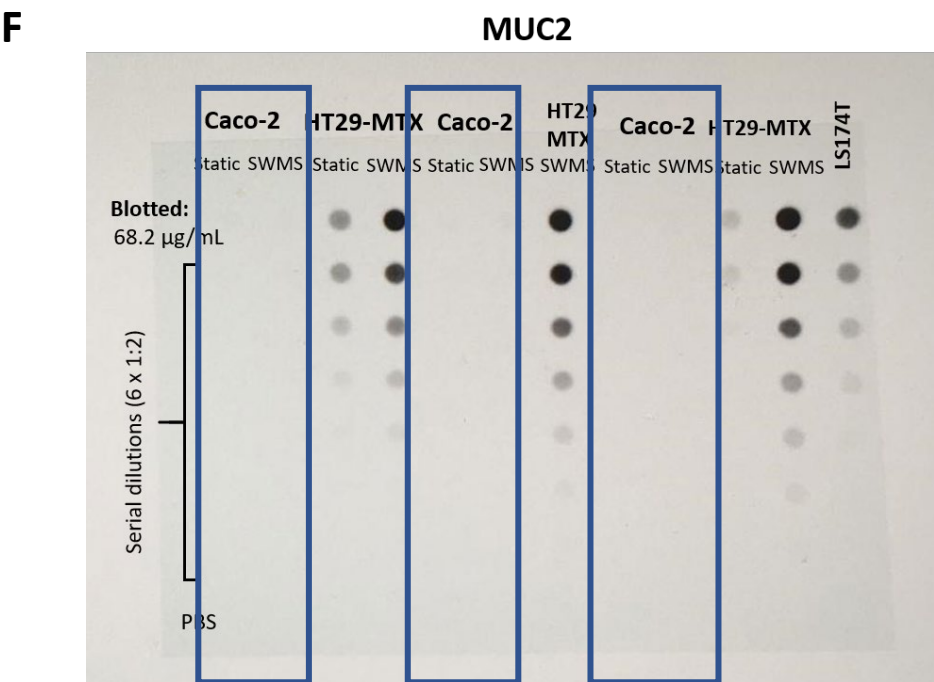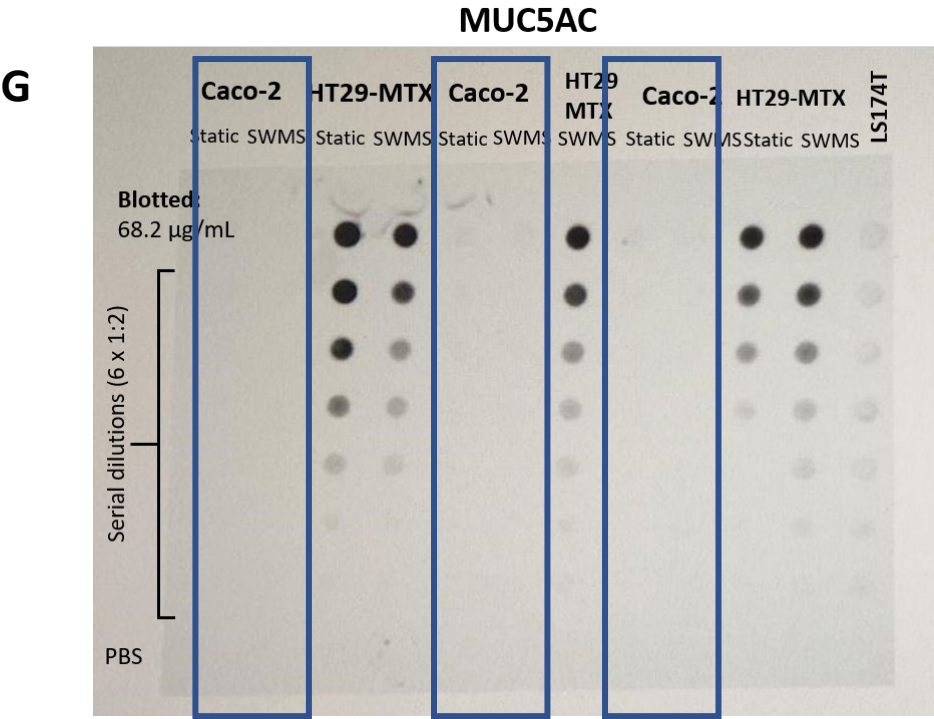

Supporting Figure 2

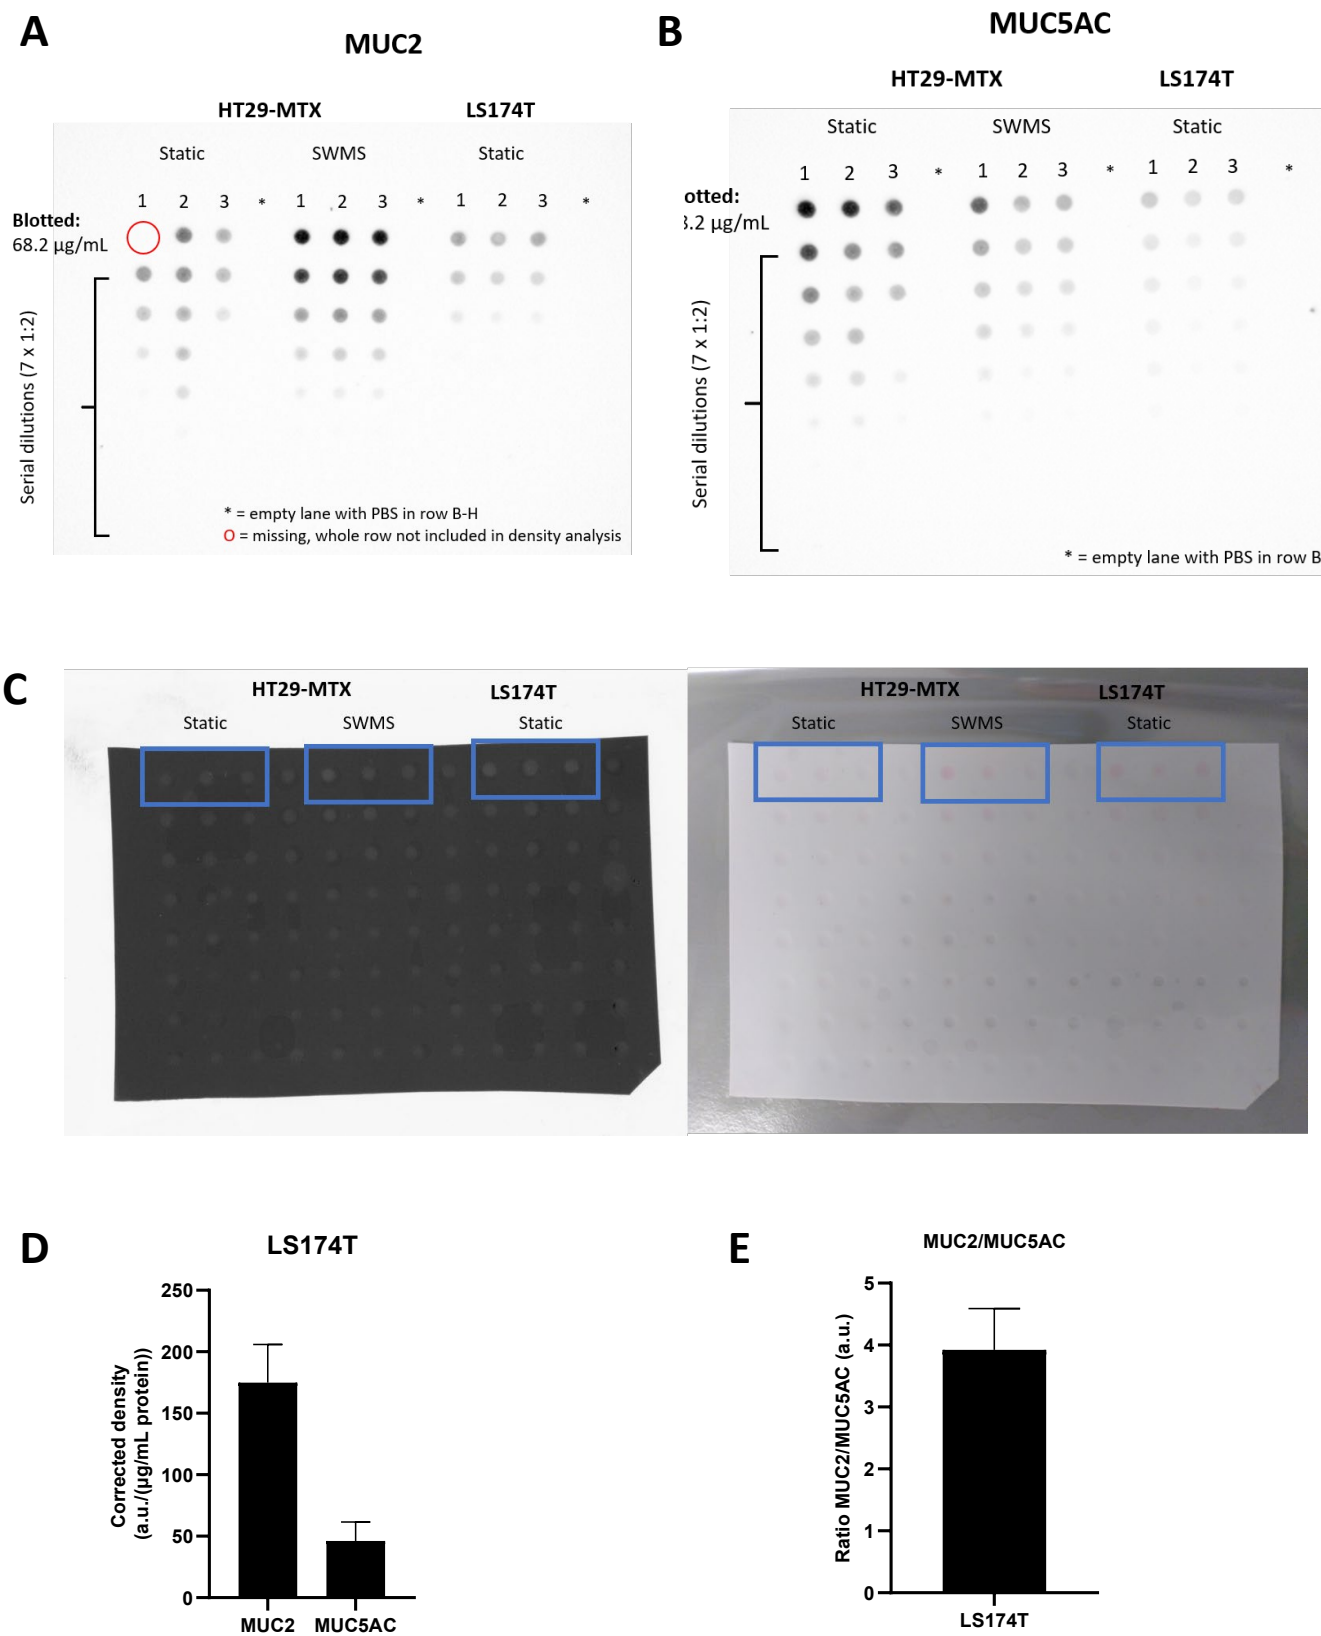

Supporting figure 1

A

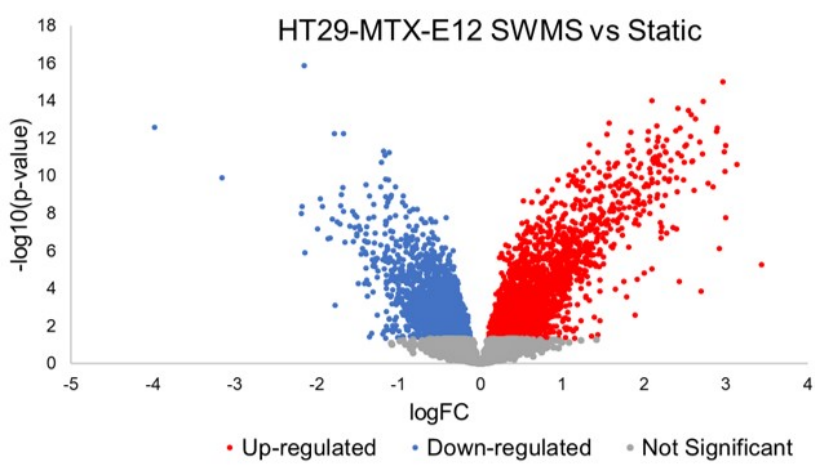

B

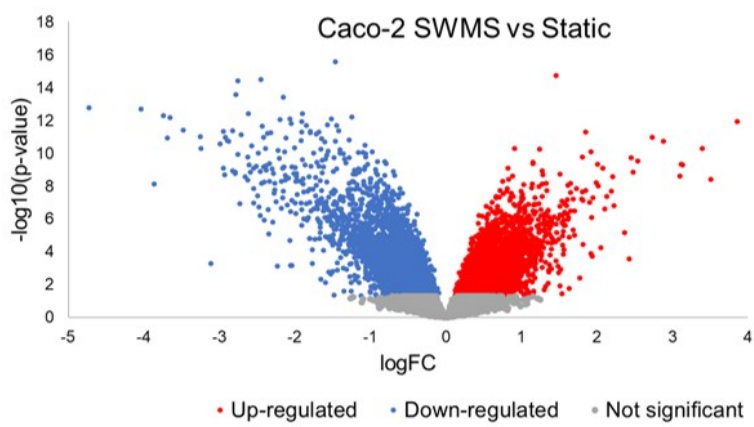

**Supplement:** S4 Fig — A) Microarray gene expression values (Log2) of MKI67 in HT29-MTX-E12 and Caco-2 cells cultured under static and SWMS conditions. B) Cell count after t = 15 days, expressed as cells per cm2, of HT29-MTX-E12 and Caco-2 cells cultured under static and SWMS conditions. **** p < 0.0001.

# Supplementary material for: Characterization of increased mucus production of HT29-MTX-E12 cells grown under Semi-Wet interface with Mechanical Stimulation
**Source:** PLoS One. 2021 Dec 20;16(12):e0261191. doi: 10.1371/journal.pone.0261191
**Supplement:** S1 Raw images

Raw files of Supporting Figure 2 of which data was used to generate bar charts of Figure 2B and C

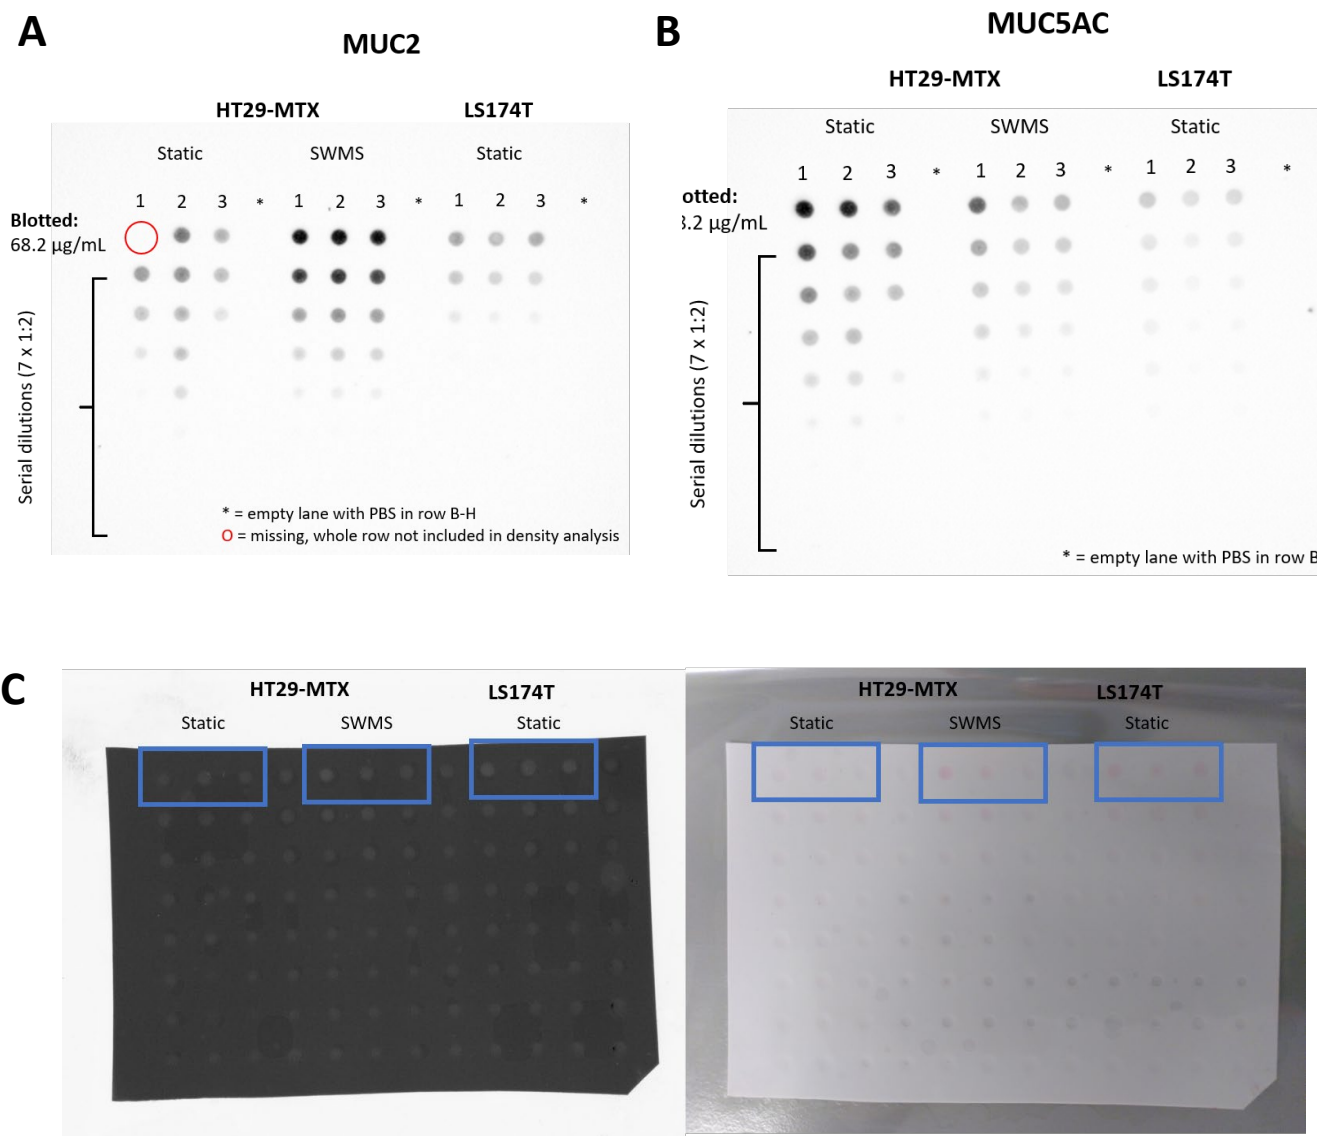

Signals were quantified using the ChemiDoc MP system (Bio-Rad) and Clarity ECL substrate (Bio-Rad)

Raw files of Supporting Figure 2 supporting claim that Caco-2 did not show protein expression of MUC2 and MUC5AC

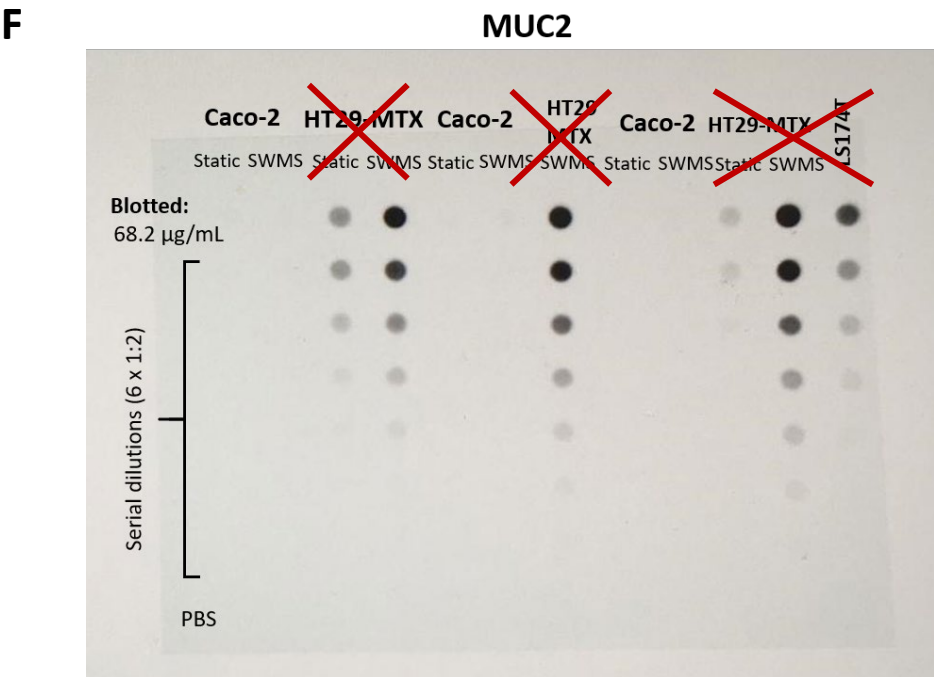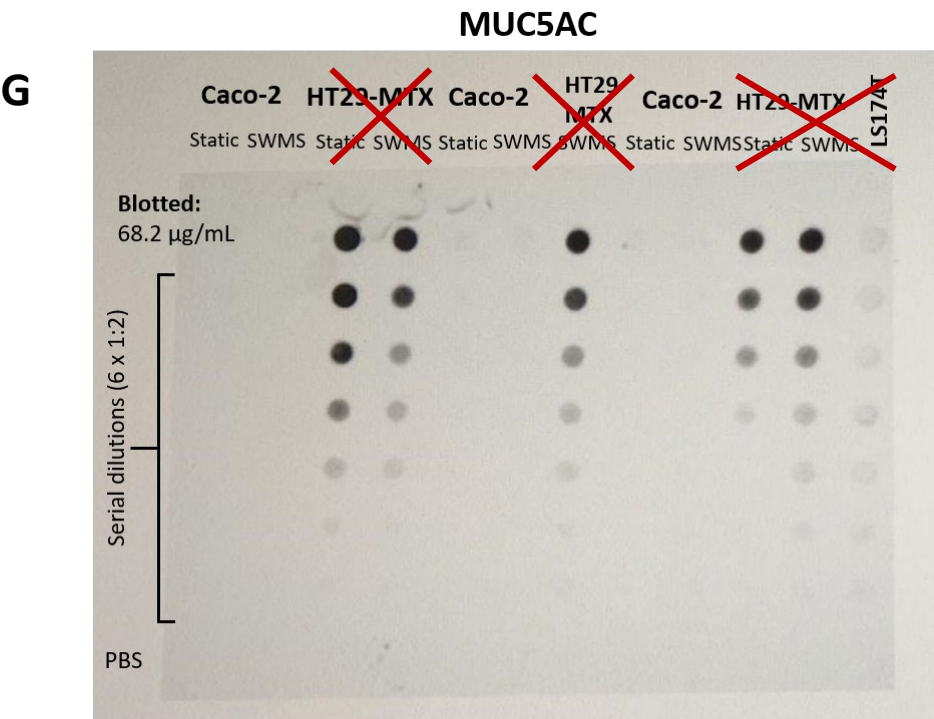

Signals were quantified using the ChemiDoc MP system (Bio-Rad) and Clarity ECL substrate (Bio-Rad)

Raw files of Supporting Figure 5 of which data was used to generate figure 3A and B

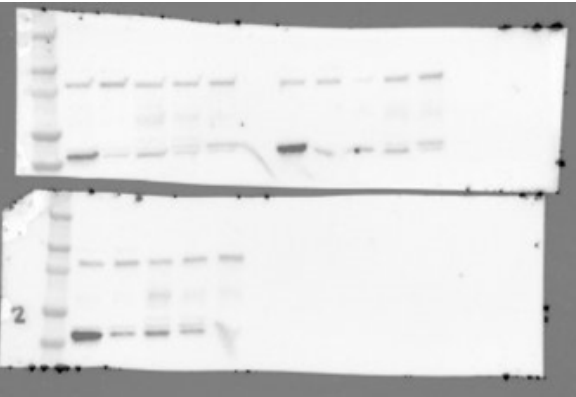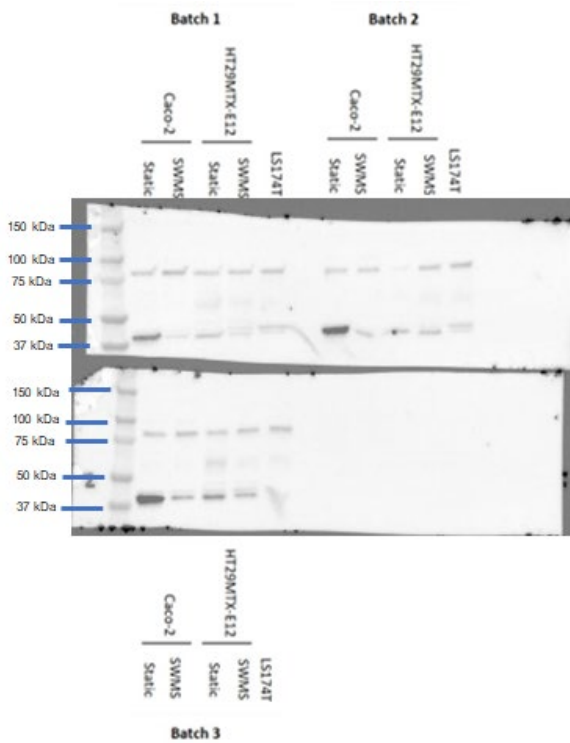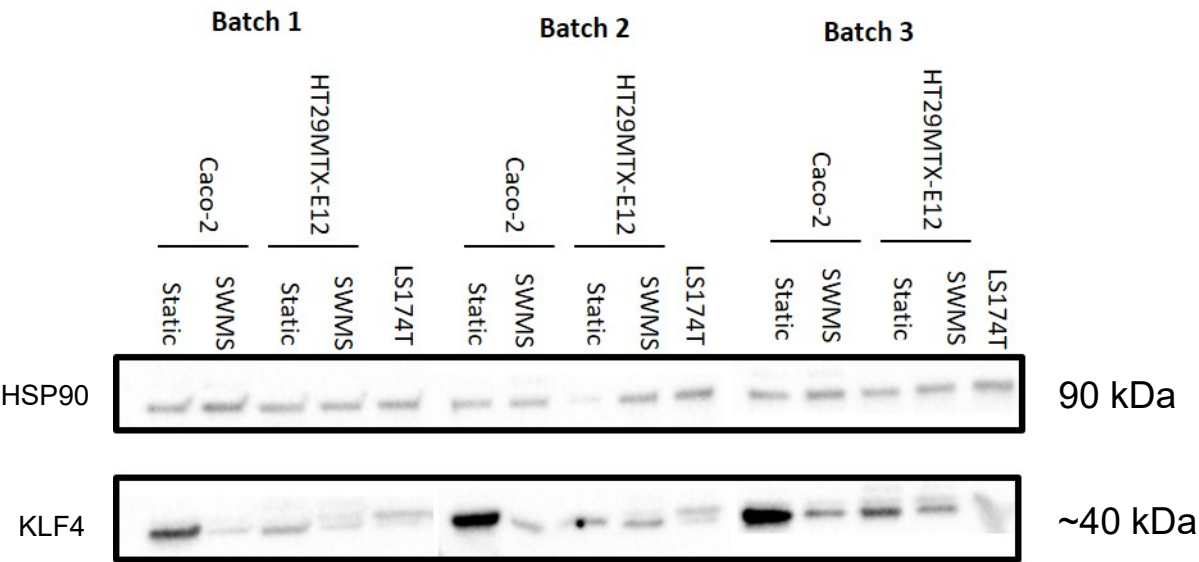

Signals were quantified using the ChemiDoc MP system (Bio-Rad) and Clarity ECL substrate (Bio-Rad)

How the deposited data were processed for this re-analysis (not part of the article)

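Gene expression was measured on 15 Affymetrix Human Gene ST arrays, 3 biological replicates for each of 5 groups: HT29-MTX-E12 cells under static and SWMS conditions, Caco-2 cells under static and SWMS conditions, and LS174T cells under static conditions. The deposited values are log2 intensities that the authors made with RMA (background correction, quantile normalization over arrays and a summary of the probes of each probe set). No step before these values was repeated. The deposited table holds 53617 probe sets with the transcript cluster identifiers of the array's own annotation. Of these, 23862 name 1 gene, 1851 name several and 27904 name none; 22569 symbols were brought up to date by gene ID. The 630 genes with several probe sets were represented by the probe set with the highest mean over all arrays, which gave 22389 genes. All probe sets entered the tests, and probe sets with several genes or none were left out of the counts of genes and the gene lists. *H4C1* was not analysed here, since no probe set names it alone.

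Quartiles of the log2 values ranged from 2.51 to 2.66 (lower) and from 5.78 to 6.06 (upper) over the arrays, and the median change of all genes under SWMS was -0.02 in both HT29-MTX-E12 and Caco-2 cells. Arrays have no read depth, so that their number limits the precision and values near the lower end of the signal carry little information. Each array had a correlation between 0.969 and 0.984 with the mean of its group.

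A linear model with 1 mean per group was fitted to all 15 arrays in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation along an intensity trend and 10 residual degrees of freedom. The comparisons were SWMS with static conditions in HT29-MTX-E12 cells, the same in Caco-2 cells, the difference between these responses, and LS174T cells with static HT29-MTX-E12 cells. All p-values are two-sided and were adjusted by the method of Benjamini and Hochberg over all probe sets. A gene counts as higher or lower at an adjusted p under 0.05. The methods use an unadjusted p under 0.05, which was counted beside it, with a fold change of 1.5 where the paper uses one. Counts shared by the cell lines were set beside the product of both counts over the number of genes. The ratio of *MUC2* to *MUC5AC* was tested by an exact permutation test, two-sided, which cannot give less than 0.1 with 3 arrays against 3.

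Replicate number was read as the experiment batch, as the labels give it. To check the pairing, each array's deviation from its group mean was compared between static and SWMS arrays. Arrays of the same number had correlations of 0.17, -0.01 and 0.23 in HT29-MTX-E12 cells, against at most 0.08, 0.01 and -0.07 with another batch, and of 0.03, -0.16 and -0.06 in Caco-2 cells, against at most 0.14, 0.22 and 0.03. The values thus show the pairing weakly in HT29-MTX-E12 cells and not in Caco-2 cells. The main model has no block, as the methods name none, and the batch was used as a block in an alternative.

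Gene lists were tested with camera at a preset correlation of 0.01, over the probe set chosen for each gene, with p-values adjusted over the lists. The 26 lists cover mitosis, DNA replication, DNA repair, histones, sterol synthesis, glycolysis, oxidative phosphorylation, the citric acid cycle, lipid oxidation, hypoxia targets, the unfolded protein response, lysosomes, mineral absorption, mucin O-glycosylation, goblet cells, enterocytes, enteroendocrine cells, stem cells, the Notch pathway, YAP targets, immediate early genes, interferon and antigen presentation, epithelial defence, and markers of endothelial cells, fibroblasts and leukocytes. They were written by hand from general knowledge, since the pathway sets of the paper's enrichment analysis were not at hand. The 7 panels come from S1 File. Camera was repeated with the correlation between genes estimated from the data, and fry was run on the same lists. After the largest changes in Caco-2 cells had been seen, 2 lists of hepatocyte genes were added.

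The principal component analysis used the 500 probe sets with the highest variance, scaled to unit variance, after the mean of each batch had been removed.

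Genes were named by a rule: per cell line the 10 largest increases and the 10 largest decreases among genes past the threshold with the same sign in all 3 batches, 67 genes the paper names, and the 4 members of each list with the smallest adjusted p, 270 genes in all. The values of the paper's tables had been seen when the rule was written. Other members of lists were named as examples after their values had been seen: *ADM*, *AHSG*, *ALDOC*, *APOA2*, *APOB*, *APOC3*, *ASCL2*, *ATP1B3*, *CA2*, *LCT*, *LDHA*, *MUCL1*, *PROM1*, *SI*, *SLC11A2*, *SLC12A2*, *SLC2A3*, *SLC39A4*, *SPINK1*, *SYTL2* and *VEGFA*.

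Alternatives were the batch as a block, array weights, both together, the intensity-based moderated statistic of the methods (IBMT, with a loess span of 0.3), moderation without the trend, each cell line fitted alone, probe sets with a mean log2 value under 4 in every group left out, quantile normalization repeated within each cell line, centring each array on probe sets with a mean of at least 6, the mean of a gene's probe sets, other thresholds, and each array left out in turn. Adjustment over the chosen probe set of each of the 22389 genes, and not over all probe sets, was added after seeing the data. A sign change was called a reversal only where at least one of the fits calls the result, a reading that was also chosen after seeing the data. For lists the direction was that of camera, and changes in the sign of a median were counted separately.

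The fit was tested on simulated data, drawn from the group means and spread of the arrays with no effect of SWMS. Changes were added to 200 probe sets per cell line. At log2 changes of 0.6, 1 and 2 the model recovered 13.6%, 58.2% and 94% of them in HT29-MTX-E12 cells, with 11 false calls. In Caco-2 cells it recovered 16.7%, 41.8% and 94%, with 5 false calls. The simulated noise was independent between probe sets and alike for all arrays. Fewer probe sets changed than were called in the data (1800 and 3371), so that the shares and false calls may differ in the real arrays.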

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

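The results here stood out because the response to SWMS differed between HT29-MTX-E12 and Caco-2 cells, or because the paper's text does not discuss them. Groups hold 3 arrays each, so that no test for a single array far from its group was applied. Of the tests in this part, those on a single array, on the signal ceiling and on the static level of mitosis genes were chosen only after the result had been seen, while those on scaling and on other splits of the arrays were planned.

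The response to SWMS differed between the cell lines in 1005 genes (limma, adjusted p < 0.05), which is a difference between groups. Among 100 ways of relabelling the arrays within both lines, drawn at random, the real one included, only 1 gave as many genes, and the highest of the others gave 626. The 3 highest of the others swap the labels of all Caco-2 arrays, so that they hold the response of that line with its sign turned. The relabelling did not keep the batches together. Most relabellings also break up the response to SWMS within each line, so that they do not test whether the real responses of the lines differ. Genes changed in the same direction in both lines numbered 356, and the highest of the other 99 relabellings gave 0. Since other splits within a line call no genes, a shared count of 0 follows from that, and the relabelling does not test the overlap. Within a line, 3 arrays against 3 give 10 splits, which are too few for a share under 0.05. There the real split gave 1238 genes in HT29-MTX-E12 cells and 2179 in Caco-2 cells, where the highest other split gave 0 in each line. For gene lists the real splits gave 18 lists in HT29-MTX-E12 cells (highest other 12) and 23 in Caco-2 cells (highest other 13).

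Mitosis genes rose more in HT29-MTX-E12 cells than in Caco-2 cells, with a median difference between the responses of 1.63 on the log2 scale. A signal ceiling in Caco-2 cells is argued against, since under SWMS these genes lay lower in Caco-2 than in HT29-MTX-E12 cells, by a median of -0.75 (batches -1.09, -0.71 and -0.45), and a single array is argued against as well, since without SWMS replicate 1 of Caco-2 cells the difference was 1.51. The lower static level of HT29-MTX-E12 cells stays open: static Caco-2 cells lay above them by a median of 0.87 (batches 0.84, 0.82 and 1.15) while the responses differed by 1.92, 1.52 and 1.51 in the same batches, so that the static level covers part of the difference and 3 batches do not settle how much. A lower rate of division in static HT29-MTX-E12 cells at this age of the culture is a candidate explanation that the arrays cannot separate from a stronger response to SWMS.

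Of the genes called in Caco-2 cells 69% were lower under SWMS, against 33.8% in HT29-MTX-E12 cells. Array scaling is argued against, since with each array centred on its bright probe sets the share was 62.8% (61.3% to 67.3% when 1 more array was left out). Without SWMS replicate 1 of Caco-2 cells, whose array weight of 0.319 was the lowest, the share was 54.4% (53.5% to 63.1% when 1 more array was left out), with lower genes still in the majority, so that a share of the imbalance may come from this array. Whether the rest reflects the culture condition is open, since 3 batches are too few to decide.

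Other gene lists with a response that differed between the lines, also with an estimated correlation, were enterocyte genes, with a median difference of 0.59, mineral absorption with 0.5 and epithelial defence with -0.29. Some enterocyte genes were too low in HT29-MTX-E12 cells for a fall to show, such as *APOA4* (3.34 to 4.22 over its arrays) and *FABP2* (2.12 to 2.61). How many genes this holds for was not counted. The enterocyte list had a median change of -0.89 in Caco-2 cells, where 23 of 38 genes were lower and 1 was higher (28 and 1 when adjusted over the list alone; camera, adjusted p = 8.7e-22, and adjusted p = 0.0047 with an estimated correlation), a signal the paper's text does not discuss. Of the 39 genes with the largest changes, 35 had a response that differed between the lines. They were picked for a large change within a line in the same data, and this choice favours a difference from the other line.

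Of 67 genes the paper names, 23 had a response that differed between the lines. More positive in HT29-MTX-E12 cells (log2 difference between the responses) were the cell cycle genes *KIF14* (2.71), *HMMR* (2.43), *DEPDC1* (2.37), *DLGAP5* (2), *KIF20A* (1.99), *CCNB1* (1.95), *SPC25* (1.49) and *MKI67* (1.29). Also more positive there were *SUCNR1* (3.33), *IL33* (3.12), *RNY4P23* (3.04), *SLC26A3* (1.45), *CTNNAL1* (1.24), *MUC13* (1.1) and *SLC2A1* (0.65). *SLC26A3* in HT29-MTX-E12 cells lay near the lower end of the signal in both conditions, so that a fall could not show there. *SUCNR1* and *IL33* lay near that end in both conditions in Caco-2 cells, where a fall could not show but a rise could. More negative in HT29-MTX-E12 cells were *TFF2* (-3.21), *SCGB2A1* (-3.13), *SPRR1B* (-2.1), *DUOX2* (-2.08), *TFF1* (-1.65), *TFF3* (-1.43), *DUOXA2* (-1.14) and *AGR2* (-0.97). In Caco-2 cells *SCGB2A1*, *SPRR1B*, *DUOX2* and *DUOXA2* lay near the lower end of the signal in both conditions, so that a fall could not show there.

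LS174T cells differed from static HT29-MTX-E12 cells in 7168 genes, a comparison the paper does not report, while the highest other split of these arrays gave 0, with splits too few for a share under 0.05.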

How the results depend on the processing

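The 10 tests of mitosis, DNA replication, glycolysis, hypoxia targets and mineral absorption kept the sign of their medians under every alternative run, as did the change of *MUC2* (0.24 to 0.71 without 1 array) and its ratio to *MUC5AC* (0.92 to 1.15). No called gene changed sign, and no called list changed the direction camera gave. Medians near 0 changed sign in 4 list results called in either fit: the goblet cell panel in Caco-2 cells (-0.1; 0.01 without SWMS replicate 1), stem cell genes in Caco-2 cells (0.07; -0.02 and -0.09 without static or SWMS replicate 3), goblet cell genes for the difference between the lines (-0.05; 0.02 without static replicate 1 or 2 of HT29-MTX-E12 cells) and the cytoskeleton panel in HT29-MTX-E12 cells (-0.02; 0.01 without static replicate 1). Adjusted p under 0.05 together with a fold change of at least 1.5 gave 263 lower genes in HT29-MTX-E12 cells, 116 higher and 100 lower in both lines and 26 in opposite directions, fewer by construction. By construction too, the unadjusted threshold of the methods gave more: 2141 higher and 1803 lower genes in HT29-MTX-E12 cells, 1928 and 3190 in Caco-2 cells, 2560 with a more positive and 1298 with a more negative response in HT29-MTX-E12 cells, 612 higher and 705 lower in both lines, 346 in opposite directions, and 7205, 9400 and 7112 probe sets for HT29-MTX-E12 cells, Caco-2 cells and the difference between them. With each line fitted alone, on fewer arrays, 259 genes were higher and 719 lower in Caco-2 cells (1505 probe sets), and 75 were higher in both lines. Array weights gave 291 genes higher in both lines and 321 with a more negative response in HT29-MTX-E12 cells. Without the intensity trend 117 genes were lower in both lines and 30 in opposite directions. The count in opposite directions was 79 with low probe sets left out. It was 74 with adjustment over the chosen probe set of each gene, a setting added after seeing the data. With an estimated correlation 1 list passed in HT29-MTX-E12 cells, 2 in Caco-2 cells and 4 for the difference between them, against 18, 23 and 14, and the lists of DNA replication (0.98, adjusted p = 0.066; 0.44 and 0.21 in Caco-2 cells), glycolysis (-0.22 and 0.5; -0.85 and 0.099), hypoxia targets (-0.32 and 0.31; -1.13 and 0.09) and, in Caco-2 cells, mitosis (0.57 and 0.19) no longer passed, each the highest adjusted p of that list over the alternatives run. Glycolysis in HT29-MTX-E12 cells, at a median of -0.22, also missed the threshold without the trend (adjusted p = 0.055) and with fry (0.22). The first 2 principal components held 72% and 22.7% of the variance with 1000 probe sets and 80% and 17.2% without scaling. Where no construction is named, the cause was not tested.

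Leaving out 1 array at a time moved several counts. Lower genes in HT29-MTX-E12 cells ranged from 212 to 287, with 261 without static replicate 1, 223 without static replicate 2 and 232, 244 and 212 without SWMS replicates 1, 2 and 3, and the probe sets of that line ranged from 1133 to 1379, with 1194 without static replicate 2 and 1154, 1191 and 1133 without SWMS replicates 1, 2 and 3. In Caco-2 cells higher genes ranged from 387 (without static replicate 3) to 908 (without SWMS replicate 1), with 426 without static replicate 2 and 406 without SWMS replicate 2; lower genes from 999 (without static replicate 2) to 1563; and probe sets from 2171 (without static replicate 2) to 3248. Genes higher in both lines ranged from 96 (without Caco-2 static replicate 3) to 269 (without Caco-2 SWMS replicate 1), with 107 without Caco-2 static replicate 2 and 103 and 107 without Caco-2 SWMS replicates 2 and 3. Genes lower in both lines ranged from 95 (without HT29-MTX-E12 static replicate 2) to 189, with 114 without static replicate 1 and 107, 104 and 99 without SWMS replicates 1, 2 and 3 of that line; opposite ones ranged from 27 to 54, with 27 and 30 without its static replicates 1 and 2 and 29, 27 and 28 without its SWMS replicates 1, 2 and 3. More negative responses in HT29-MTX-E12 cells ranged from 124 (without Caco-2 static replicate 3) to 294, with 127 without HT29-MTX-E12 SWMS replicate 1, where the probe sets for the difference were 967, the lowest of a range up to 1528. Glycolysis in HT29-MTX-E12 cells ranged from -0.25 to -0.12 and missed the threshold without SWMS replicate 1 (adjusted p = 0.082) or static replicate 2 (0.08). Leaving out a batch gave 77.3% to 78.2% and 18.6% to 19.4% for the components.

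Of 539 results for named genes, 58 lost and 37 gained a call under some alternative with all arrays, and 67 lost and 18 gained one without 1 array. Of 89 for lists these were 41 and 5, and 9 and 5. The batch block ended the calls of *MUC5B*, *NEUROG3*, *EDEM1*, *PALS1* and the citric acid cycle (0.12, adjusted p = 0.054) in HT29-MTX-E12 cells and of *FANCI*, *H2BC14*, *LUM*, *MS4A1* and *SUCLG1* in Caco-2 cells. It called *GBP2*, *HLA-E* and *INSIG1* in HT29-MTX-E12 cells and *CDX2*, *MUC17* and *TOP2A* in Caco-2 cells, and changed no other call of a named gene or list. Signs changed in 49 uncalled results for named genes and in 21 list medians, the 4 called list results above among them. Sizes were at most 0.28 and 0.23 in the main fit and at most 0.42 and 0.49 in the alternatives. Signal over background limits genes near the lower end of the scale, such as 8 mucins with means under 4 and *SLC26A3* in HT29-MTX-E12 cells (2.96 and 2.61).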

Differences from the paper's values

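The paper's methods name a custom probe definition, while the deposited probe sets are transcript clusters of the array's own annotation, so that counts and fold changes per gene rest on different groups of probes in all comparisons here. At the methods' threshold, an unadjusted p under 0.05, 3944 genes differed in HT29-MTX-E12 cells, where the paper gives 6732. Of the alternatives set before the data were examined, array weights (4513) and batch block with array weights (4659) no longer differ by the rule of 1.5 times used for counts, and all others still do. For genes shared by both lines the count was 1663 and the paper's is 2844; the same alternatives come within the rule, at 1933 and 1916, and no others. Shared genes with a fold change of at least 1.5 in the upward direction were 181, and the paper gives 353; array weights (239), block with weights (245) and leaving out SWMS replicate 1 of Caco-2 cells (269) come within the rule, and the others do not. The paper shows about 3300 higher and about 3400 lower genes in HT29-MTX-E12 cells and about 3500 higher genes in Caco-2 cells in Fig. 1B, read by eye, where 2141, 1803 and 1928 were found. Higher genes in HT29-MTX-E12 cells come within the rule with array weights (2393), block with weights (2470) and each line fitted alone (2338), and higher genes in Caco-2 cells with array weights (2457) and without SWMS replicate 1 (2487); for the rest, and for lower genes in HT29-MTX-E12 cells under any alternative, the difference stays. Counted as probe sets, 7205 and 9400 passed in the lines.

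Fold changes were compared with the spread over the 3 batches. A value differs where its log2 distance from the paper's exceeds the standard deviation of the 3 batch differences, or its sign is opposite. Small gaps at a small spread are thus listed, and larger gaps at a wide spread are not. Examples of the latter in HT29-MTX-E12 cells are *TFF2* (-11.6, paper -15.75), *RNY4P23* (13.9, paper 10.80) and *KIF20A* (6.61, paper 7.99). For *MUC5AC* the fold change was -1.47 and the paper's is -1.56; it no longer differs with quantile normalization within each line (-1.55) and differs under all others. *MUC20* in HT29-MTX-E12 cells had -1.5, while the paper's range for transmembrane mucins ends at -2.32, the value of this gene in S1 File, and no alternative closes the gap. For *MUC17* the fold change was -1.7 and the paper's S1 File has -1.62; only without static replicate 1 (-1.58) or SWMS replicate 3 (-1.57) does it not differ. *MUC20* in Caco-2 cells had -1.92 and the paper's S1 File has -1.57; only without SWMS replicate 1 (-1.78) does it not differ. *DEPDC1* had 6 (paper 7.93) and *SPC25* 5.15 (paper 7.41), and both differ under every alternative. *APOL1* had -2.11 (paper -4.41) and does not differ only without static replicate 1 (-2.78). *DUOXA2* had -2.76 (paper -3.88), which no longer differs with quantile normalization (-2.83), centring on bright probe sets (-2.81), or without static replicate 1 (-3.18), SWMS replicate 1 (-2.82) or SWMS replicate 3 (-2.9), and differs otherwise. *ODC1* had 1.7 (paper 1.80), not differing only without SWMS replicate 2 (1.76). *CTNNAL1* had 2.79 (paper 3.33), not differing only without static replicate 1 (2.99). *HK2* had -2.26 (paper -2.18), not differing with block and weights (-2.24) or without SWMS replicate 1 (-2.13), static replicate 2 (-2.21) or static replicate 3 (-2.17), and differing otherwise. *SLC26A3* in Caco-2 cells had -3.47 (paper -3.18) and differs under every alternative. *CCND2* had -1.49 where the paper's text gives 1.85, in the opposite direction, under every alternative; S1 File lists it as lower.

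The paper calls *MUC2* higher and *MUC5AC* lower in HT29-MTX-E12 cells at its unadjusted threshold. Here the unadjusted p of *MUC2* was 0.052, and it was under 0.05 with array weights (0.048), without static replicate 1 (0.012) and without SWMS replicate 3 (0.036); no setting gave an adjusted p under 0.05, and without static replicate 3 the adjusted p was 0.79. That of *MUC5AC* was 0.013, and its adjusted p passed only with each line fitted alone (0.00084). *MUC17* is called lower in the paper, and its unadjusted p here from limma was 0.0032 and its adjusted p 0.077. It passed with block and weights (0.026), array weights (0.042), the line alone (0.047), low probe sets left out (0.043) and quantile normalization (0.049). It also passed with adjustment over the chosen probe set of each gene (0.048), a setting added after seeing the values. *EGFR*, called lower, had an unadjusted p of 0.0039 and passed adjusted with array weights (0.023), centring (0.023), quantile normalization (0.031), the line alone (0.033), block and weights (0.034) and low probe sets left out (0.047).

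*NOTCH1*, called higher in HT29-MTX-E12 cells, had an unadjusted p of 0.0055 and passed adjusted with array weights (0.027), block and weights (0.037) and the line alone (0.044). *ATOH1*, called higher in both lines, had unadjusted p-values of 0.019 and 0.029 and passed at that threshold only. *HES1* had an unadjusted p of 0.046 and passed adjusted only without SWMS replicate 3 (0.029). *SLC26A3*, called lower in HT29-MTX-E12 cells, had an unadjusted p of 0.059, which was under 0.05 with the block (0.039), block and weights (0.027), array weights (0.048), centring (0.042) and without SWMS replicate 3 (0.044). *APOL1* (0.023) and *CCND2* (0.03) passed at the unadjusted threshold only.

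Among mucins of low expression the paper names *MUC12*, whose means here were 4.03 and 4.38, while *MUCL1* was under 4; the other 7 genes were low here too. The paper places *LGR5* in HT29-MTX-E12 cells at a low level in both conditions, where the mean under SWMS was 5.75. Fig. 1B shows about as many higher as lower genes in Caco-2 cells, where 62.3% of the genes at the unadjusted threshold were lower here. The paper finds no enrichment of glycolysis in HT29-MTX-E12 cells, where the list had an adjusted p of 0.025 from camera and 0.5 with an estimated correlation. It finds a lower HIF-1 pathway in both lines. Hypoxia targets were lower too in HT29-MTX-E12 and Caco-2 cells (adjusted p = 2.7e-09 and 7.9e-28 from camera, 0.026 and 5.6e-05 from fry). With an estimated correlation they did not pass in camera (adjusted p = 0.31 and 0.09). The lists were written by hand and are not the pathway sets of the paper. In Fig. 1A the first components hold about 58% and 23% of the variance, read by eye, against 77.5% and 19.2% here, which is within 1.5 times. In the ion transport sheet of S1 File the listed levels do not go with the gene symbols: they differ from the deposited levels by a median of 2.76 on the log2 scale, against 0.27 to 0.30 in the other panels, and 9 entries carry the values of another gene. With the ion transport sheet left out, fold changes of S1 File had a correlation of 0.972 in HT29-MTX-E12 cells with those found here, across 740 genes. In Caco-2 cells it was 0.96. For the ion transport sheet the correlation in HT29-MTX-E12 cells was 0.06.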

Other observations

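Of 19 sterol synthesis genes 7 were higher in HT29-MTX-E12 cells under SWMS (limma, adjusted p < 0.05; 15 when adjusted over the list alone), with a median log2 change of 0.59 (camera, adjusted p = 5.7e-11, and adjusted p = 0.15 with an estimated correlation). *ACAT2* rose by 1.08, *HMGCS1*, an early enzyme of the pathway, by 0.77, *EBP* by 0.69 and *DHCR7*, the last enzyme, by 0.62. In Caco-2 cells no gene of the list passed, with 1 higher and 3 lower at an unadjusted p, a median of 0 and a mean of -0.05 (camera, adjusted p = 0.87). The responses differed by a median of 0.55 (camera, adjusted p = 2.9e-07, and adjusted p = 0.3 with an estimated correlation). Of 37 interferon and antigen presentation genes 4 were lower in HT29-MTX-E12 cells (1 higher and 8 lower when adjusted over the list alone) and 9 were lower and 1 was higher in Caco-2 cells (12 and 2). *HLA-C* fell by 0.61 and 1.22 and the antiviral gene *OAS1* by 0.60 (adjusted p up to 0.078 without any 1 of 3 of the 6 arrays) and 1.13, and the medians were -0.31 and -0.23 (camera, adjusted p = 2.3e-05 and 0.0029; with an estimated correlation adjusted p = 0.086 and 0.21). Lysosome genes had medians of -0.22 and -0.36, with 6 of 42 lower and 2 higher in HT29-MTX-E12 cells and 14 lower and 2 higher in Caco-2 cells (11 and 2, and 20 and 2 when adjusted over the list alone; camera, adjusted p = 6e-06 and 4e-08, with an estimated correlation adjusted p = 0.32 and 0.21). The protease *CTSD* fell by 0.48 and 0.57, *CTSS* fell by 1.50 in HT29-MTX-E12 cells and *CD68* by 0.95 in Caco-2 cells.

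Of 30 epithelial defence genes 2 were higher and 5 lower in HT29-MTX-E12 cells (3 and 7 when adjusted over the list alone), with *SLPI*, a protease inhibitor, down by 1.75 and a median of -0.16 (camera, adjusted p = 0.01, and adjusted p = 0.079 with an estimated correlation). In Caco-2 cells 1 was higher and 3 lower (4 and 3), with lysozyme, *LYZ*, up by 1.23 and *CCL28* down by 1.13, and the median was 0 with a mean of 0.08 (camera, adjusted p = 0.31). Enterocyte genes in HT29-MTX-E12 cells had 1 of 38 higher and 3 lower (4 and 7 when adjusted over the list alone), with *GUCA2B* down by 1.59 and *CDH17* by 1.12, and a median of -0.14 (camera, adjusted p = 0.076). In Caco-2 cells *KRT20* fell by 2.49, and goblet cell genes went both ways, with 5 of 24 higher and 5 lower (5 and 6 when adjusted over the list alone), such as *BCAS1* up by 1.51 and *ZG16* down by 1.99, and a median of -0.04 (camera, adjusted p = 0.99). The goblet cell panel had 2 of 35 higher and 10 lower there (2 and 12; median -0.10, camera adjusted p = 0.008, and adjusted p = 0.29 with an estimated correlation), and the KLF4 panel 3 of 81 higher and 16 lower (8 and 29; median -0.12, adjusted p = 0.0017, and adjusted p = 0.19 with an estimated correlation), with *BMP4* down by 1.55. The paper names literature as the source of both panels, and does not say whether these data guided the choice.

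Of 22 immediate early genes 6 were lower in Caco-2 cells (7 when adjusted over the list alone), with *FOS* down by 2.08 and *JUN* by 1.34 (lost without any 1 of 4 or 3 of the 6 arrays, adjusted p up to 0.1 and 0.063), and a median of -0.47 (camera, adjusted p = 0.00042, and adjusted p = 0.29 with an estimated correlation). In HT29-MTX-E12 cells none passed in limma, with 1 higher and 1 lower at an unadjusted p and a median of -0.10 (camera, adjusted p = 0.34). Lipid oxidation had 1 of 22 higher and 8 lower in Caco-2 cells (1 and 11 when adjusted over the list alone; median -0.32, adjusted p = 0.0028, and adjusted p = 0.29 with an estimated correlation), with *HADH* down by 1.08, and 1 higher in HT29-MTX-E12 cells, *ACAT1* by 0.61 (median 0.10, adjusted p = 0.033, and adjusted p = 0.49 with an estimated correlation). The citric acid cycle had a median of 0.12 in HT29-MTX-E12 cells, with no gene passing in limma and 4 of 17 higher at an unadjusted p (camera, adjusted p = 0.049, and adjusted p = 0.42 with an estimated correlation), and of -0.06 in Caco-2 cells (adjusted p = 0.98), where 1 was higher and 1 lower. Of 45 genes of oxidative phosphorylation 2 were lower in Caco-2 cells, *ATP5F1D* by 0.67 and *COX7C* by 0.33, and none passed in HT29-MTX-E12 cells, with 3 higher at an unadjusted p. The call of *COX7C* was lost without any 1 of 2 of the 6 arrays (adjusted p up to 0.067) and in 2 other alternatives (up to 0.17). The unfolded protein response had 2 of 27 lower in HT29-MTX-E12 cells (4 when adjusted over the list alone; median -0.08, camera adjusted p = 0.19) and 6 lower in Caco-2 cells (1 higher and 7 lower; median -0.08, adjusted p = 0.049, and adjusted p = 0.51 with an estimated correlation), with *ASNS* down by 1.26. Mucin O-glycosylation in Caco-2 cells had 3 of 35 higher and 10 lower (4 and 12 when adjusted over the list alone; median -0.17, adjusted p = 0.029, and adjusted p = 0.23 with an estimated correlation), with *B4GALNT2* down by 2.24. Markers of endothelial cells, fibroblasts and leukocytes had medians of -0.14, -0.16 and -0.08 in HT29-MTX-E12 cells and 0.07, 0.05 and -0.11 in Caco-2 cells, where the means of the first 2 lists were -0.03 (camera, adjusted p = 0.12, 0.34 and 0.37, and 0.95, 0.95 and 0.69). Of 9 endothelial genes *ESAM* was lower in HT29-MTX-E12 cells (-0.97) and none passed in limma in Caco-2 cells (1 higher at an unadjusted p). Of 8 fibroblast genes none passed in HT29-MTX-E12 cells, at an unadjusted p neither, and *LUM* was lower in Caco-2 cells (-0.65; lost without any 1 of the 6 arrays, adjusted p up to 0.19). Of 9 leukocyte genes none passed in HT29-MTX-E12 cells (1 lower at an unadjusted p), and in Caco-2 cells *MS4A1* was higher (0.47; lost without any 1 of 5 of the 6 arrays, adjusted p up to 0.17) and *CD14* lower (-1.08).

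LS174T cells had 3784 genes higher and 3384 lower than static HT29-MTX-E12 cells. The growth surface differed along with the line. *LGR5* was higher in LS174T cells by 5.24 and *TFF2* lower by 0.87 (adjusted p = 0.042).

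The tests on liver genes in this part were planned before their results were seen, on lists chosen after the largest changes in Caco-2 cells had been seen. *ITIH2*, *A2M*, *HP* and *ALB*, which liver cells secrete, were among the largest increases in Caco-2 cells while enterocyte genes fell, and this may reflect a wider rise of secreted liver proteins. On a list of such genes without those first seen, 7 of 32 were higher and 4 lower, and the list did not pass camera (adjusted p = 0.078, median 0.11, and adjusted p = 0.39 with an estimated correlation), so that a rise beyond the genes first seen was not shown. Cells of another type could bring liver transcripts, and of 30 hepatocyte enzymes 3 were higher and 6 lower, which is 10% higher and leaves this open, at the bound set for the test. Static Caco-2 cells already had 24 of the 32 secreted and 11 of the 30 enzyme genes at a mean log2 level of at least 4, and those with the highest signal there were *AHSG* (12.08, change 0.06), *APOC3* (11.96), which fell by 0.97 (adjusted p = 0.01), *APOB* (11.86, change -0.04) and *APOA2* (11.85, change 0.08), so that these lists are no clean markers of other cells in this line. Without SWMS replicate 1 of Caco-2 cells the secreted proteins had an adjusted p of 0.11, which decides nothing, since the list does not pass with all arrays.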
